# Ecd promotes U5 snRNP maturation and Prp8 stability

**DOI:** 10.1093/nar/gkaa1274

**Published:** 2021-01-14

**Authors:** Steffen Erkelenz, Dimitrije Stanković, Juliane Mundorf, Tina Bresser, Ann-Katrin Claudius, Volker Boehm, Niels H Gehring, Mirka Uhlirova

## Abstract

Pre-mRNA splicing catalyzed by the spliceosome represents a critical step in the regulation of gene expression contributing to transcriptome and proteome diversity. The spliceosome consists of five small nuclear ribonucleoprotein particles (snRNPs), the biogenesis of which remains only partially understood. Here we define the evolutionarily conserved protein Ecdysoneless (Ecd) as a critical regulator of U5 snRNP assembly and Prp8 stability. Combining *Drosophila* genetics with proteomic approaches, we demonstrate the Ecd requirement for the maintenance of adult healthspan and lifespan and identify the Sm ring protein SmD3 as a novel interaction partner of Ecd. We show that the predominant task of Ecd is to deliver Prp8 to the emerging U5 snRNPs in the cytoplasm. *Ecd* deficiency, on the other hand, leads to reduced Prp8 protein levels and compromised U5 snRNP biogenesis, causing loss of splicing fidelity and transcriptome integrity. Based on our findings, we propose that Ecd chaperones Prp8 to the forming U5 snRNP allowing completion of the cytoplasmic part of the U5 snRNP biogenesis pathway necessary to meet the cellular demand for functional spliceosomes.

## INTRODUCTION

The defining feature of most eukaryotic genes is the presence of introns, non-coding sequences that interrupt discrete coding genomic units called exons. For genetic information to be realized, the introns have to be excised from nascent pre-mRNAs and the exons precisely fused in the process of pre-mRNA splicing. Importantly, through alternative selection of exons and splice sites during alternative splicing (AS) the coding capacity of genomes markedly increases, thereby enhancing the diversity of the transcriptome and the proteome. In contrast, aberrant splicing events have been recognized as drivers of genetic diseases and implicated in different cancers (1,2), promoting significant interest in an in-depth understanding of the intricate molecular mechanisms that safeguard the fidelity of the splicing process.

Intron excision from pre-mRNAs is catalyzed by a large molecular machine called the spliceosome. The spliceosome consists of five major building blocks, the U1, U2, U4, U5 and U6 small nuclear ribonucleoprotein particles (U snRNPs) and a broad array of proteins that dynamically associate with the complex. Each snRNP contains a short non-coding uridine-rich RNA (*U snRNA*), a common heptameric Sm or Sm-like protein ring, and a specific set of proteins (3,4). The biogenesis of U snRNPs is a stepwise process that starts with the transcription of *U snRNAs* in the nucleus by RNA polymerase II (RNA Pol II) as in the case of *U1*, *U2*, *U4* and *U5 snRNA*, or RNA polymerase III (RNA Pol III) that synthesizes *U6 snRNA*. While *U6 snRNA* is thought to remain in the nucleus (5), RNA Pol II-synthesized *snRNAs* are exported to the cytoplasm, where the survival motor neuron (SMN) complex guides the formation of a heptameric Sm protein ring around a conserved Sm binding motif (3,4,6). The core snRNP particle then serves as a binding platform for a suite of snRNP-specific proteins. While the early SMN-dependent steps of U snRNP assembly are well described, the incorporation of snRNP-specific proteins into the maturing particles are mechanistically far less understood.

Prp8 is among the largest and the most conserved proteins of the spliceosome across taxa (7). As a core component of U5 snRNP, Prp8 is vital for the organization of the catalytic center of the spliceosome by positioning critical snRNAs and substrate pre-mRNA residues, but also for spliceosome activation by coordinating the Brr2/SNRNP200 helicase in cooperation with GTPase Snu114/EFTUD2 (8–12). Prp8 together with Snu114 and Aar2 joins the core U5 snRNP in the cytoplasm, forming a precursor U5 snRNP (13–16). After nuclear import, Aar2 is substituted by Brr2, and extensive snRNA base modifications (17,18) conclude the maturation of functional U5 snRNP. Recent studies implicated the Hsp90 co-chaperone R2TP/Prefoldin-like (R2TP/PFDL) complex in the transfer of pre-formed Prp8 and Snu114/EFTUD2 sub-complexes to assembling U5 snRNPs in the cytoplasm (19). The R2TP/PFDL complex has been described to promote Hsp90-mediated incorporation of client proteins into larger molecular assemblies essential for cell growth and gene expression, including RNA Pol II, complexes of PI3 kinase-like kinases (PIKKs), small nucleolar and nuclear RNPs (20,21).

Recent work performed by us and others provided evidence for a physical interaction between the evolutionarily conserved protein Ecdysoneless (Ecd) and constituents of the U5 snRNP, including Prp8 and Aar2, in *Drosophila* and mammalian cells, pointing towards an involvement of Ecd in pre-mRNA splicing (19,22–24). We further demonstrated that missplicing of the *spok* gene, encoding a key steroidogenic enzyme, contributes to the developmental arrest of *ecd* deficient larvae and their inability to undergo metamorphosis (22). Remarkably, Ecd was also found to interact with subunits of the R2TP/Prefoldin-like (R2TP/PFDL) co-chaperone complex (23,25,26), suggesting that Ecd might act as a molecular linker that bridges the R2TP complex to the U5 snRNP for biogenesis. Yet, its mechanistic engagement with the splicing machinery remains unknown. Importantly, *ecd* is an essential gene required for cell survival during development in *Drosophila* and mammals (22,25,27,28). Intriguingly, elevated Ecd levels were observed in pancreatic (29) and gastric cancers (30) and positively correlated with faster progression and poor prognosis in breast cancer patients (31).

Here, we demonstrate that Ecd is not only vital during development but also indispensable for the maintenance of tissue function during adulthood. We identify the heptameric Sm ring protein SmD3 as a novel binding partner of Ecd in *Drosophila* and demonstrate the necessity of SmD3-Ecd interaction for the biogenesis of nascent U5 snRNPs required for maintenance of transcriptome integrity and splicing accuracy.

## MATERIALS AND METHODS

### *Drosophila melanogaster* lines

The following *Drosophila melanogaster* strains were used: *w^1118^* (BDSC; RRID:BDSC_3605), *ecd^1^* (32), *ecd^Δ^* (this study), *w;; FRT2A* (BDSC; RRID:BDSC_1997), *w;; FRT82B* (BDSC; RRID:BDSC_2035), *w; nubbin-Gal4, UAS-myr-mRFP* (*nub>mRFP*, this study), *w; escargot-Gal4, UAS-GFP, tub-Gal80^TS^* (*esg^TS^>*, 33), *w; nubbin-Gal4, UAS-myr-mRFP; tub-Gal80^TS^* (*nub^TS^>mRFP*, this study), *w;; ecd^l(^^3^^)23^ FRT2A* (22), *w;; ecd^Δ^ FRT2A* (recombined in this study), *w; UAS-ecd^RNAi^* (22), *w; UAS-prp8^RNAi^* (VDRC; ID18565), *w;; UAS-Prp8*^*wt*^ (34)*, w;; UAS-SmD3::3xHA* (FlyORF; F003987), *w;; UAS*-*SmD3::3xHA, UAS-ecd^RNAi^* (recombined in this study)*, w; nubbin-Gal4, UAS-myr-mRFP; UAS*-*SmD3::3xHA, tub-Gal80^TS^* (this study)*, w; nubbin-Gal4, UAS-myr-mRFP; ecd^1^* (this study), *w;; UAS*-*SmD3::3xHA, UAS-Prp8*^*wt*^ (recombined in this study), *w;; UAS*-*SmD3::3xHA, UAS-ecd^RNAi^, UAS-Prp8*^*wt*^ (recombined in this study), *eyFLP; act>y^+^>Gal4, UAS-GFP; FRT82B, tub-Gal80* (35), *eyFLP; act>y^+^>Gal4, UAS-GFP; tub-Gal80, FRT2A* (this study), *w; UAS-Ecd^wt^; FRT82B* (this study)*, w; UAS-Myc::Ecd^TripleA^; FRT82B* (this study), *w; UAS-Myc::Ecd^Δ^^34^; FRT82B* (this study), *w; UAS-Ecd^wt^; ecd^Δ^ FRT2A* (this study), *w; UAS-Myc::Ecd^TripleA^; ecd^Δ^ FRT2A* (this study), *w;UAS-Myc::Ecd^Δ^^34^; ecd^Δ^ FRT2A* (this study). Details on *Drosophila* strains are described in Supplementary Table S1.

### Fly Husbandry

*Drosophila* stocks and experimental crosses were kept on a diet consisting of 0.8% agar, 8% cornmeal, 1% soymeal, 1.8% dry yeast, 8% malt extract and 2.2% sugar-beet syrup, supplemented with 0.625% propionic acid and 0.15% Nipagin. Gal4 driver line and *eyFLP MARCM* line crosses were set up and maintained at 25°C unless specified otherwise using *w^1118^* and *FRT2A* or *FRT82B* lines as controls, respectively. For experiments with adult flies, temperature-sensitive *ecd^1^* and control *w^1118^* lines were allowed to develop at 18°C. Crosses using *esg^TS^*> or *nub^TS^>mRFP* expression system were set up and maintained at room temperature. For experiments utilizing *nub^TS^>mRFP*, vials with third instar larvae were upshifted to 29°C for 24 h. For experiments utilizing *esg^TS^>*, eclosing adult flies were collected for 2 days and mated for another 2 days at room temperature before being transferred into fly incubator with a 16 h/8 h light/dark cycle set to 29°C until dissection at indicated age.

### Lifespan experiments

For lifespan experiments *ecd^1^* line was backcrossed to *w*^*1118*^ genetic background for five generations. Mated *ecd^1^* and control *w^1118^* male and female adult flies were separated and transferred into 1 l cages (100 flies/cage) with access to a vial containing the standard fly diet. Cages were placed into fly incubator with a 16 h/8 h light/dark cycle set to 29°C. Dead flies were counted and the food vial was exchanged every 2–3 days. Adult fly lifespan was analyzed in Microsoft Excel (RRID:SCR_016137) and statistical significance was calculated with a log-rank test. The curves prepared with Prism 8 (GraphPad, RRID:SCR_002798) represent one of the two independent experiments. The total number of flies per experiment (*n*), genotype, and condition is specified in the respective figure and its legend.

### Generation of *ecd*^Δ^ loss-of-function allele

The *ecd*^*Δ*^ mutant line was generated using CRISPR–Cas9 genome editing technology utilizing tRNA–sgRNA system (36). pCFD5 plasmid (36; RRID:Addgene_73914) expressing two guide RNAs targeting the exon 1 and 3′ terminus of exon 2 of the endogenous *ecd* gene locus were cloned using the Gibson Assembly reaction (New England Biolabs) according to the manufacturer's instructions with purified PCR fragments amplified with Phusion HS II polymerase (ThermoFisher Scientific Cat# F549L). The *pCFD5-gRNA-Ecd* construct was integrated into the *attP40* site on the second chromosome (25C6) using PhiC31 integrase-mediated transgenesis (BDSC; RRID:BDSC_79604). The resulting stock *v; pCFD5-gRNA-Ecd attP40* was crossed to *nos-cas9, Lig4^169^* fly line (this study). The offspring were collected, balanced and screened for the presence of the deletion via PCR. The recovered *ecd*^Δ^ allele encodes 40 amino acid long peptide of which the first 23 amino acids align to the wild-type Ecd protein while the 17 remaining are unrelated due to a frameshift (Supplementary Figure S1A). sgRNA and primer sequences are presented in Supplementary Table S2.

### Generation of plasmids and transgenic lines

*Drosophila melanogaster* coding DNA sequences of PIH1D1 (CG5792), Pontin (CG4003), SmD3 (CG8427), SmB (CG5352), SmG (CG9742), SmF (CG16792) and Ecd (CG5714) were amplified from respective cDNAs with Phusion HS II polymerase (ThermoFisher Scientific Cat# F549L) and cloned into the pENTR4 dual selection vector (ThermoFisher Scientific Cat# A10465). Ecd^[E496A, E566A, E621A]^ (Ecd^TripleA^) variant was generated by combining a site-directed mutagenesis with an overlap extension PCR. The Ecd^Δ34^ truncated variant was produced by PCR resulting in an exchange of Q650 to a premature stop codon. The N-terminal Myc-, or Flag-tag was added by LR Clonase II-mediated recombination (Invitrogen Cat# 11791020) into the pTMW or pTFW vector (DGRC Cat# 1107 or Cat# 1115). Following reamplification and restriction with EcoRI and KpnI or NotI the Myc::Ecd cassettes were inserted into the pUAST attB vector backbone (DGRC Cat# 1419, 37). All primers and plasmids are listed in Supplementary Table S2.

Transgenic fly lines allowing overexpression of wild-type and mutant Ecd variants were established either by a standard P-element-mediated transformation (Myc::Ecd^Δ34^) into *w^1118^* stock (BDSC; RRID:BDSC_3605) or PhiC31 integrase-mediated transgenesis into *attP40* site (BDSC; RRID:BDSC_25709) (Ecd^wt^, Myc::Ecd^TripleA^).

### Generation of EAD genetic mosaics

The Mosaic Analysis with a Repressible Cell Marker (MARCM) technique (38) with *eyFLP; act>y^+^>Gal4, UAS-GFP; tub-Gal80*, *FRT2A* and *eyFLP; act>y^+^>Gal4, UAS-GFP; FRT82B, tub-Gal80* flies was used to generate genetically defined clones within the EADs as described in (39).

### *Drosophila* S2 cell culture

*Drosophila* Schneider 2 (S2) cells were cultured at 25°C in Shields and Sang M3 insect medium (Sigma-Aldrich Cat# S8398) containing 8% fetal bovine serum (Gibco, Life Technologies) without antibiotics. Cells were transfected in six-well plates (5 × 10^5^ cells/well) in serum-free medium using Trans-IT-Insect reagent (Mirus Bio LLC, MIR6100) following the manufacturer's instructions. Expression of UAS-driven cDNAs was induced by co-transfection with a pWA-GAL4 plasmid expressing Gal4 under an *actin5C* promoter. pIE-EGFP plasmid (40) was co-transfected to monitor transfection efficiency. Ecd knockdown was achieved by transfection of 1.5 μg of purified *in vitro* transcribed double-stranded RNA directed against the 67 nucleotides long 3′ untranslated region (3′ UTR) of the *ecd* mRNA. A dsRNA targeting the *LacZ* gene served as a mock control. Cells were processed for downstream applications 72 h after transfection. To inhibit autophagy-lysosomal pathway, S2 cells were treated for 24 h with 100 μM of Chloroquine (Sigma-Aldrich, Cat# C6628) or 400 nM Bafilomycin A1 (Enzo Life Sciences, Cat# BML-CM110-0100) prior to cell lysis.

### Tissue dissection and immunostaining

EADs and wing imaginal discs dissected from third instar *Drosophila* larvae (7 days AEL) were fixed for 25 min with 4% paraformaldehyde in PBS containing 0.1% Triton X (PBS-T) at room temperature. Adult female intestines were fixed with 4% paraformaldehyde in PBS for 48 h at 4°C. Fixed tissues were washed three times with PBS-T, intestines in PBS only. Primary antibodies were diluted in blocking buffer (PBS-T with 0.3% BSA) and tissues were stained overnight at 4°C. The following primary antibodies were used: rabbit anti-*Drosophila* cleaved Death caspase 1 (Dcp-1, 1:500, Cell Signaling Technology Cat #9578, RRID:AB_2721060), rat-anti Ecd N-term (1:500, 22), mouse-anti Armadillo (Arm, 1:20, Developmental Studies Hybridoma Bank #N2 7A1; RRID:AB_528089), mouse-anti disc large (Dlg1, 1:100, Developmental Studies Hybridoma Bank #4F3; RRID:AB_528203). After washing, the samples were incubated with the corresponding Cy3- or Cy5-conjugated secondary antibodies (1:1000, Jackson ImmunoResearch Labs Cat# 711-175-152, RRID:AB_2340607, Cat# 712-165-150, RRID:AB_2340666, Cat# 715-165-151, RRID:AB_2315777) for 2 h at room temperature and counterstained with DAPI (1:1000 dilution of 5 mg/ml stock, Carl Roth GmbH Cat# 6335.1) to visualize nuclei. Tissues were mounted on glass slides in Dabco-Mowiol 4–88 (Sigma-Aldrich Cat# D2522 and Cat# 81381) and imaged within 72 h.

### Image acquisition and processing

Tissues were imaged on an Olympus FV-1000 confocal microscope equipped with 20x UPlan S-Apo (NA 0.85), 40x UPlan FL (NA 1.30) and 60× UPlanApo (NA 1.35) objectives. Images of the intestines were always taken from the R5 posterior midgut region. All micrographs show maximum projections (unless otherwise indicated) generated with FluoView FV-10ASW software (Olympus, RRID:SCR_014215). Final image processing including panel assembly, brightness and contrast adjustments were performed in Adobe Photoshop CC (Adobe Systems, Inc., RRID:SCR_014199). White outlines of the EADs were drawn based on DAPI staining.

To measure the midgut diameter, bright field images of female adult midguts were taken with the cellSens Standard 1.11 software using an Olympus CKX41 inverted microscope and imported into Adobe Photoshop CC (Adobe Systems, Inc., RRID:SCR_014199). Measurements were taken at a distance of 200 μm anterior to the midgut-hindgut boundary for each gut from outside the visceral mesoderm surrounding the midgut. Statistical significance was determined in GraphPad Prism (GraphPad, RRID:SCR_002798) using an unpaired two-tailed Student's *t*-test with unequal variance.

The number of cells in the imaged R5 posterior midgut region of female adult flies of indicated genotypes was determine based on nuclear DAPI staining from maximum intensity Z-projected confocal stacks using a customized pipeline in CellProfiler (41, RRID:SCR_007358). Different cell types were manually counted in Fiji (RRID:SCR_002285). The progenitors (ISCs and EBs) and EEs were distinguished from large absorptive ECs based on their morphology, smaller nuclear and cell size (DAPI and Dlg1 signal, respectively) and enrichment of an Arm signal. To quantify apoptosis, the Dcp-1 fluorescent signal was thresholded for each replicate and overlayed with DAPI, Arm and Dlg1 channel to facilitate manual counting of Dcp-1-positive ECs and progenitor and EEs in Fiji (RRID:SCR_002285). Statistical significance was determined in GraphPad Prism (GraphPad, RRID:SCR_002798) using unpaired nonparametric two-tailed Mann-Whitney test.

For quantification of the GFP-positive clonal volume, confocal Z-stacks of mosaic EADs were imported into Fiji (RRID:SCR_002285). After thresholding, the individual slices were converted to binary images and the outlines selected. The ratio of GFP and DAPI was determined using the 3D manager plug-in. Same macros were applied to all samples. Macros used are available upon request. Statistical significance was determined in GraphPad Prism (GraphPad, RRID:SCR_002798) using ordinary one-way ANOVA with Tukey's multiple comparisons test.

Brightfield and fluorescent images of female mosaic adult eyes were taken within 24 h after eclosion using an Olympus SZX16 fluorescent stereomicroscope equipped with a DP72 CCD camera under the same magnification and settings. Images were processed with Olympus cellSens 1.1 Software (Olympus, RRID:SCR_014551).

### Preparation of samples for western blotting and immunoprecipitations

Wing discs (15–20 WDs/replicate) or eye-antennal imaginal discs (20–30 EADs/replicate) were dissected from third instar larvae in 1× PBS, and immediately lysed in 50 mM Tris–HCl (pH 7.8), 150 mM NaCl, 1 mM EDTA (pH 8.0), 1% Triton X-100, 0.01% Igepal and protease inhibitors (Roche Applied Science Cat #11 873 580 001). Three to five adult flies were squished and lysed using the same buffer. *Drosophila* S2 cells were pelleted (800 × g at 4°C for 10 min) and resuspended in the same lysis buffer. All samples were cleared of debris and DNA by centrifugation (12 000 × g at 4°C for 10 min). Protein concentration was determined by Bradford assay (Roth GmbH Cat# K015.1) according to manufacturer's instructions.

For immunoprecipitation assays, 250–1000 μg of total protein extracted from S2 cells or third instar larval imaginal discs were incubated overnight at 4°C with the anti-Myc-tag (MBL International Cat# M047-11B), anti-Flag-tag (Sigma-Aldrich Cat# M8823, RRID:AB_2637089) mAb-Magnetic Beads or protein G Dynabeads (Invitrogen Cat# 10004D) coupled to the desired primary antibody. After five washes in lysis buffer containing 150–250 mM NaCl, bound proteins were eluted with 0.1 M glycine–HCl (pH 3.0) for 5 min followed by neutralization with 0.5 M Tris–HCl (pH 7.8) and 1.5 M NaCl.

For western blotting, samples were denatured by boiling in Laemmli buffer containing 2.5% β-mercaptoethanol for 5 min at 95°C. Samples were resolved on 10% or 12% SDS-PAGE. Candidate proteins were detected by immunoblotting with primary antibodies: rabbit anti-dPrp8-CTD (1:1000, 34), rat-anti Ecd N-term (1:1000, 22), mouse anti-Flag M2 (1:1000, Sigma-Aldrich Cat# F1804, RRID:AB_262044), rabbit anti-Myc (1:2000, Cell Signaling Technology Cat# 2272, RRID:AB_10692100), rabbit anti-HA (1:2000, Abcam Cat# ab9110, RRID:AB_307019), mouse anti-ATP5α (1:2000, Abcam Cat# ab14748, RRID:AB_301447), rabbit anti-RFP (1:1000, MBL Cat# PM005, RRID:AB_591279), rabbit anti-GFP (1:2000, Acris Cat# TP401, RRID:AB_10013661) followed by incubation with corresponding goat anti-mouse (1:5000, Jackson ImmunoResearch Labs Cat# 715-035-150, RRID:AB_2340770), rabbit (1:5000, Jackson ImmunoResearch Labs Cat# 711-035-152, RRID:AB_10015282) and rat (1:5000, Jackson ImmunoResearch Labs Cat# 712-035-153, RRID:AB_2340639) HRP-conjugated secondary antibodies. Chemiluminescent signal was captured using ImageQuant LAS4000 reader (GE Healthcare, RRID:SCR_014246). Signal intensities were quantified using the ImageJ (RRID:SCR_003070) and normalized to the mean band intensity of the protein of interest for each biological replicate. Unpaired or paired two-tailed Student's *t*-test or ordinary or two-way ANOVA with a post hoc Tukey's multiple comparisons test were used to determine statistical significance for changes in protein levels and binding.

### Recombinant protein expression and purification

To produce His-tagged Ecd and SmD3::HA proteins, respective cDNAs were cloned into pET28b (Sigma Cat# 69865) and Gateway pDEST17 (Invitrogen Cat# 11803012) vector, respectively. Recombinant proteins were expressed in BL21 Rosetta (DE3) *Escherichia coli* cells (Invitrogen Cat# C600003) upon induction with 0.4 mM IPTG (Sigma-Aldrich Cat# I5502-5G) overnight at 16°C and subsequently affinity purified using Ni Sepharose (GE Healthcare Cat# GE17-5268-01). For pull-down assays, 10 μg of purified His::Ecd and His::SmD3::HA protein were incubated either alone or together overnight at 4°C with protein G Dynabeads (Invitrogen Cat# 10004D) coupled to 3 μg of rat-anti Ecd N-term (22) antibody. Washing steps and subsequent detection via western blotting was carried out as described above.

### Mass spectrometry and protein identification

For proteomic analysis, IP samples (four biological replicates/condition) were washed additional three times in a washing buffer 50 mM Tris–HCl (pH 7.8), 150–250 mM NaCl, 1 mM EDTA (pH 8.0), and protease inhibitors (Roche Applied Science Cat #11 873 580 001) without detergents. Bound proteins were eluted from the beads using 8M urea (Sigma Cat# U1250). For reduction and alkylation of the disulfide bonds, samples were incubated for 30 min at room temperature with 10 mM DTT (Applichem Cat# 3483-12-3) and 20 min with 55 mM iodoacetamide (Merck Cat# 8.04744.0025) in the dark. Proteins were digested with LysC (Wako Cat# 129-02541) for 2–3 h and Trypsin (Serva Cat# 9002-07-7) overnight. Digestion was stopped by addition of 1% formic acid (Honeywell Fluka Cat# 607-001-00-0). Finally, peptides were purified using styrene divinyl benzene (SDB) stage tips (Affinisep, SPE-Disk-Bio-RPS-47.20) and loaded onto the mass spectrometer. For LC–MS/MS analysis, an easy nLC 1000 (ThermoFisher Scientific) was coupled to the quadrupole based QExactive Plus Orbitrap (ThermoFisher Scientific) instrument by a nano-spray ionization source.

All raw files were processed with Maxquant (version 1.5.3.8) (42) and the Andromeda search engine (43). The recorded MS2 spectra were compared to the *Drosophila* reference proteome database (Uniprot Release 2017). Default mass tolerance and modification settings were used. The minimal peptide length was set to seven amino acids and N-terminal acetylation, as well as oxidation at methionine residues, were defined as variable modifications. Cystein-carbamidomethylation was set as a fixed modification. False discovery rates (FDRs) on protein and peptide spectrum match (PSM) level were computed by the target-decoy approach to 1% (44). The iBAQ quantification approach and match-between-runs option were enabled. LFQ intensities were log_2_ transformed and used in a two-sided t-test assuming equal variances to identify significant differently pulled down proteins. Proteomics data were visualized using InstantClue (http://www.instantclue.uni-koeln.de) and the Cytoscape (RRID:SCR_003032). The GO enrichment analysis of immunoprecipitated proteins (log_2_ Difference ≥ 2, *P*-value < 0.05) was performed using the Panther (Protein Analysis THrough Evolutionary Relationships) classification system (www.geneontology.org). Only GO terms with a fold enrichment ≥ 15 (SmD3::HA interactome) and ≥ 5 (Myc::Ecd^wt^ interactome and comparative SmD3::HA versus SmD3::HA, ecd^RNAi^ interactome) and an adjusted *P*-value < 0.05 were taken into account. For visualization, GO terms were clustered with the help of REViGO (RRID:SCR_005825) (45) to remove redundancies using medium (0.7) or small (0.5) setting.

### RNA isolation, RNA immunoprecipitation and Gene expression analysis

Total RNA was isolated from eight third instar larvae or 70–90 WDs using the standard protocol with TRI Reagent (Sigma Aldrich Cat# T9424) and DNase I (Invitrogen Cat# AM2238) treatment (39). For RNA immunoprecipitation (RIP), 450 μg of total protein extracted from third instar larval wing imaginal discs was incubated overnight at 4°C with protein G Dynabeads (Invitrogen Cat# 10004D) conjugated to 2 μg of rabbit anti-HA (1:2000, Abcam Cat# ab9110, RRID:AB_307019) or 3 μg of rat anti-Ecd N-term (22) antibody. After five washes in lysis buffer containing 150 mM NaCl, 1/4 of the bound fraction was subjected to the protein elution protocol as described above to control for equal precipitation efficiencies, while the rest was eluted with TRI Reagent (Sigma Aldrich, Cat# T9424). cDNA was synthesized from 1 to 2 μg of RNA using random hexamer primers and Superscript III Reverse Transcriptase (Invitrogen Cat# 18080044). Semi-quantitative PCR (semi-qPCR) products were separated on 1.5–3% agarose gels and stained with ethidium bromide for visualization. Separate PCR reactions detecting *rp49* mRNA levels (semi-qPCR) and *U5 snRNA* levels within the input samples (RIP) were carried out to control for variations in sample preparations. Quantitative PCR (qPCR) was performed in triplicates with the GoTaq qPCR Master Mix (Promega Cat# A600A) using the CFX96 (Bio-Rad) real-time PCR system. Data were normalized to the levels of *rp49* transcript and fold changes were calculated using the ΔΔCT method (46). An unpaired two-tailed Student's *t*-test with a post hoc Welch's correction or two-way ANOVA with a post hoc Tukey's multiple comparison test were used to determine statistical significance for changes in gene expression (qPCR) or *U snRNA* binding (RIP). All primer sequences are listed in Supplementary Table S2.

### mRNA-seq, transcriptome and splicing analysis

Total RNA was isolated as described above from *w^1118^* and *ecd*^*1*^ larvae that were reared at 18°C for 10 days and upshifted to 29°C for 2 days in biological triplicates. RNA libraries were generated according to the Illumina protocol and pair-end sequenced on an Illumina HiSeq 2000 instrument at 100 bp read length. Image analysis and base calling were carried out with the Illumina RTA software at run time. Initial quality check of the raw data was performed using FastQC (RRID:SCR_014583) (Supplementary Dataset S3), and the reads were aligned to the *Drosophila* reference genome BDGP Release 6 (dm6) using Tophat2 v2.0.10 (http://ccb.jhu.edu/software/tophat) (47). The mapped reads summarization was performed on the gene meta-feature level using featureCounts v1.6.4 (RRID:SCR_012919) (48). Differential gene expression was assessed using DESeq2 (RRID:SCR_015687) (49). Genes satisfying the conditions of log_2_ fold-change, |log_2_ FC| ≥ 1 and adjusted *P*-value < 0.05 were considered as differentially expressed compared to the control samples. The GO term enrichment analysis was performed using GOrilla (http://cbl-gorilla.cs.technion.ac.il) (RRID:SCR_006848) (50), with a custom background gene list comprising of all genes identified by the analysis (Supplementary Dataset S3). GO term clustering was performed using REViGO (RRID:SCR_005825) (45). Heatmaps of log2(x+1) transformed normalized counts for selected genes were generated using the heatmap2 v3.0.1 of the R gplots package and the data for each row are shown as *Z*-scores. Differential splicing was detected with *LeafCutter* (version 0.2.8) (51) using the Tophat2 mapped reads, the dm6 annotation and the parameters min_samples_per_intron = 3 and min_samples_per_group = 3. Significance thresholds were |deltaPSI| > 0.1 and adjusted *P*-value < 0.05. Simple classification of alternative splicing events was performed using a custom script based on the bedtools intersect command (version 2.29.0; with options -s -wao) (52) to extract the exon coordinates from the dm6 annotation overlapping the respective junction, followed by calculating and classifying the distances of each exon to the respective junction (Supplementary Dataset S4). To minimize erroneous classifications due to annotated, but not expressed transcripts/exons, the classification was repeated using a merged *de novo* assembled transcriptome with StringTie (version 1.3.4d; isoform threshold of 0.1) (53). Only classifications that matched both dm6 and the StringTie approaches were selected for final analyses and UpSet plots (54).

## RESULTS

### Ecd is required to maintain adult tissue function

The Ecd interactions with the core splicing factors indicate that it plays a more general role in pre-mRNA splicing, which is required not only during development but also adulthood. To test the necessity of Ecd function during adulthood, we took advantage of the temperature sensitive, recessive *ecd^1^* mutant allele that carries a single proline-656 to serine (P656S) substitution (Supplementary Figure S1A). While *ecd^1^* homozygous mutant animals develop into viable and fertile adults when kept at permissive temperature (18–22°C), the Ecd function can be abolished by shifting to a restrictive temperature of 29°C (27,32 and Supplementary Figure S1B-E). Intriguingly, when adult flies were upshifted to and maintained at 29°C from day 3 after eclosion, *ecd^1^* homozygous males as well as females lived significantly shorter compared to *w^1118^* controls (Figure 1A). The integrity and function of *Drosophila* adult gastrointestinal tract have emerged as important determinants of animal health and lifespan. The fly posterior midgut, which is functionally equivalent to the mammalian small intestine, is maintained by a dedicated population of intestinal stem cells (ISCs) (Figure 1B). The ISC activity is tightly regulated and coordinated to facilitate homeostatic as well as stress-induced epithelial renewal throughout an organism's lifetime (55–57). Interestingly, the posterior midguts of *ecd^1^* mutant adult flies kept at restrictive temperature for 15 days were markedly thinner compared to controls (Figure 1B–E) containing fewer large absorptive enterocytes (ECs). In contrast, the number of apoptotic progenitors (ISCs and enteroblasts (EBs)) and enteroendocrine cells (EEs) was significantly increased as determined by immunostaining against the activated *Drosophila* Cleaved Death caspase 1 (Dcp-1) (Figure 1F–H). Moreover, RNAi silencing of the *ecd* transcript specifically in the ISCs and EBs of adult flies for 20 days, using the *escargot-Gal4, UAS-GFP, tub-Gal80^TS^* system (hereafter abbreviated as *esg^TS^>*) (58) resulted in a decrease of Esg-positive progenitor cells, which markedly contrasted with their expansion in the age-matched control guts (Figure 1I–K). These results highlight a vital role of Ecd in the maintenance of tissue function and homeostasis during adulthood. Moreover, the changes in the gut morphology inflicted by *ecd* loss and the fact that intestinal cells demand Ecd function for their survival indicate that impaired renewal of the intestinal epithelium might be among the contributing factors to the lifespan shortening.

**Figure 1.**
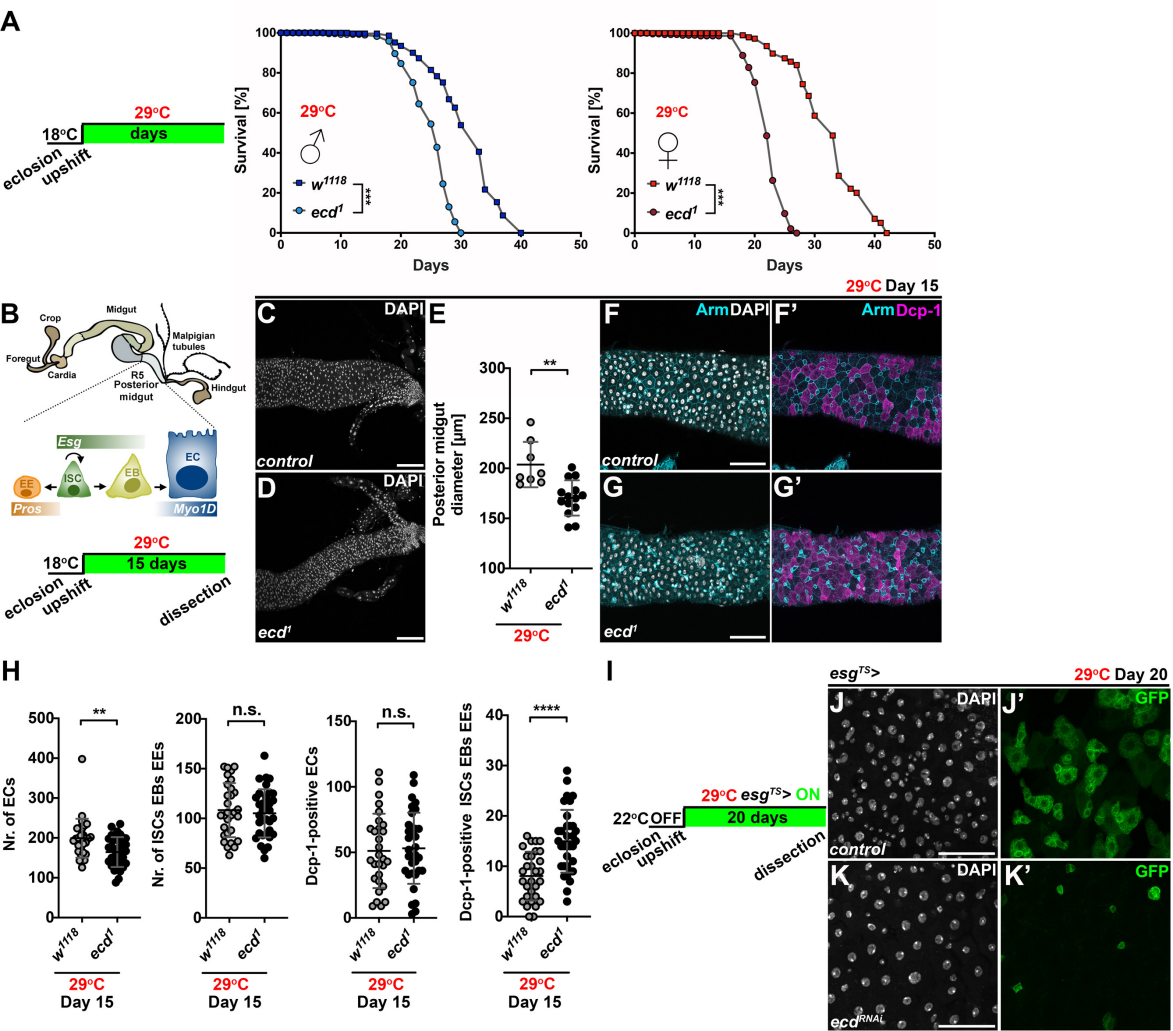
Loss of *ecd* shortens lifespan and compromises maintenance of the adult intestine. (**A**) Control *w*^*1118*^ and temperature-sensitive *ecd^1^* fly lines were allowed to develop at 18°C. After eclosion and two-day mating, males and females were separated and upshifted to restrictive temperature of 29°C. Lifespan curves show percentage of survival of *w^1118^* and homozygous *ecd^1^* adult males and females over time (*n* = 300) at 29°C and represent one of the two independent experiments. Adult *ecd^1^* male and female flies were shorter lived (mean difference of 6.1 days for males and 10.2 days for females) compared to control flies. Statistical significance was determined by a log-rank test, ***P < 0.001. (**B**) Schematic diagram of *Drosophila* adult intestine. Posterior midgut is maintained by the intestinal stem cells (ISCs), which divide asymmetrically to self-renew and generate either the postmitotic enteroblasts (EBs) or the enteroendocrine (EE) lineage precursors. The midgut ISCs and EBs express the transcription factor Escargot (Esg) while EEs are positive for Prospero (Pros). EBs further differentiate into large absorptive enterocytes (ECs) characterized by polyploid nuclei and expression of Myosin 1A (Myo1A). Schematics of experimental setup and timeline to assess impact of *ecd* deficiency on adult midgut. (**C**, **D**) Representative confocal micrographs show that posterior midguts of *ecd^1^* homozygous mutant flies (D) kept at restrictive temperature for 15 days are thinner compared to controls (*w^1118^*) (C). Scale bars: 50 μm. (**E**) Diameter measurements of posterior midguts from control (*w^1118^*, *n* = 8) and *ecd^1^* flies (*n* = 12) kept at 29°C for 15 days. Nuclei were stained with DAPI. Statistical significance was determined by unpaired two-tailed Student's *t*-test. Data represent means ± SD, **P < 0.01. (**F**, **G**) Representative confocal micrographs of posterior midguts from adult female flies kept at restrictive temperature for fifteen days show increased number of apoptotic Dcp-1-positive cells (magenta) in *ecd^1^* (G, G’) compared to control (*w^1118^*) intestines (F, F’). Cell membranes were visualized by Armadillo (Arm) antibody (cyan). Note the stronger Arm signal highlighting smaller progenitors compared to weaker staining of large polyploid ECs (F’, G’). DAPI stains nuclei. Scale bars: 50 μm. (**H**) Cell counts and quantification of Dcp-1-positive cells revealed reduced number of ECs and elevated apoptosis in progenitor and EE population in posterior midguts of *ecd^1^* adult female flies (*n* = 34) kept at 29°C for 15 days compared to control (*w^1118^*, *n* = 30). Unpaired nonparametric two-tailed Mann–Whitney test was used to calculate *P*-values. Data represent means ± SD, **P < 0.01, ****P < 0.0001, n.s. = non-significant. (**I**) Experimental setup and timeline for RNAi-mediated silencing of *ecd* in progenitors (ISCs and EBs) of adult midguts using *esg*^TS^*>* expression system. (**J**, **K**) Representative confocal images of twenty-day-old control posterior midguts (J) and those expressing *ecd^RNAi^* (K) in ISCs/EBs (*esg^TS^>*) marked by GFP show decrease in Esg-positive progenitor cells following *ecd* knockdown (compare J’ and K’). DAPI stains nuclei. Scale bars: 50 μm. See also Supplementary Figure S1.

### *Ecd* deficiency causes decrease in Prp8 protein levels

To investigate the molecular consequences of Ecd loss, we concentrated on its interaction with the core U5 splicing factor Prp8. Intriguingly, western blot analysis revealed a marked downregulation of Prp8 protein in homozygous *ecd^1^* mutant adult flies kept at a restrictive temperature for 10 days (Supplementary Figure S2A). Similarly, Prp8 protein levels were decreased in wing imaginal discs (WDs) and eye-antennal imaginal discs (EADs) dissected from *ecd^1^* mutant larvae, which were exposed to 29°C for 24 h, relative to controls and levels detected at a permissive temperature (Figure 2A and Supplementary Figure S2B). In contrast, neither the P656S mutation nor the temperature shift significantly altered the levels of Ecd protein (Figure 2A and Supplementary Figure S2A, S2B) or the expression of *ecd* and *prp8* mRNAs, as determined by the quantitative RT-PCR (Figure 2B). Less Prp8 protein was also observed in WDs, in which Ecd was downregulated specifically in the pouch region via transgenic RNAi (*ecd^RNAi^*) under the control of the *nubbin-Gal4*, *UAS-myr-mRFP* driver (hereafter referred to as *nub>mRFP*) (Figure 2C–E) or in *Drosophila* S2 cells treated with a double-stranded RNA targeting the *ecd* transcript (*dsRNA ecd*) (Figure 2F). Interestingly, inhibition of the autophagy-lysosomal degradation pathway with Chloroquine (CQ) or Bafilomycin A1 (BafA1) restored the Prp8 protein levels in *ecd* deficient S2 cells to amounts detected in controls (Supplementary Figure S2C, S2D). These results demonstrate that the loss of Ecd causes Prp8 protein instability and suggest that Ecd protects Prp8 from degradation.

**Figure 2.**
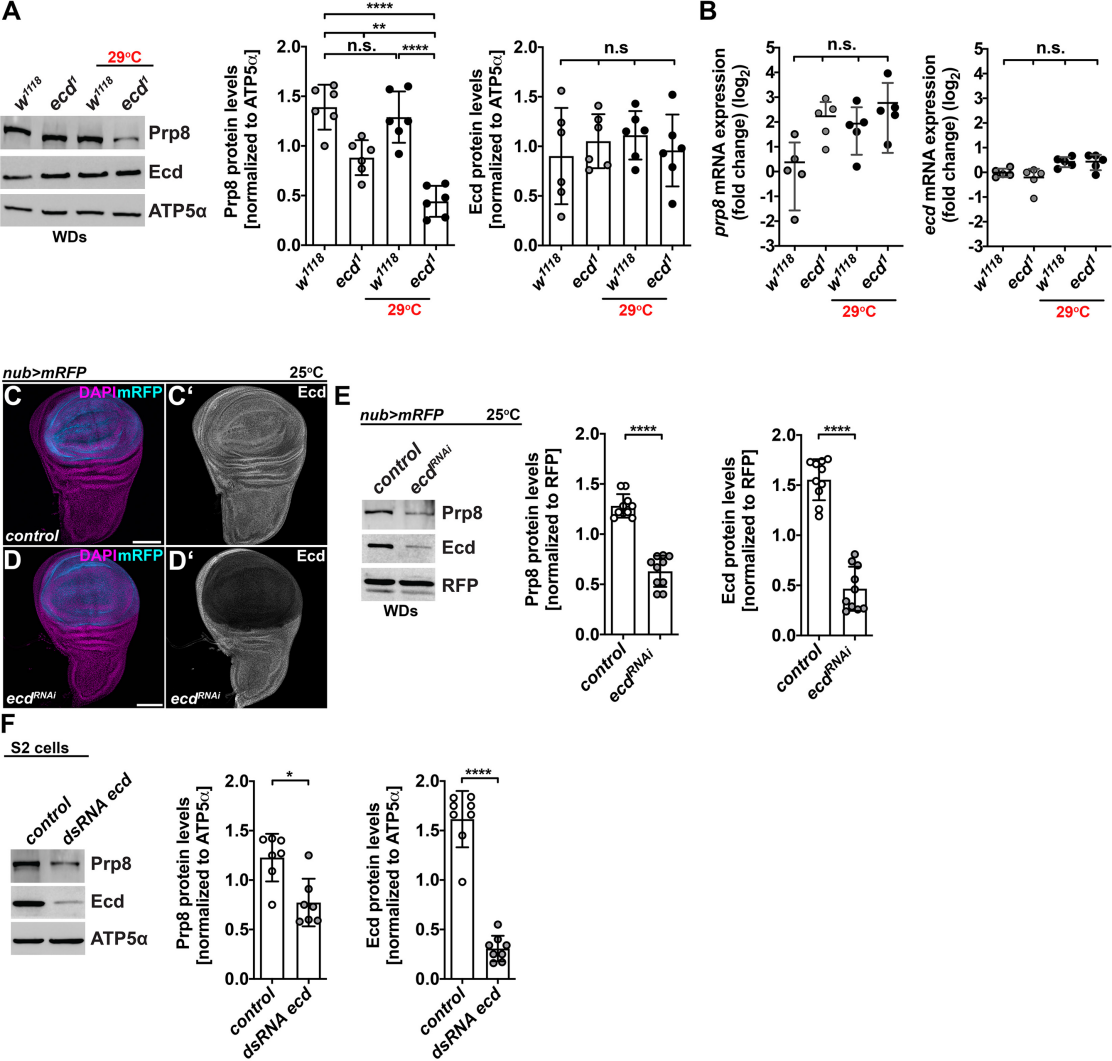
*Ecd* deficiency leads to Prp8 instability. (**A**) Representative western blot and quantifications show that Prp8 but not Ecd protein levels are reduced in wing imaginal discs (WDs) dissected from homozygous mutant *ecd^1^* larvae upshifted to 29°C for 24 h relative to controls. Note a noticeable decrease in Prp8 protein already observed at permissive temperature (18°C). ATP5α was used as a loading control. Data represent means ± SD, *n* = 6. Statistical significance was determined by two-way ANOVA with Tukey's multiple comparisons test, **P < 0.01, ****P < 0.0001, n.s. = non-significant. (**B**) *Prp8* and *ecd* mRNA levels did not differ significantly between WDs dissected from control and *ecd^1^* homozygous mutant larvae grown at permissive or restrictive temperature. Levels of *rp49* transcript were used for normalization. RT-qPCR data are means ± SD, *n* = 5. Statistical significance was determined by two-way ANOVA with Tukey's multiple comparisons test, n.s. = non-significant. (**C**, **D**) Immunostaining with an Ecd-specific antibody revealed marked reduction of Ecd protein in the pouch region of WDs following overexpression of an *UAS-ecd^RNAi^* transgene (D, D’) using the *nubbin-Gal4*, *UAS-myr-mRFP* driver (*nub>mRFP*) relative to hinge region and control WD (C, C’). Micrographs show projections of multiple confocal sections of WDs dissected from third instar larvae 7 days AEL. Nuclei were counterstained with DAPI. Scale bars: 100 μm. (**E**) Representative western blot and quantifications show a strong reduction of Prp8 and Ecd protein levels following RNAi-mediated knockdown of Ecd in the wing pouch using *nub>mRFP* driver. Red fluorescent protein (RFP) was used as a loading control. Data represent means ± SD, *n* = 10. Statistical significance was determined by paired two-tailed Student's *t*-test, ****P < 0.0001. (**F**) Prp8 protein levels decreased in S2 cells treated with *ecd* dsRNA compared to those transfected with control *lacZ* dsRNA for 72 h prior to lysis. ATP5α was used as a loading control. Data represent means ± SD, *n* = 7–8. Statistical significance was determined by paired two-tailed Student's *t*-test, *P < 0.05, ****P < 0.0001. See also Supplementary Figure S2.

### Mutant Ecd proteins preserve binding to R2TP complex

Biochemical and cell culture experiments showed that human ECD interacts with the core subunits of the R2TP chaperone complex (25,26), which has been implicated in the assembly of the functional U5 snRNPs (19,23). We therefore hypothesized that Ecd might promote the maturation of U5 snRNPs by acting as a molecular adapter between the U5 snRNP and the R2TP complex. In the absence of Ecd on the other hand, the U5 snRNP assembly would be compromised, leaving Prp8 exposed and vulnerable to degradation. Importantly, co-IP experiments from *Drosophila* S2 cells expressing the tagged proteins revealed binding of Ecd to the known R2TP subunits, PIH1D1 and Pontin (RUVBL1) (Figure 3B, 3C and Supplementary Figure S3A, S3B), demonstrating that the reported interactions between Ecd and R2TP complex in mammalian cells (19,25,26) can be recapitulated in *Drosophila*. To assess the importance of Ecd engagement with R2TP, we decided to perturb the interaction by mutating the D[S/T]DD motifs, which facilitate the recruitment of Ecd to the PIH-N domain of PIH1D1 likely in a phospho-dependent manner (26). The alignment of fly and human proteins revealed one potential interacting D[S/T]DD motif in *Drosophila* Ecd. In addition, we identified two DEDD amino acid stretches, which could mimic the phosphorylation of the D[S/T]DD motif (Figure 3A). To test the functional significance of these motifs, we exchanged the phosphorylatable Ser (S496) and phosphomimetic Glu (E556, E621) residues with Ala generating an Ecd^TripleA^ mutant version (Figure 3A). While the presence of three Ala residues compromised binding to PIH1D1, the amount of Pontin pulled down by Ecd^TripleA^ was comparable to the precipitation efficiency of the wild-type Ecd (Ecd^wt^) (Figure 3B and Supplementary Figure S3A). To determine the impact of the point mutations *in vivo*, we took advantage of the Mosaic analysis with a repressible marker (MARCM) technique (38) to overexpress the Ecd^TripleA^ mutant protein in the GFP-labeled *ecd* homozygous mutant cells induced in EADs by *eyeles*s-FLP-mediated recombination. To this end, we used the CRISPR-Cas9 genome editing tool to generate an *ecd* loss-of-function allele (*ecd*^Δ^), which lacks almost the entire open reading frame except the first twenty-three amino acids (Supplementary Figure S1A). In contrast to control, only a few isolated GFP-positive homozygous *ecd*^Δ^ cells were present in the third instar EADs and adult eyes (Figure 3D–G, 3N and Supplementary Figure S1B, S1F), which is consistent with the lethality of cells homozygous for a non-conditional *ecd^l(^^3^^)23^* (22 and Supplementary Figure S1G) and a conditional *ecd^1^* allele (Supplementary Figure S1C, S1E). Importantly, overexpression of Ecd^TripleA^ rescued the viability and growth of *ecd* deficient cells resulting in clones that were comparable in size and number to control and *ecd*^Δ^ clones overexpressing Ecd^wt^ (Figure 3H–K, 3N). Interestingly, overexpression of Ecd^Δ34^ protein variant that mimics a truncated product generated from the lethal *ecd^l(^^3^^)23^* allele (Figure 3A andSupplementary Figure S1A) failed to rescue the viability of the homozygous *ecd*^Δ^ mutant EAD cells (Figure 3L–N) while it retained the capacity to bind the R2TP components in S2 cells (Figure 3C and Supplementary Figure S3B). Of note, the overexpression of Ecd^TripleA^ or Ecd^Δ34^ in wild-type EAD cells had no visible phenotypical consequences with mosaic EADs and adult eyes being indiscernible from controls (Supplementary Figure S3C–K).

**Figure 3.**
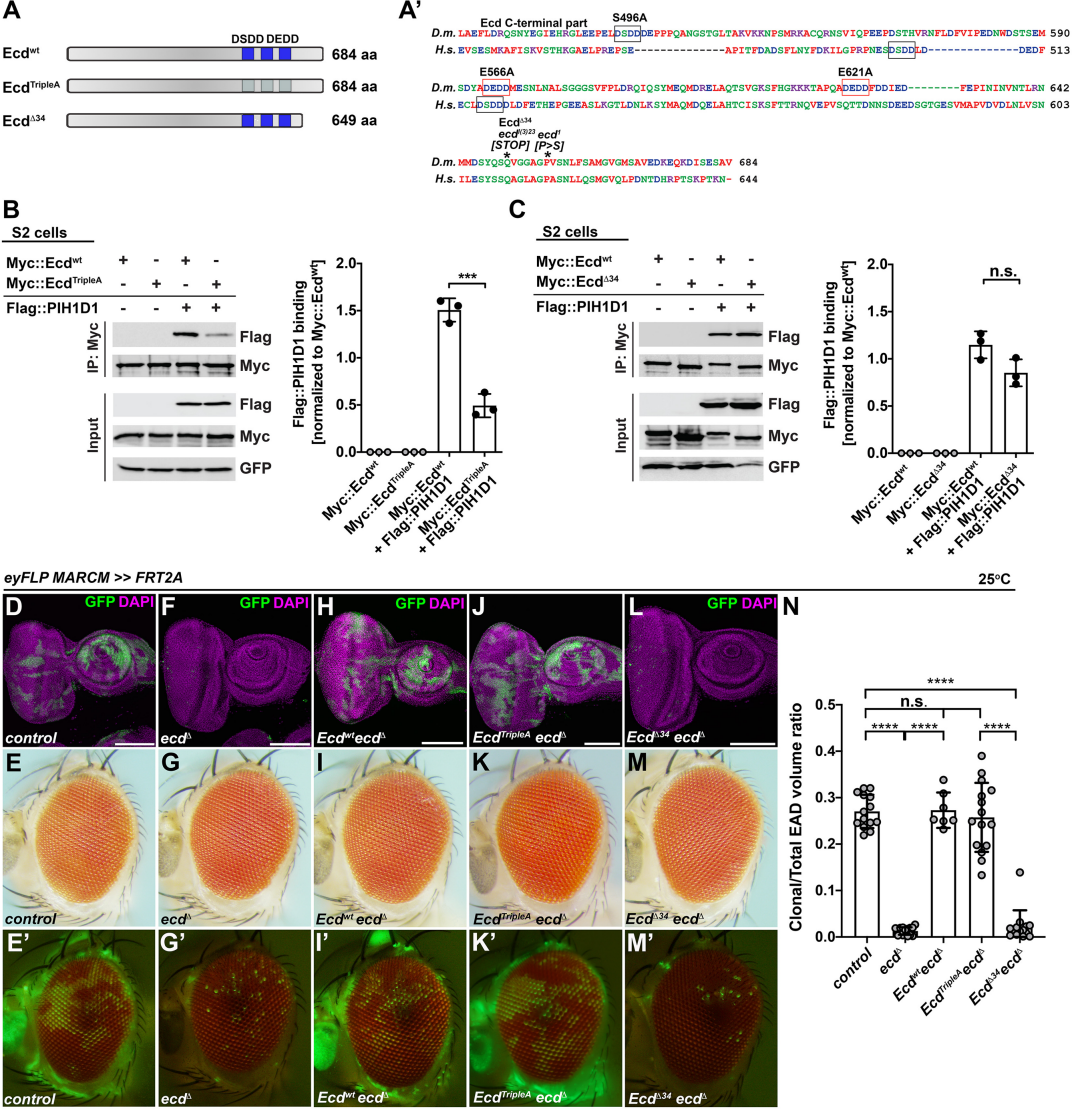
Ecd^Δ34^ mutant protein binds R2TP complex via PIH1D1 but is non-functional *in vivo*. (**A**) Schematic representation of wild-type and mutant Ecd proteins and *ecd* alleles used in this study. The blue boxes indicate the position of wild-type (dark blue) or mutated (light blue) DSDD/DEDD motifs. Alignment of the C-terminal part of the *Drosophila melanogaster* (*D.m*., Q9W032) Ecd and human (*H.s.*, O95905) ECD proteins was generated using Clustal W (A’). Asterisks indicate the positions of the premature stop codon in *ecd^l(^^3^^)23^* allele and the conserved proline 656, which substitution to serine generates conditional *ecd^1^* allele. Black and red rectangles outline the DSDD and DEDD motifs, respectively (A’). (**B**, **C**) Representative western blots and quantifications show that Myc::Ecd^TripleA^ (B) but not Myc::Ecd^Δ34^ (C) co-precipitates significantly less Flag::PIH1D1 protein from *Drosophila* S2 cell lysates relative to Myc::Ecd^wt^ (B, C). Myc-tagged proteins served as baits. GFP was used as a transfection and loading control. Data represent means ± SD, n = 3. Unpaired two-tailed Student's *t*-test was used to determine the significance, ***P < 0.001, n.s. = non-significant. (**D–M**) Representative confocal micrographs of mosaic third instar EADs and brightfield and fluorescent images of adult eyes, where homozygous GFP-labelled clones of the indicated genotypes were generated using the eyFLP MARCM technique. In contrast to abundant, sizable control clones (D, E), *ecd^Δ^* homozygous mutant clones are very rare, presented as individual GFP-positive cells within the differentiated part of the eye primordium (F) and adult retina (G). Overexpression of Ecd^wt^ (H, I) and Ecd^TripleA^ (J, K) but not Ecd^Δ34^ mutant protein (L, M) is sufficient to restore clonal number and size to control levels (D, E). Confocal micrographs are projections of multiple sections, showing EADs 7 days AEL. Nuclei were counterstained with DAPI. Scale bars: 100 μm (D, F, H, J, L). (**N**) Quantification of clonal to total EAD volume ratios from confocal micrographs of mosaic EADs of the indicated genotypes. Data represent means ± SD, *n* = 7–16. Ordinary one-way ANOVA with Tukey's multiple comparisons test was used to determine significance, ****P < 0.0001, n.s. = non-significant. See also Supplementary Figure S3.

These results demonstrate that the interactions between Ecd and the two components of the R2TP chaperon complex, Pontin and PIH1D1, are evolutionarily conserved although the binding to PIH1D1 might require other motifs besides D[S/T/E]DD. Importantly, the genetic *in vivo* experiments argue against a primary function of Ecd as a linker between the assembling U5 snRNPs and R2TP while highlighting the indispensable role for the C-terminal part of the Ecd protein for cell viability.

### Ecd interacts with proteins of the heptameric Sm ring

The fact that the truncated Ecd^Δ34^ variant was able to interact with the R2TP complex components but failed to functionally substitute for the wild-type protein *in vivo*, prompted us to take an unbiased approach to investigate the protein interactome of Ecd^wt^ and compare it to that of Ecd^Δ34^. To this end, we expressed the Myc-tagged Ecd^wt^ and Ecd^Δ34^ in S2 cells and performed IP experiments followed by liquid chromatography–tandem mass spectrometry (LC–MS/MS) analysis. The Ecd^wt^ interactome consisted of 61 proteins that were significantly enriched (|log_2_ Difference| ≥ 1 and *P*-value < 0.05) compared to the mock samples (Figure 4A and Supplementary Dataset S1). The Gene Ontology (GO) enrichment and clustering analyses revealed an overrepresentation of terms associated with biological functions related to RNP assembly and organization, RNA splicing, nucleic acid metabolism and gene expression (Figure 4B). In addition to already described Ecd binding partners, such as core constituents of the U5 snRNP and the R2TP/PFDL co-chaperone complex (Figure 4A, 4B and Supplementary Dataset S1), we identified the proteins of the heptameric Sm ring, SmD3, SmB, SmD1 and SmG, as plausible novel interacting partners of Ecd (Figure 4A, 4B). The direct binding of Ecd to SmD3 but not SmB, SmG or SmF was further validated by independent co-IP experiments in S2 cells and a pull-down assay using affinity purified recombinant His-tagged Ecd and SmD3 proteins expressed in bacteria (Figure 4D and Supplementary Figure S4A, S4B). Importantly, the comparative MS analysis and follow-up co-IP experiments showed that SmD3 binding to a truncated Ecd^Δ34^ protein was markedly reduced relative to Ecd^wt^, (Figure 4C, 4D and Supplementary Dataset S1) while the interactions of Ecd^wt^ and Ecd^Δ34^ with the R2TP complex components (PIH1D1, Pontin) and Prp8 were not significantly different (Figures 4C, 3C, Supplementary Figure S3B and Supplementary Dataset S1).

**Figure 4.**
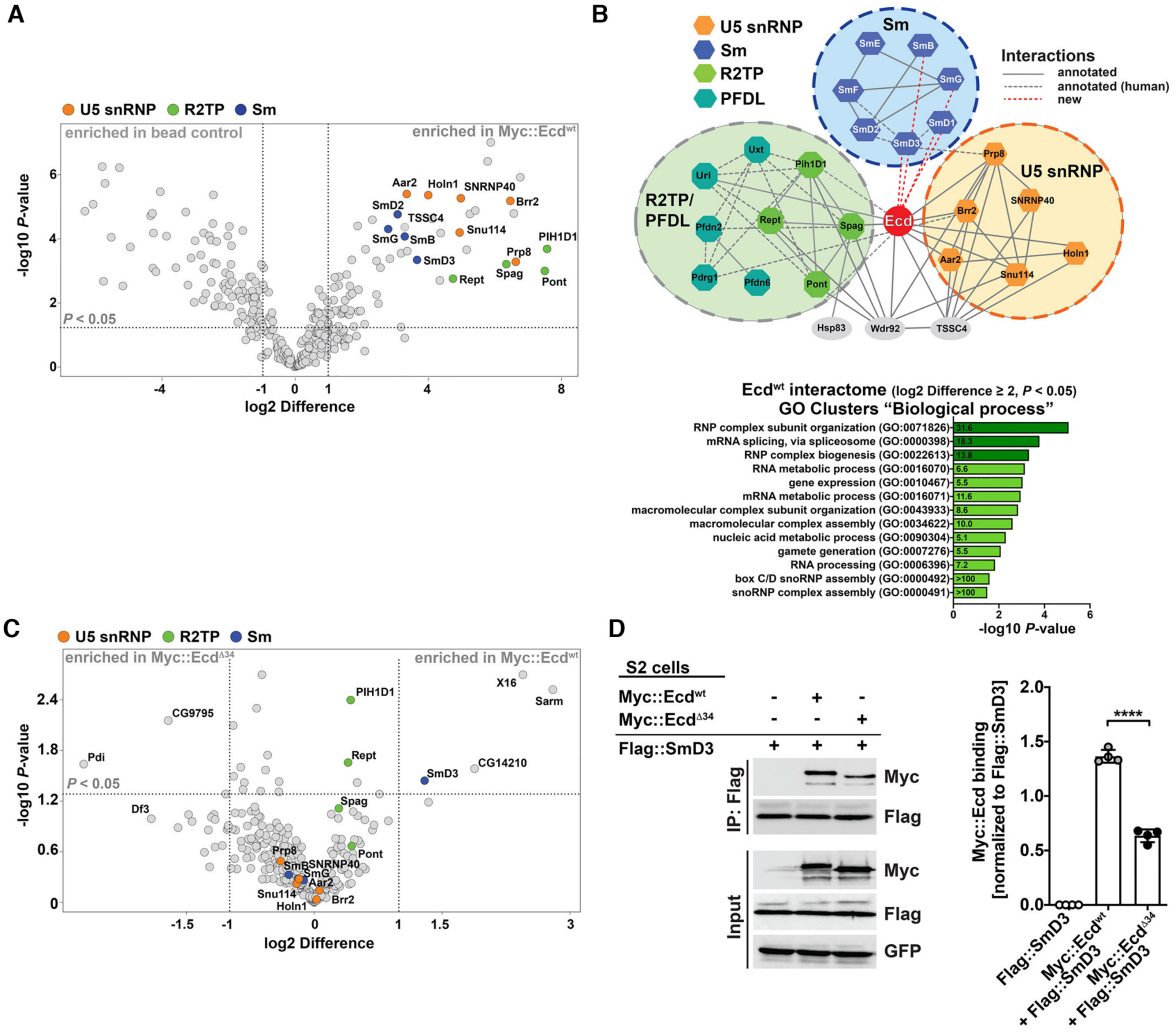
The heptameric Sm ring protein SmD3 interacts with Ecd. (**A**) The volcano plot depicts Ecd-specific interactome identified by LC-MS/MS analysis based on pull-down of Myc::Ecd^wt^ protein from *Drosophila* S2 cell lysate with an anti-Myc-specific antibody. 61 proteins enriched in Myc::Ecd^wt^ IP samples relative to control (S2 cells not expressing Myc::Ecd^wt^) (|log_2_ difference| ≥ 1 and FDR < 0.05) are located within the outlined area. Specific interaction partners including Sm proteins (blue), U5 snRNP proteins (orange), and R2TP components (green) are highlighted. (**B**) Visualization of a simplified Ecd interaction network comprising Sm (blue), U5 snRNP (orange) and R2TP complex (green) proteins using Cytoscape. Annotated interactions are shown with full or dashed gray lines, new interactions with red dashed lines. The bar graph depicts functional GO clusters enriched (fold enrichment ≥ 5, FDR < 0.05, noted within the bars) among the Myc::Ecd^wt^ interacting proteins (|log_2_ Difference| ≥ 2 and FDR < 0.05). GO terms linked to RNP assembly and RNA splicing are highlighted in dark green. (**C**) The volcano plot depicts results of comparative LC–MS/MS analysis showing differences in proteins pulled down with Myc::Ecd^wt^ and Myc::Ecd^Δ34^ from *Drosophila* S2 cell lysates. Sm proteins (blue), U5 snRNP proteins (orange), and R2TP components (green) are highlighted. Note that the binding of SmD3 to Ecd^Δ34^ protein is markedly reduced. (**D**) Representative western blot and quantifications of independent IP assays in *Drosophila* S2 cells confirm decreased binding of Flag::SmD3 to Myc::Ecd^Δ34^ compared to Myc::Ecd^wt^ protein. Proteins were pulled down by anti-Flag magnetic beads. Data represent means ± SD, *n* = 4. Unpaired two-tailed Student's *t*-test was used to determine significance, ****P < 0.0001. See also Supplementary Figure S4 and Supplementary Dataset S1.

Taken together, our proteomic approach identified known as well as novel interaction partners of Ecd including the core components of the U5 snRNP complex, Prp8 and Sm ring proteins, respectively. We further demonstrated that the binding of Ecd to SmD3 is direct and that the intact C-terminus of the Ecd protein is required for productive binding to the assembling U5 snRNP.

### Ecd malfunction interferes with U5 snRNP biogenesis

The ability of Ecd to precipitate Prp8 but also SmD3 and the fact that Prp8 levels decrease in its absence further strengthen the notion that Ecd plays a role in U5 snRNP biogenesis. To determine whether Ecd dysfunction impacts U5 snRNP composition, we expressed the HA-tagged SmD3 protein (SmD3::HA) in the wing imaginal cells under the control of the *nub>mRFP* driver that were either wild-type or deficient for Ecd due to RNAi-mediated silencing. We immunoprecipitated SmD3 interacting proteins from lysates prepared from the dissected WDs with a HA-specific antibody and analyzed them by LC–MS/MS. Consistent with its vital role in building the heptameric Sm ring around the Sm site of *U1*, *U2*, *U4* and *U5 snRNAs*, SmD3 pulled down all the other six subunits (SmB, SmD1, SmD2, SmE, SmF and SmG) (Figure 5A, 5B and Supplementary Dataset S2). In addition, the SmD3 interactome contained numerous U snRNP specific proteins, including U5-type splicing proteins, which was also reflected in the enrichment of GO categories associated with RNP complex assembly and pre-mRNA splicing (Figure 5A-C and Supplementary Dataset S2). Strikingly, the binding of SmD3 to the core components of the U5 snRNP, including Prp8, I(3)72Ab (Brr2), Snu114, Holn1, CG3436 (SNRNP40) and CG10333 (DDX23) was strongly reduced when Ecd function was compromised (Figure 5D, 5F, Supplementary Figure S5A and Supplementary Dataset S2). In agreement, the GO categories comprising of these proteins were particularly affected and significantly different between control and *ecd* deficient samples (Figure 5E and Supplementary Dataset S2). In contrast, Ecd loss did not compromise interactions of SmD3 with other Sm ring subunits (Figure 5D and Supplementaty Dataset S2) and *U snRNAs*, including *U5*, *U1* or *U2 snRNA*, as determined by RNA immunoprecipitation (RIP) assays (Figure 5G), suggesting that Prp8 incorporation to the U5 snRNP follows the Sm rings assembly around the *U5 snRNA*.

**Figure 5.**
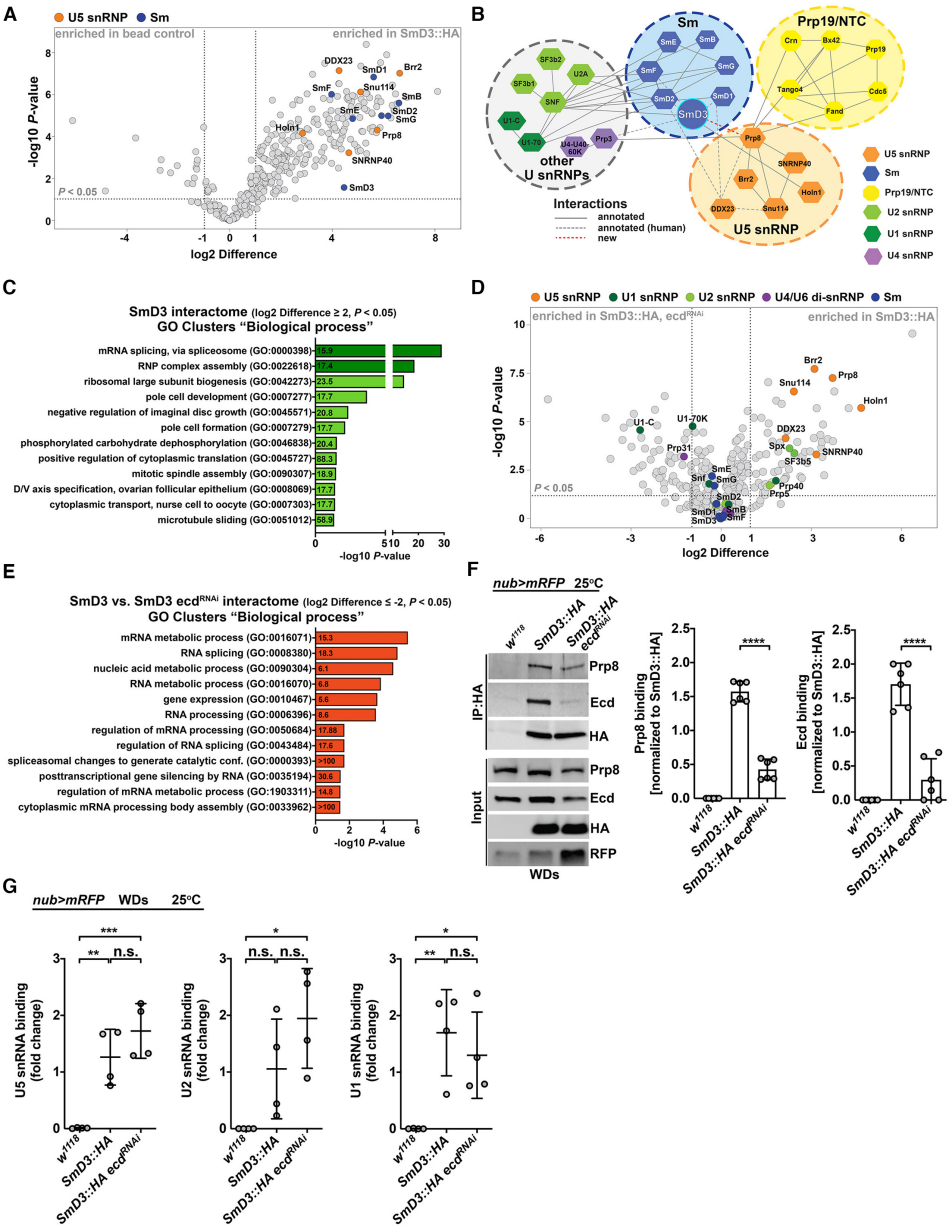
*Ecd* deficiency hinders U5 snRNP biogenesis. (**A**) The volcano plot depicts SmD3-specific interactome identified by LC–MS/MS analysis based on a pull-down of SmD3::HA protein from *nub>mRFP, SmD3::HA* wing imaginal disc cell lysate. 252 proteins enriched in SmD3::HA IP samples relative to control (*nub>mRFP*) (|log2 Difference| ≥ 1 and FDR < 0.05) are located within the outlined area. Specific interaction partners including Sm proteins (blue), U5 snRNP proteins (orange) are highlighted. (**B**) Visualization of a simplified SmD3 protein interactome using Cytoscape highlights its central position within the Sm ring and the spliceosome. Annotated interactions are shown with full or dashed gray lines, new interactions with green dashed lines. (**C**) The bar graph shows functional GO clusters enriched (fold enrichment ≥ 15, FDR < 0.05, depicted within the bars) among the SmD3::HA interacting proteins (|log_2_ difference| ≥ 2 and FDR < 0.05). GO terms linked to RNP assembly and RNA splicing are highlighted in dark green. (**D**) The volcano plot visualizes results of a comparative LC–MS/MS analysis showing differences in protein binding to SmD3::HA precipitated from control (*nub>mRFP, SmD3::HA*) wing discs lysates and those where *ecd* was knocked down (*nub>mRFP, SmD3::HA, ecd^RNAi^*). RNAi-mediated silencing of *ecd* transcript reduces interaction of SmD3 with numerous core components of the U5 snRNP (orange) but not with other Sm proteins comprising the Sm ring (blue). The interactions of SmD3 with U1 (dark green), U2 (light green) and U4/U6 snRNP-specific proteins were less affected compared to the components of U5 snRNP. (**E**) The bar graph shows functional GO clusters enriched (fold enrichment ≥ 5, FDR adjusted < 0.05, depicted within the bars) among the SmD3::HA interacting proteins that are significantly affected (|log_2_ difference| ≥ 2 and FDR < 0.05) by *ecd* RNAi knockdown. (**F**) Representative western blot and quantifications of independent IP experiments corroborate reduced binding of endogenous Prp8 to SmD3::HA in lysates prepared from *ecd* depleted (*nub>mRFP, SmD3::HA*, *ecd^RNAi^*) wing imaginal discs compared to control *nub>mRFP, SmD3::HA* samples. Proteins were pulled down with help of the anti-HA antibody-coupled to magnetic beads. Imaginal discs expressing RFP only (*nub>mRFP*) served to control for unspecific binding. Data represent means ± SD, *n* = 6. Unpaired two-tailed Student's *t*-test was used to determine significance, ****P < 0.0001. (**G**) RIP assays from wing imaginal disc samples using the anti-HA antibody-coated magnetic beads reveal that transgenic SmD3::HA protein precipitates endogenous *U5*, *U2* and *U1 snRNAs* in the presence (*nub>mRFP, SmD3::HA*) as well as absence of *ecd* (*nub>mRFP, SmD3::HA, ecd^RNAi^*). Imaginal discs expressing RFP only (*nub>mRFP*) served to control for unspecific binding. *U snRNA* levels were determined by RT-qPCR. Data were normalized to the respective input *U snRNA* levels. Data represent means ± SD, *n* = 4. Ordinary one-way ANOVA with Tukey's multiple comparisons test was used to determine significance, *P < 0.05, **P < 0.01, ***P < 0.001, n.s. = non-significant. See also Supplementary Figure S5 and Supplementary Dataset S2.

To further delineate why the disruption of Ecd-SmD3 interaction is particularly detrimental to U5 snRNP biogenesis rather than affecting assembly of all Sm-ring-containing snRNPs, we tested for interdependency of specific protein-protein interactions as well as the role of *U snRNAs*. Intriguingly, the RIP assay showed exclusive precipitation of the *U5 snRNA* but no other tested *U snRNAs* with Ecd (Figure 6A). Moreover, the RNA presence supported efficient binding of Ecd to SmD3 as the interaction weakened when S2 cell lysates were pretreated with RNAse A (Figure 6B). While the Prp8 association with the core U5 snRNP requires Ecd, the fact that significantly less Ecd precipitated with SmD3 when imaginal cells were temporarily depleted of Prp8 using the *nubbin-Gal4, UAS-myr-mRFP, tub-Gal80^TS^*system (hereafter referred to as *nub^TS^>mRFP*) (Figure 6C) suggests that Ecd and Prp8 are mutually dependent on each other for effective binding to SmD3. Enhanced interaction between Ecd and SmD3 in imaginal cells overexpressing Prp8 relative to control further supports the cooperative mode of U5 snRNP assembly (Supplementary Figure S6A).

**Figure 6.**
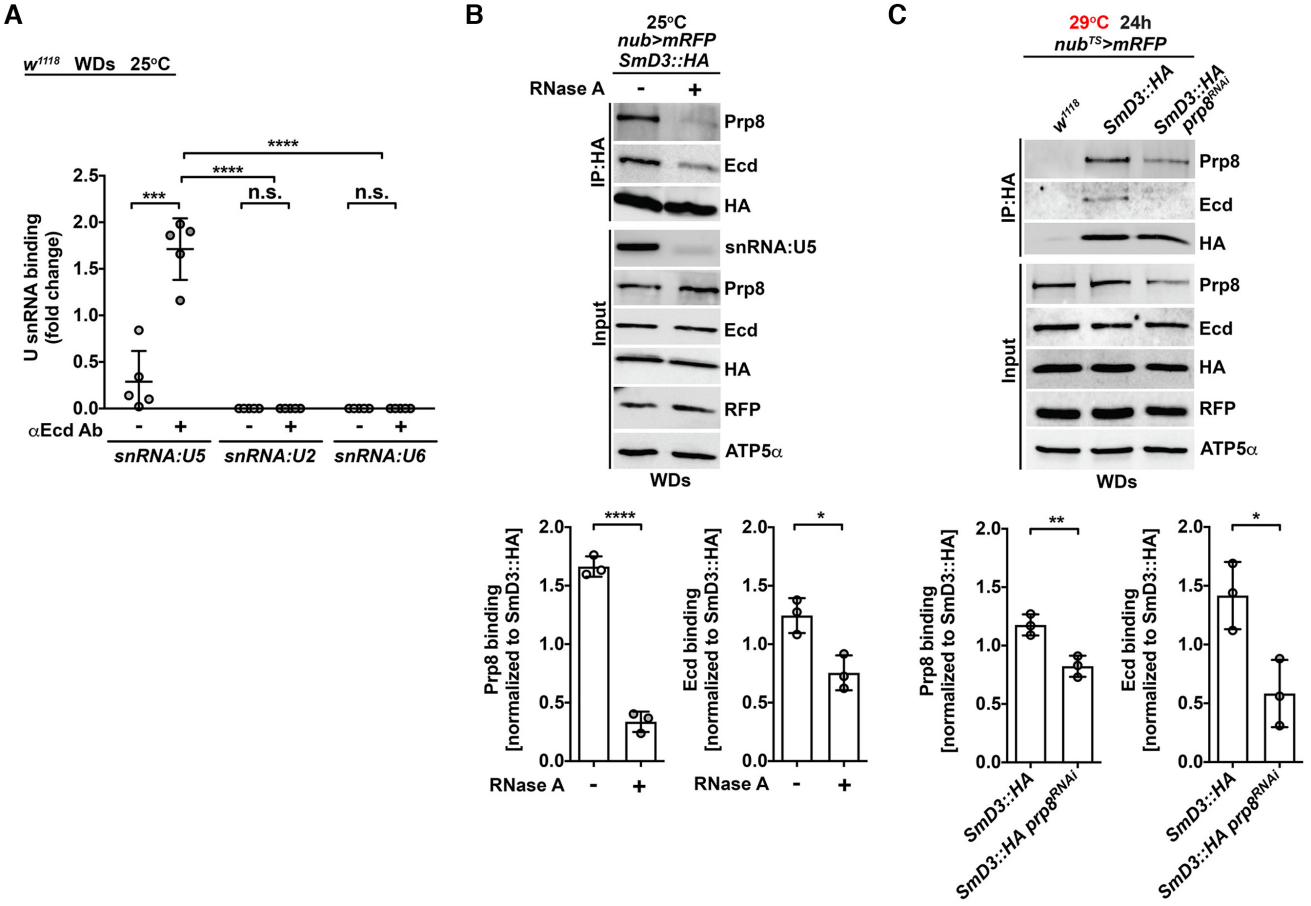
Ecd binding to SmD3 in the U5 snRNP requires Prp8 and the *U5 snRNA*. (**A**) RIP assays from control (*w^1118^*) wing imaginal discs (WDs) with a Ecd-specific antibody show selective binding of endogenous Ecd to *U5* but not *U2* and *U6 snRNAs*. The amount of precipitated *U snRNAs* was quantified by RT-qPCR and normalized to the respective input *U snRNA* levels. Data represent means ± SD, *n* = 5. Statistical significance was determined using two-way ANOVA with Tukey's multiple comparisons test, ***P < 0.001, ****P < 0.0001, n.s. = non-significant. (**B**) Representative western blot and quantification of independent IP experiments show reduced binding of endogenous Prp8 and Ecd to transgenic SmD3::HA in RNAse A treated (+) lysates prepared from *nub>mRFP, SmD3::HA* wing imaginal discs compared to untreated (–) samples. Proteins were precipitated with the anti-HA antibody-coated magnetic beads. Semi-quantitative PCR of *snRNA:U5* shows RNase A treatment efficacy. Data represent means ± SD, *n* = 3. Unpaired two-tailed Student's *t*-test was used to determine significance, *P < 0.05, ****P < 0.0001. (**C**) Representative western blot and quantification of independent IP experiments using the HA antibody-coated magnetic beads show reduced binding of endogenous Ecd to a transgenic SmD3::HA protein in *prp8* depleted (*nub^TS^>mRFP, SmD3::HA prp8^RNAi^*) wing imaginal disc lysates compared to *nub^TS^>mRFP, SmD3::HA* samples. Imaginal discs expressing RFP only (*nub^TS^>mRFP*) served to control for unspecific binding. The transgene expression was induced for 24 h by temperature inactivation of Gal4 repressor Gal80. Data represent means ± SD, *n* = 3. Statistical significance was determined using unpaired two-tailed Student's *t*-test, *P < 0.05, **P < 0.01. See also Supplementary Figure S6

Taken together, our results demonstrate the specific requirement for Ecd during later steps of U5 snRNP biogenesis while the formation of an intact Sm ring on the *U5 snRNA* is Ecd-independent. The efficient loading of Prp8 onto the assembling U5 snRNP particles relies on Ecd and its interaction with SmD3 and *U5 snRNA* while *ecd* loss aborts the biogenesis process resulting in Prp8 instability.

### *Ecd* deficiency causes transcriptome-wide changes in gene expression and splicing

The marked changes in U5 snRNP composition as a consequence of *ecd* loss imply that cells might suffer from insufficient amount of functional snRNP particles. Given the mutual coupling between splicing and transcription, such spliceosome deprivation would likely manifest in broad changes in gene expression and pre-mRNA splicing pattern. Indeed, the transcriptome profiling of *ecd^1^* homozygous larvae at restrictive temperature revealed misexpression of 2952 genes among which 771 genes were upregulated while 2181 were downregulated relative to control using |log_2_ FC| ≥ 1 and adjusted *P*-value < 0.05 as a cut off (Figure 7A and Supplementary Dataset S3). 

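Whole larvae of 2 genotypes were compared, *ecd1*, which carries a temperature-sensitive allele of *ecd*, and the control *w1118*. Larvae of both genotypes were reared at 18°C for 10 days and then kept at 29°C for 2 days, and total RNA of 8 larvae made 1 sample. There were 3 biological replicates of each genotype, which gave 6 samples. The authors aligned the read pairs with TopHat2 2.0.10 to the dm6 build of the *Drosophila* genome, counted them per gene with featureCounts 1.6.4 and divided the counts by the size factors of DESeq2. The deposited normalized counts of 17606 genes fall on steps that give the value of 1 read in each sample, and 100% of the values above 0 came out as whole reads within 0.05 of a read. The reads recovered in this way came to 74819556, 74581798 and 107943245 in *w1118* replicates 1 to 3 (median 74819556) and to 100916535, 118102006 and 78438192 in *ecd1* replicates 1 to 3 (median 100916535). The share of reads on 1 strand was close to 0.50 in each sample, so reads of a gene and of an overlapping gene on the opposite strand cannot be told apart. The mean insert size was 161.5 ± 1.37 in *w1118* and 138.7 ± 0.503 in *ecd1* (SD, n = 3 samples each). The samples of the 2 genotypes did not overlap in it, so comparisons of genes or junctions could not be adjusted for insert size. From the normalized counts, log2(normalized count + 1) of *ecd1* was compared with that of *w1118* with limma. This covered the 12930 genes with a mean normalized count of at least 10, and p-values were adjusted by Benjamini-Hochberg. Fold changes are on this log2 scale, which understates the change of genes with low counts. The control samples were not alike: across genes, *w1118* replicate 1 had Spearman correlations of 0.973 and 0.974 with the other *w1118* samples, which shared 0.995. *Sgs3*, which encodes a salivary glue protein made late in larval life, stood at 233485 normalized counts in *w1118* replicate 1 and at 39.3 to 124 in the other 5 samples.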

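More genes fell than rose in *ecd1* larvae, and the largest changes were seen in both directions. Of the 12930 genes tested with limma, 2064 rose and 2474 fell at an adjusted p below 0.05. With a change of at least 2-fold besides, 659 genes rose and 1897 fell, which makes 2556 genes. The highest increases were those of *lncRNA:CR40469*, a non-coding RNA of the X chromosome (log2 fold change 8.74, SE 0.41), *CG32581* (8.02, SE 0.35), *CG43055* (6.90, SE 0.56), *GstD5*, a glutathione S-transferase (6.75, SE 0.44), *CR44383*, a pseudogene next to *CG32581* (6.74, SE 0.29), and *AttA*, an antimicrobial peptide (6.00, SE 0.91). The deepest decreases included the cytochrome P450 gene *Cyp12d1-d* (−7.86, SE 0.57) and *mthl8*, a gene related to the receptor gene *methuselah* (−6.96, SE 1.29). The adjusted p of these 8 genes from limma lay between 0.000204 and 0.00861. *GstD5* and *AttA* have close paralogs, with which they may share reads. The 3 samples of each genotype did not overlap in 6924 genes, or 53.5% of those tested, where 10% come out so by chance. The edgeR quasi-likelihood test on the recovered reads called 4494 genes at an adjusted p below 0.05, and DESeq2 on the same reads called 5482. Of the 2742 genes of the authors' deposited list of regulated genes that were tested here, 2507 passed the limma test in the same direction, and 2504 of these also changed at least 2-fold. With 3 samples against 3, an exact permutation test of 1 gene cannot go below p = 0.1, so the calls rest on limma, which pools the spread of all genes. Without *ecd1* replicate 2 the 2556 genes came to 1665, the 659 genes to 364, and the 2064 and 2474 genes at an adjusted p below 0.05 to 891 and 1475; the last 2 counts were 1295 and 1627 without *w1118* replicate 3, and 1339 genes rose without *ecd1* replicate 3.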

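Part of the glutathione S-transferases, which couple glutathione to toxic compounds, rose in *ecd1* larvae, and 1 of them, *GstD5*, was among the genes with the highest increases. Part of the antimicrobial peptides, of the genes of the response to DNA double-strand breaks and of the genes of chitin metabolism rose too, and part of the serine proteases of digestion fell. None of these list calls held with an estimated correlation (adjusted p = 0.635 for each). Of 35 measured glutathione S-transferases, 16 rose, 5 fell and 14 did not pass the limma test (16 rose and 7 fell when adjusted over the list alone). *GstD5* went from 160.5 ± 53.2 normalized counts in *w1118* to 18468 ± 9424 in *ecd1* (SD, n = 3 samples each), *GstE5* rose by 3.71 on the log2 scale (SE 0.32, adjusted p = 0.00181 from limma) and *GstD6* by 3.20 (SE 0.19, adjusted p = 0.000974 from limma). Neighbouring *Gst* genes are alike in sequence and may share reads. The group stood above all other genes by camera (adjusted p = 0.0284, and adjusted p = 0.635 with an estimated correlation). This call ended without *w1118* replicate 1 (adjusted p = 0.0702) and without *ecd1* replicate 1 (0.0596), and the 5 genes that fell were 3 without *w1118* replicate 2 and 2 without *w1118* replicate 3.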

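Of 22 antimicrobial peptides, 9 rose, 1 fell and 12 did not pass (11 rose and 1 fell when adjusted over the list alone), with a median log2 fold change of 1.84 that was 1.19 without *w1118* replicate 1. *AttA* went from 33.5 ± 23.8 to 2148 ± 1386 normalized counts, *Drsl5* rose by 5.31 (SE 0.65) and *Dro* by 4.10 (SE 0.69), at adjusted p = 0.00553, 0.00415 and 0.00682 from limma. The camera test gave an adjusted p of 0.00676 (adjusted p = 0.635 with an estimated correlation). Of 21 genes of the response to double-strand breaks and of p53 targets, 10 rose, none fell and 11 did not pass (11 rose when adjusted over the list alone). Among them, *Irbp*, which encodes the Ku70 partner of Ku80, rose by 1.43 (SE 0.18, adjusted p = 0.00413 from limma). Camera gave an adjusted p of 0.00676 for this list too (adjusted p = 0.635 with an estimated correlation), and the 10 genes were 5 without *w1118* replicate 2, 6 without *w1118* replicate 3 and 3 without *ecd1* replicate 2, while 1 fell with DESeq2 on the recovered reads and with the replicate number as a block.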

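Of 44 genes of chitin metabolism and the peritrophic matrix, 14 rose, 3 fell and 27 did not pass (the same counts when adjusted over the list alone). *Cht9*, a chitinase gene, rose by 2.11 (SE 0.20) and *Muc68E*, a mucin gene, by 1.69 (SE 0.33), whereas *Cht12* fell by 1.99 (SE 0.28), at adjusted p = 0.00227, 0.00986 and 0.00507 from limma. Camera gave an adjusted p of 0.00999 (adjusted p = 0.635 with an estimated correlation). The 14 genes were 9 without *w1118* replicate 2, *ecd1* replicate 2 or *ecd1* replicate 3, and the 3 genes were 5 without *w1118* replicate 1 and 1 without *w1118* replicate 3. Of 85 cuticle proteins, 18 rose, 8 fell and 59 did not pass (15 and 7 when adjusted over the list alone), and the list did not pass the camera test (adjusted p = 0.119). *Cpr76Bc* rose by 4.78 (SE 0.31) and *Cpr66Cb* fell by 4.80 (SE 0.84), at adjusted p = 0.00131 and 0.00745 from limma. The 18 genes were 11 without *ecd1* replicate 1 and 8 without *ecd1* replicate 2, and the 8 genes were 4 without *w1118* replicate 3 or *ecd1* replicate 2.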

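Of 29 serine proteases of digestion, 1 rose, 12 fell and 16 did not pass (1 and 15 when adjusted over the list alone), and camera gave an adjusted p of 0.000388 (adjusted p = 0.635 with an estimated correlation). None rose with edgeR, without a trend, or without *ecd1* replicate 2 or 3. Abundant members fell, such as *Jon99Ciii*, from 411691 ± 94274 to 111877 ± 25506 normalized counts, and *thetaTry*, which fell by 2.15 on the log2 scale (SE 0.24, adjusted p = 0.00346 from limma). Of 20 maltases, amylases and lysozymes, 3 rose and 3 fell (the same counts when adjusted over the list alone), and the list did not pass the camera test (adjusted p = 0.686). The 3 genes that rose were 5 with the replicate number as a block and without *ecd1* replicate 1, and 1 without *w1118* replicate 2 or 3 or *ecd1* replicate 2 or 3; the 3 that fell were 1 without *ecd1* replicate 2. Of 11 genes of serine synthesis and ATF4 targets, 2 rose and 3 fell (2 and 3 when adjusted over the list alone). The genes that rose were *CG11899*, which encodes the phosphoserine aminotransferase (1.44, SE 0.11, adjusted p = 0.00147 from limma), and *CG6287*, which encodes the phosphoglycerate dehydrogenase (0.78, SE 0.16, adjusted p = 0.0120), both enzymes of serine synthesis. *AsnS*, which encodes the asparagine synthetase, fell by 2.05 (SE 0.33, adjusted p = 0.00609 from limma). The list did not pass the camera test (adjusted p = 0.897). In the authors' deposited table of GO terms among genes that rose, DNA double-strand break repair by nonhomologous end joining was enriched 18.1-fold (q = 0.0144), digestive system process 13.58-fold (q = 0.00950), antimicrobial humoral response 7.24-fold (q = 0.00661), glutathione metabolic process 6.65-fold (q = 0.000259) and chitin metabolic process 4.45-fold (q = 0.000148).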

The follow-up GO clustering analysis highlighted that genes associated with responses to various stress stimuli, DNA repair, digestive system processes, and glutathione, chitin and amino acid metabolism were markedly enriched among transcripts upregulated in *ecd^1^* mutant larvae. In contrast, downregulated genes were associated with functions related to ‘proteasomal catabolic processes’, ‘pyruvate, purine and malate metabolism’, ‘mitochondria transport’ and ‘microtubule motor protein assembly and function’ (Figure 7A and Supplementary Figure S7A and Supplementary Dataset S3). These data indicate that *ecd* deficiency causes energy imbalance, loss of metabolic and redox homeostasis and activation of global stress response. 

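Nearly all testis paralogs of proteasome subunits and of glycolysis and mitochondrial transport genes fell in *ecd1* larvae. Of their widely expressed relatives, no proteasome subunit and no enzyme of glycolysis and malate metabolism passed as fallen, while 2 genes of mitochondrial import did. Of 14 testis-specific proteasome paralogs, 13 fell and none rose (14 fell when adjusted over the list alone), with a median log2 fold change of −2.03. Of 32 ubiquitous proteasome subunits, 1 rose, none fell and 31 did not pass limma's test (none passed when adjusted over the list alone), with a median of 0.15 that was 0.33 without *w1118* replicate 1, 0.07 without *w1118* replicate 2 and 0.08 without *w1118* replicate 3; *Prosalpha1*, at −1.44, did not pass (adjusted p = 0.0815 from limma) but did with DESeq2 on the recovered reads (0.0264). Of 16 testis paralogs of glycolysis and mitochondrial transport genes, all 16 fell (16 when adjusted over the list alone). Of 18 ubiquitous enzymes of glycolysis and malate metabolism, 5 rose, none fell and 13 did not pass (3 rose when adjusted over the list alone), with a median of 0.33.
Camera placed the testis paralogs of the proteasome (adjusted p = 1.05e-05) and those of glycolysis and transport (3.15e-07) below all other genes (adjusted p = 0.635 with an estimated correlation for both). *Prosbeta5R1* fell by 2.83 (SE 0.43) and *Prosalpha4T2* by 2.25 (SE 0.39), at adjusted p = 0.00546 and 0.00715 from limma. *Pglym87*, a testis phosphoglycerate mutase gene, fell by 3.35 (SE 0.49), *Hsp60B*, a testis chaperonin gene, by 2.75 (SE 0.37) and *fzo*, which encodes a mitofusin of spermatids, by 2.24 (SE 0.32), at adjusted p of 0.00522, 0.00468 and 0.00509 from limma. Among the ubiquitous enzymes, *Tpi*, the triosephosphate isomerase gene, rose by 0.88 (SE 0.16) and *Mdh2*, the mitochondrial malate dehydrogenase gene, by 0.66 (SE 0.14), at adjusted p = 0.00796 and 0.0116 from limma. Camera placed these enzymes above all other genes (adjusted p = 0.00681, and adjusted p = 0.635 with an estimated correlation).
Of 13 genes of ubiquitous mitochondrial import, 7 rose, 2 fell and 4 did not pass (9 and 2 when adjusted over the list alone; camera adjusted p = 0.0124, and adjusted p = 0.635 with an estimated correlation). *Hsp60A*, the chaperonin gene of most tissues, went from 32755 ± 5218 to 79681 ± 11912 normalized counts (SD, n = 3 samples each), and *ttm50* rose by 1.02 (SE 0.12, adjusted p = 0.00408 from limma). The 2 that fell were *Tim13* (−1.69) and *Tim17b1* (−1.43). Of 24 genes of axonemal dynein and cilium, 12 fell, 3 rose and 9 did not pass (14 and 3 when adjusted over the list alone; camera adjusted p = 0.0210, and adjusted p = 0.709 with an estimated correlation). *kl-2*, a dynein heavy chain gene on the Y chromosome, fell (−4.73, SE 0.40), and so did *Tektin-A* (−2.91, SE 0.54) and *Dhc16F* (−2.69, SE 0.52), whereas *Oseg4*, a gene of transport within cilia, rose by 2.35 (SE 0.18), at adjusted p from 0.00147 to 0.00994 by limma. Of the 12 genes that fell, *kl-2*, *kl-3* and *kl-5* also belong to the Y-linked list. The *Sdic* genes and the proteasome paralogs have near-identical copies, with which reads may be shared.
Markers of the male germ line fell too: of 33 spermatocyte and spermatid genes, 32 fell and 1 did not pass (32 when adjusted over the list alone), with a median of −2.24 and a camera adjusted p of 6.77e-13 (adjusted p = 0.635 with an estimated correlation). The sex of the larvae is not given in the sources used here, and the 2 genotypes may not have been at the same stage. Whole larvae were sequenced, so a smaller share of testis RNA cannot be told apart from a change within cells. In the authors' deposited table of GO terms among genes that fell, cilium movement was enriched 4.98-fold (q = 6.74e-05), malate transport 5.73-fold (q = 0.0383), pyruvate biosynthetic process 3.82-fold (q = 0.0171), ubiquitin-independent protein catabolism by the proteasome 3.64-fold (q = 0.0424) and protein targeting to mitochondrion 3.23-fold (q = 0.0482). Single libraries moved some counts: the 13 testis proteasome genes were 8 without *w1118* replicate 3 or *ecd1* replicate 2, and the ubiquitous subunits that rose were 24 without *w1118* replicate 1, with a camera adjusted p of 5.69e-07, and none without *w1118* replicate 2 or 3 or *ecd1* replicate 1 or 2. That camera value rests on the preset correlation. With all samples camera gave the ubiquitous subunits an adjusted p of 0.0925, and 0.803 with an estimated correlation. The 5 glycolysis and malate enzymes were 3 without a trend and without *w1118* replicate 2 or 3 or *ecd1* replicate 3 and 2 without *ecd1* replicate 1 or 2, and their camera call ended without *ecd1* replicate 1 (adjusted p = 0.0537), as did that of the axonemal list (0.0813). Without *ecd1* replicate 2, 1 gene of mitochondrial import fell (*Tim13* had an adjusted p of 0.0657), and 1 axonemal gene rose.

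**Figure D1:**
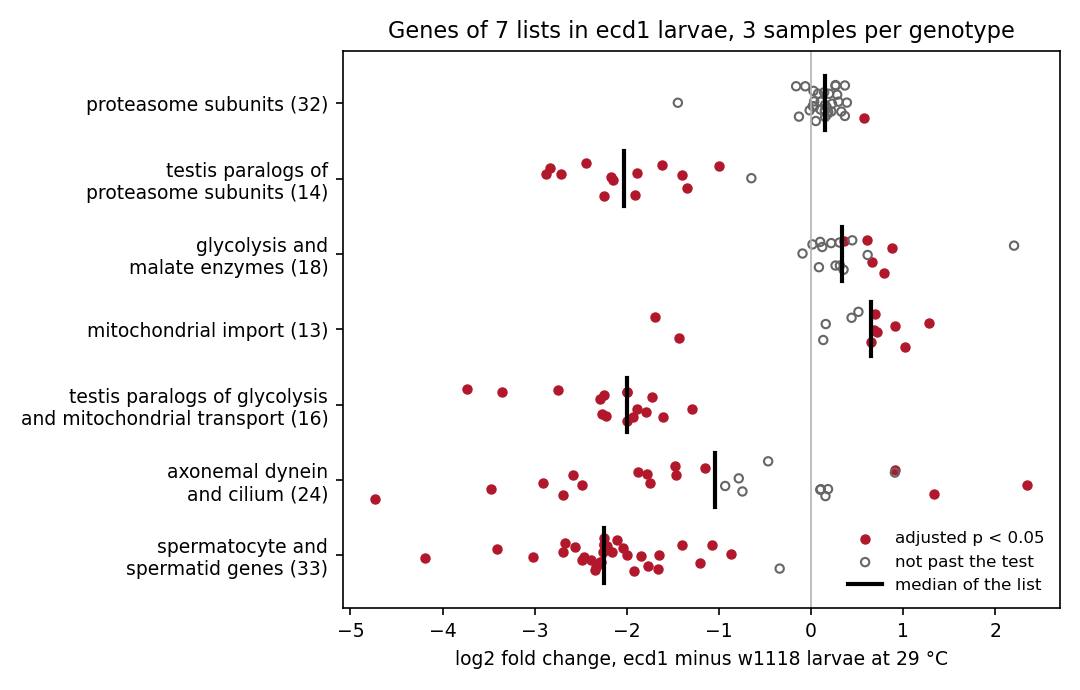
Log2 fold change of each measured gene of 7 lists, *ecd1* minus *w1118* larvae, 3 samples per genotype; each point is 1 gene, filled where limma's adjusted p was below 0.05, the bar is the median of the list, and numbers in parentheses count the genes. The testis paralogs of the proteasome lie around −2.03, the ubiquitous lists around 0.15 (0.07 to 0.33 with 1 sample left out), 0.33 and 0.65.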

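Single genes of stress pathways rose in *ecd1* larvae, while the lists of JNK and Xrp1 stress genes, JAK-STAT ligands and targets and heat shock genes did not pass the camera test. *Xrp1*, a transcription factor gene induced by ribosomal and proteotoxic stress, went from 62629 ± 8451 normalized counts in *w1118* to 152279 ± 33733 in *ecd1* (SD, n = 3 samples each; log2 fold change 1.26, SE 0.20, adjusted p = 0.00611 from limma). All 3 cytokine genes of the JAK-STAT pathway rose, of which *upd1* had a log2 fold change of 2.35 (SE 0.20, adjusted p = 0.00179 from limma). Of the heat shock genes, *Hsc70-5*, which encodes the mitochondrial Hsp70, rose by 1.32 (SE 0.21, adjusted p = 0.00604 from limma).
Of 18 JNK and Xrp1 stress genes, 5 rose, 1 fell and 12 did not pass (6 and 1 when adjusted over the list alone; camera adjusted p = 0.254). The 5 genes, among them *Ilp8*, *Xrp1* and *hid*, were 8 with the replicate number as a block and with DESeq2 on the recovered reads and 3 without *ecd1* replicate 2, and 2 fell without *w1118* replicate 1. Of 14 JAK-STAT ligands and targets, 5 rose, none fell and 9 did not pass (6 rose when adjusted over the list alone). Camera gave an adjusted p of 0.0594 for this list, and 0.635 with an estimated correlation. With the preset correlation the adjusted p by camera was 0.0403 with the replicate block, 0.0430 without *w1118* replicate 1 and 0.0178 without *ecd1* replicate 1. The 5 genes were 3 without a trend or without *w1118* replicate 2, 2 without *w1118* replicate 3 and 1 without *ecd1* replicate 2 or 3, where *upd3* had adjusted p of 0.0712 and 0.0584, and 1 fell without *ecd1* replicate 3. Of 18 heat shock genes, 1 rose, 3 fell and 14 did not pass (1 and 2 when adjusted over the list alone; camera adjusted p = 0.333), and 1 fell without *ecd1* replicate 2. *Hsp26*, which encodes a small heat shock protein, fell by 1.81 (SE 0.23, adjusted p = 0.00433 from limma).
Cytochrome P450 genes, which oxidize hormones and foreign compounds, changed in both directions. Of 80 measured, 16 rose, 22 fell and 42 did not pass (19 and 23 when adjusted over the list alone; camera adjusted p = 0.581), and 14 fell without *w1118* replicate 3. *Cyp4d21* rose by 5.18 (SE 0.45) and *Cyp4e3* by 4.61 (SE 0.41), whereas *Cyp6a8* fell by 4.10 (SE 0.45), at adjusted p = 0.00194, 0.00208 and 0.00333 from limma. From the GO terms enriched among the genes that rose and among those that fell, the paper reads an energy imbalance, a loss of metabolic and redox homeostasis and a global stress response as effects of *ecd* deficiency.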

Importantly, the differential expression of several candidates was validated by RT-qPCR on independent samples. Compared to control *GstE6, upd2, Ilp8* were increased in *ecd^1^* samples while the levels of *mud*, *Prosβ5R2* and *Prosβ4R2* were significantly downregulated at 29°C but not at permissive temperature (Figure 7B and Supplementary Figure S7B). Although expression of the major *U snRNAs* showed rising trend in imaginal tissues of *ecd^1^* at the restrictive temperature none of these changes appeared significant when compared to the respective control samples (*w^1118^* at 29°C) (Supplementary Figure S7C).

**Figure 7.**
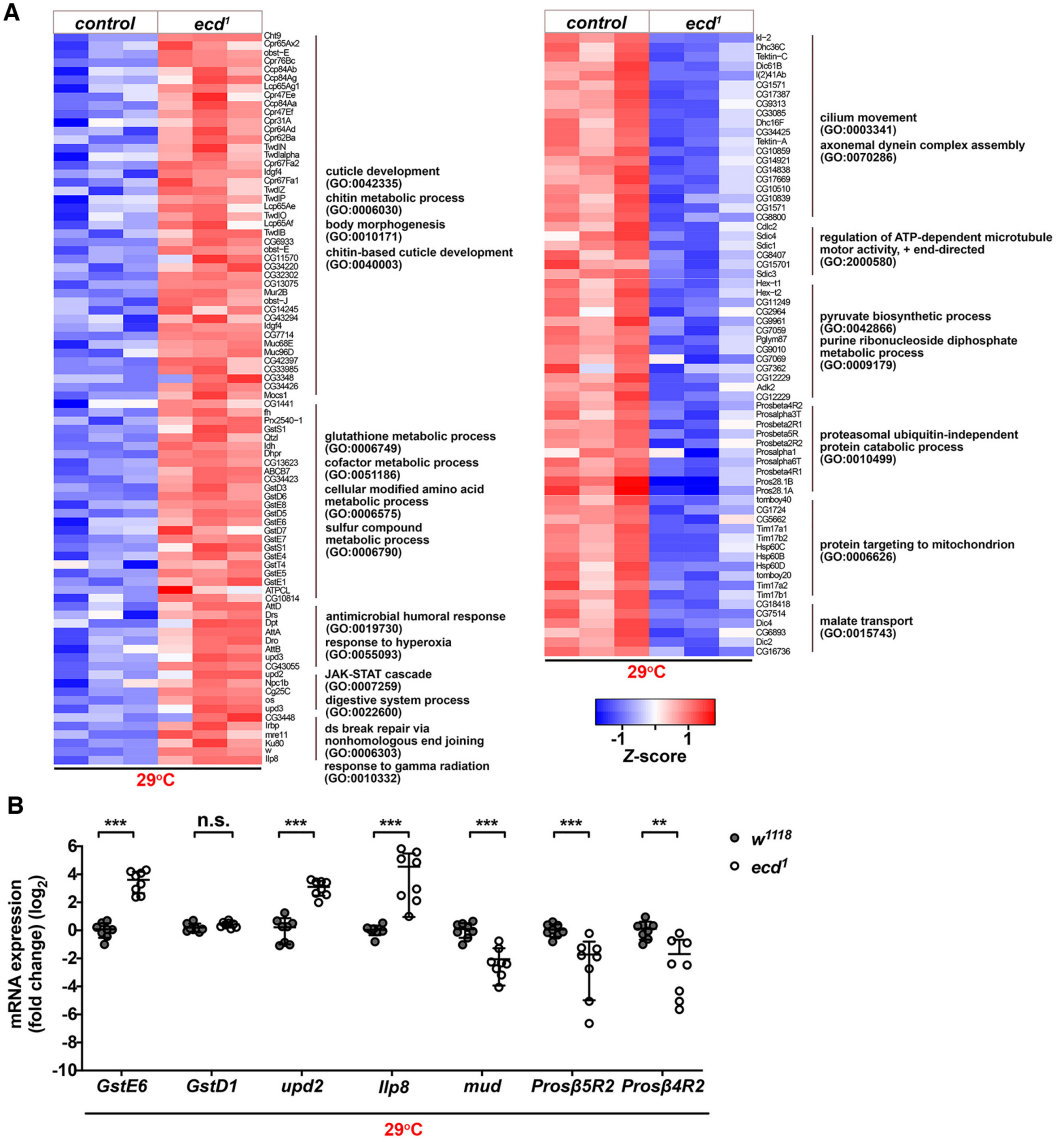
*Ecd* deficiency leads to transcriptome-wide changes in gene expression. (**A**) Heatmaps visualize relative expression levels of genes up and downregulated in homozygous mutant *ecd^1^* larvae relative to control (*w^1118^*) upshifted to 29°C, which are clustered according to enriched GO terms (fold enrichment ≥ 3, *P* < 0.05) between individual samples. Data are log_2_(*x* + 1) transformed normalized counts. The color scale represents the *Z*-scores for each gene and each column represents one biological replicate of the indicated genotype. (**B**) Independent RT-qPCR confirms upregulation of stress-related genes (*GstE6*,*upd2, Ilp8*) in homozygous mutant *ecd^1^* larvae relative to control (*w^1118^*) upshifted to 29°C while expression of proteasome subunits (*Prosß5R2*, *Prosß4R2*) and a regulator of microtubule organization (*mud*) was downregulated. Levels of *rp49* transcripts were used for normalization. Data represent means ± SD, *n* = 8. Unpaired two-tailed Student's *t*-test with Welch's correction was used to determine significance, **P < 0.01, ***P < 0.001, n.s. = non-significant. See also Supplementary Figure S7 and Supplementary Dataset S3.

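Of the candidate genes that the paper names for Fig. 7, *GstE6*, *upd2* and *Ilp8* rose in the RNA-seq samples of *ecd1* larvae and *mud*, *Prosbeta5R2* and *Prosbeta4R2* fell. *Ilp8* (FBgn0036690, 3L, 17029812 to 17032080), which encodes a relaxin-like peptide that delays metamorphosis, went from 16.6 ± 8.90 normalized counts in *w1118* to 294 ± 115.4 in *ecd1* (SD, n = 3 samples each), a log2 fold change of 4.13 (SE 0.52, adjusted p = 0.00434 from limma). *upd2*, a cytokine gene of the JAK-STAT pathway (X, 18240654 to 18243284), went from 31.1 ± 11.8 to 125.6 ± 62.2, a log2 fold change of 1.88 (SE 0.51, adjusted p = 0.0299 from limma). *GstE6* (2R, 18406011 to 18406761), 1 of a row of neighbouring glutathione S-transferase genes that may share reads, went from 4720 ± 2121 to 13293 ± 2569, a log2 fold change of 1.61 (SE 0.38, adjusted p = 0.0192 from limma). *mud*, which encodes a protein that orients the mitotic spindle (X, 14247732 to 14258595), went from 38.6 ± 8.91 to 1.44 ± 1.88, a log2 fold change of −4.28 (SE 0.62, adjusted p = 0.00511 from limma). *Prosbeta5R2* (2L, 17990418 to 17991951) went from 145.9 ± 60.5 to 17.7 ± 2.12, a log2 fold change of −2.87 (SE 0.39, adjusted p = 0.00479 from limma), and *Prosbeta4R2* (2L, 2655394 to 2657102) from 61.2 ± 16.7 to 10.4 ± 2.72, a log2 fold change of −2.44 (SE 0.36, adjusted p = 0.00519 from limma). *GstD1*, an abundant glutathione S-transferase gene, had 68645 ± 7880 and 83865 ± 11651 normalized counts and did not pass (log2 fold change 0.29, SE 0.15, adjusted p = 0.175 from limma). In each of the 6 genes that passed, every *ecd1* sample lay on 1 side of every *w1118* sample. Without *ecd1* replicate 2 and without *ecd1* replicate 3, the adjusted p rose to 0.0741 and 0.0524 for *GstE6* and to 0.110 and 0.0890 for *upd2*, and for *upd2* it was 0.0609 and 0.0753 without *w1118* replicate 1 and without *w1118* replicate 3.

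**Figure D2:**
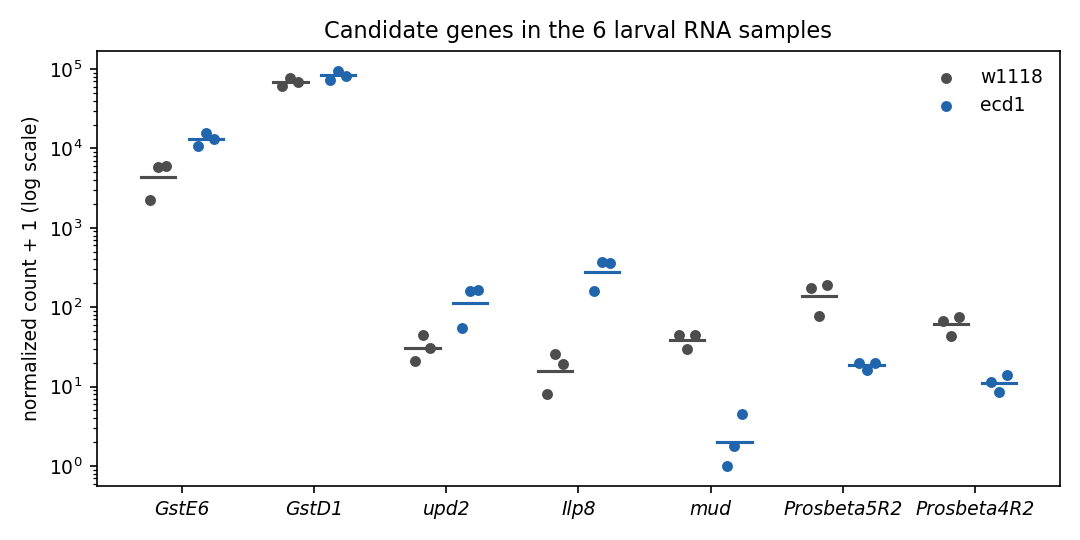
Normalized count + 1 of 7 genes in each of the 6 larval RNA samples, on a log scale; points are samples, grey for *w1118* and blue for *ecd1*, and lines are means of the logarithms, 3 samples per genotype. The *ecd1* samples of *Ilp8* and *mud* lie apart from the *w1118* samples, with means of 294 and 1.44 against 16.6 and 38.6 normalized counts.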

The marked shift in gene expression was accompanied with changes in splicing patterns of numerous genes as determined by the *LeafCutter* algorithm (51) (Figure 8A and Supplementary Dataset S4). 

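Changes in the use of splice junctions were spread over many genes and reached both extremes. LeafCutter groups introns that share a splice site into clusters and compares the share of each intron in its cluster, here between the 3 *ecd1* and the 3 *w1118* larval samples, and deltaPSI is the share in *ecd1* minus that in *w1118*. In the authors' deposited table, 1389 junctions of 653 genes passed an absolute deltaPSI of 0.1 and an adjusted p of 0.05, of which 697 had a higher and 692 a lower share in *ecd1*. A gain of 1 junction is a loss of others in its cluster, so this balance says little on the direction of change. The median absolute deltaPSI in the authors' deposited table was 0.159, and 45 junctions changed by more than 0.5. The largest were a pair of junctions inside an exon of *CG9682* (3R, 30252645 to 30252710 and 30252612 to 30252710), at −0.972 and 0.972 in the authors' deposited table. Neither equals an annotated intron. Sequences were not compared between the strains, so a sequence difference cannot be told apart here from a change in splicing. *Adar*, which encodes the RNA-editing adenosine deaminase, had a junction at −0.867 (X, 1774223 to 1778611), and *Gprk2*, a kinase gene of Hedgehog signalling, had a junction at 0.868 that skips an exon of 48 bp (3R, 31405957 to 31433458), both as the authors' deposited table gives them. The table holds no values per sample, so no spread between replicates can be given here. The sign was checked on the 1999 of 12055 rows of Supplementary Dataset S4 that were at hand, and deltaPSI equalled *ecd1* minus *w1118* within 0.001 in all 1999. Coordinates are those of introns on dm6, and 1241 of the 1389 junctions equal an intron of the annotation while 148 do not.
Genes whose level changed at least 2-fold had a changed junction less often than other genes, while over all genes past the adjusted p the difference did not pass. Of the 10826 genes that were tested for expression and have an annotated intron, 641 had a changed junction. Among the 1732 of these that changed at least 2-fold at an adjusted p below 0.05 from limma, 34 had one, or 1.96% against 6.67% of the other genes (odds ratio 0.280, 95% confidence interval 0.191 to 0.397, Fisher's exact test, two-sided, p = 1.67e-17). The odds ratio was 0.579 for the 447 genes that rose (Fisher's exact test, p = 0.0311) and 0.203 for the 1285 that fell (p = 2.50e-17). Over the 3532 genes at an adjusted p below 0.05, whatever the size of the change, 5.32% had a changed junction against 6.21% of the others (odds ratio 0.849, Fisher's exact test, p = 0.0682), and the odds ratio was 0.955 at a mean of at least 500. LeafCutter needs reads across junctions, which abundant genes have more of, and among genes with a mean normalized count of at least 500 the odds ratio was 0.591 (Fisher's exact test, p = 0.00699). For the genes that rose it did not pass Fisher's exact test there (0.708, p = 0.210). For the genes that fell the odds ratio was 0.499 there (Fisher's exact test, p = 0.0179), and 0.319 above an absolute deltaPSI of 0.2 (p = 4.44e-05).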

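Junctions that skip an annotated exon were used more in *ecd1* larvae and were the most frequent class when classes were given by annotated exons. The junctions of the authors' deposited table were sorted here into classes by the exons of the dm6 annotation that they meet, and a junction can belong to more than 1 class. An alternative 5' or 3' splice site was counted only where an annotated exon runs into the intron of the junction. The partner with the shorter intron can then fall outside all classes, as the *Pex3* junction with a deltaPSI of 0.657 did. A rise of these 2 classes is thus more use of the longer intron. Exon skipping was found at 581 junctions of 411 genes, 338 with a higher and 243 with a lower share in *ecd1* (odds ratio 1.74, adjusted p = 1.61e-06, Fisher's exact test over 6 classes). It was counted where any annotated exon on the same strand lies inside the junction, whatever its gene or position. A junction that passes an alternative first exon is thus not told apart from one that skips an inner exon. An alternative 3' splice site was used at 282 junctions, 166 higher and 116 lower in *ecd1* (odds ratio 1.55, adjusted p = 0.00201). An alternative 5' splice site was used at 239 junctions, 127 higher and 112 lower (odds ratio 1.15, adjusted p = 0.321). Exitrons, which are introns inside an annotated exon, made up 111 junctions, 49 higher and 62 lower (odds ratio 0.769, adjusted p = 0.239). The 448 junctions of none of these classes were mostly used less, 167 higher and 281 lower (odds ratio 0.461, adjusted p = 2.06e-10). Junctions that equal no annotated intron were used more, 93 higher and 55 lower (odds ratio 1.78, adjusted p = 0.00201). Junctions of 1 gene depend on each other, so the genotypes were also exchanged gene by gene in a permutation test. This gave adjusted p of 3.00e-05 for exon skipping and for the remaining junctions, the smallest it can give, and 0.000240 for alternative 3' splice sites. The introns used more in *ecd1* were longer, with a median of 1045 bp against 746 bp (permutation test over junctions, p = 0.00470, and p = 0.000190 with the exchange gene by gene). A junction that skips an exon spans that exon and the introns beside it, so it is longer than the junctions it replaces. More exon skipping can thus by itself raise the length and lower the remaining junctions. More use of alternative splice sites, counted here at the longer intron, can do the same. Lengths were not compared apart from these classes, so these are not separate results. Over the 151 junctions of the paper's own dm6 classes that were at hand, the classes given here were the same for 150 or 151. The classes by exons were chosen after the outcome of another definition, by shared splice sites, had been seen. Under that definition alternative 5' (917) and 3' (675) splice sites outnumbered exon skipping, alternative 5' splice sites passed (odds ratio 1.51, adjusted p = 0.000786) and the remaining junctions did not (0.622, adjusted p = 0.102), and above an absolute deltaPSI of 0.2 alternative 3' splice sites and unannotated junctions did not pass Fisher's exact test (adjusted p = 0.346 and 0.164). With the exchange gene by gene above 0.2, unannotated junctions passed (adjusted p = 0.0330), and alternative 3' splice sites (0.0682) and the remaining junctions (0.0760) did not.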

We identified alterations in all known types of splicing events, including exon skipping (ES), as well as alternative 5′ and 3′ splice site selection (Supplementary Figure S7D and Supplementary Dataset S4), suggesting systemic dysregulation of pre-mRNA splicing. Interestingly, the misspliced genes did not show enrichment for specific functional categories. 

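Genes with a changed junction were compared with 38 of the gene lists, against the 10826 genes with an annotated intron, of which 5.92% had a changed junction. None of the lists passed Fisher's exact test after adjustment over the lists. The lowest p was that of body wall muscle, where 4 of 15 genes had a changed junction, *Mhc*, *up*, *bt* and *Mef2* (odds ratio 5.81, Fisher's exact test, two-sided p = 0.00984, adjusted p = 0.374). These encode the myosin heavy chain, troponin T, the giant kinase projectin and a transcription factor of muscle. Of 15 genes of neurons and glia, 3 had one, *Syt1*, *cpx* and *nSyb*, all of synaptic vesicle release (odds ratio 3.99, Fisher's exact test, p = 0.0552, adjusted p = 0.928). No member had a changed junction among 19 glutathione S-transferases, 28 ubiquitous proteasome subunits, 9 testis-specific proteasome paralogs and 15 genes of U5 snRNP, Ecd and R2TP in the background (Fisher's exact test, p = 0.625, 0.409, 1 and 1). Of the genes of the response to double-strand breaks, *p53* had one. With few members a list can pass only when many of them are hit. LeafCutter compares introns that share a splice site. Annotated introns of this kind were found in only 8 of the 19 glutathione S-transferases and 3 of the 28 ubiquitous proteasome subunits. The testis-specific proteasome paralogs and the genes of U5 snRNP, Ecd and R2TP had fewer than 3 such members each. The lack of a changed junction in these lists thus says little on whether their splicing was spared. From changes found in all known types of splicing events, the paper proposes that pre-mRNA splicing was dysregulated systemically in *ecd1* larvae.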

An independent RT-PCR on selected candidates confirmed missplicing events upon *ecd* loss including exon skipping in *dre4*, encoding a chromatin regulator of the Facilitates Chromatin Transcription (FACT) complex (Figure 8B), as well as intron retention and changes in splice site choice in *peroxin 3* (*pex3*), which is essential for peroxisome biogenesis (Figure 8C). Taken together, these results demonstrate that Ecd dysfunction causes genome-wide changes in gene expression and splicing aberrations consistent with a more general role of Ecd in governing U5 snRNP biogenesis (Figure 8D).

**Figure 8.**
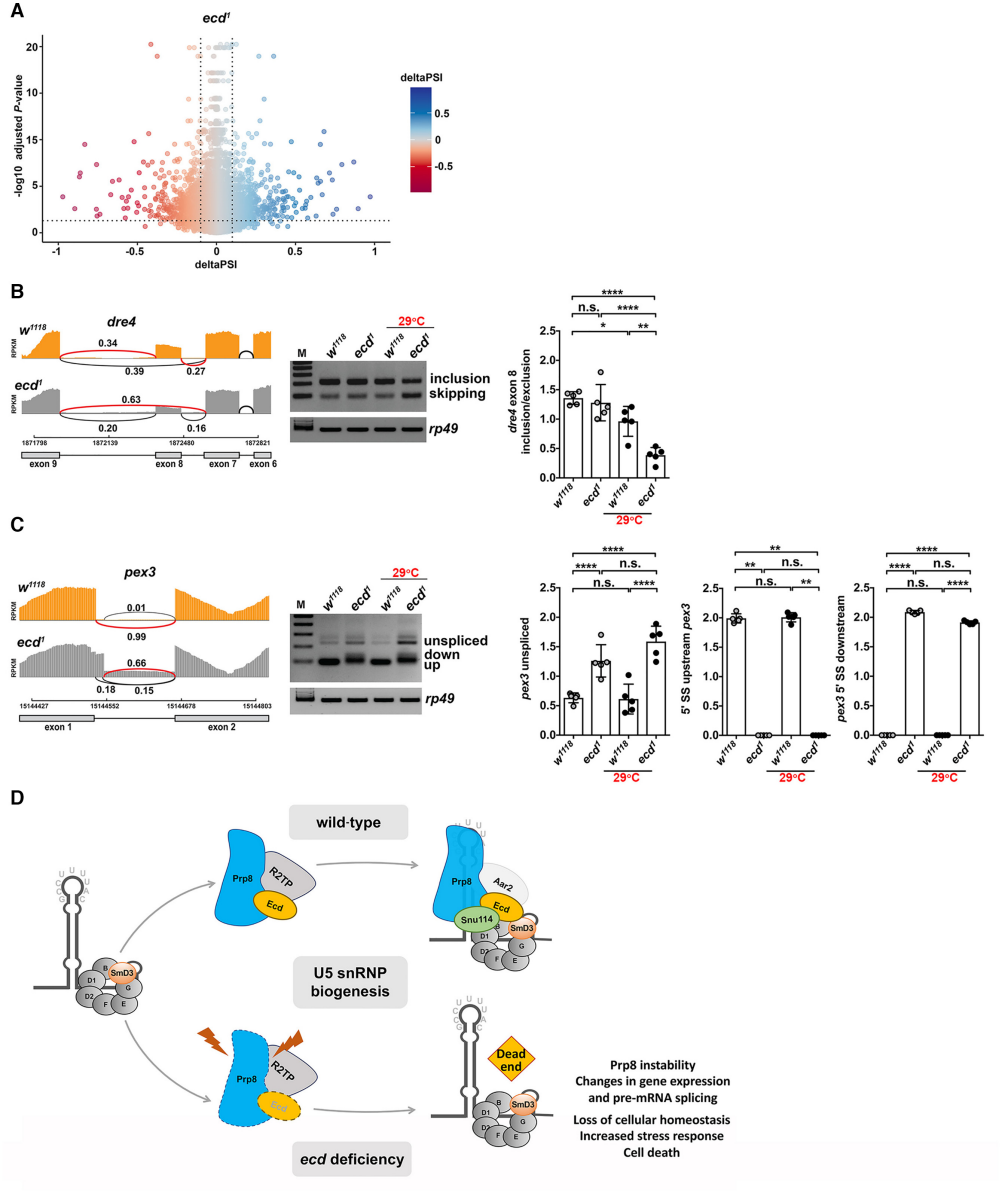
*Ecd* deficiency causes global alterations in splicing pattern. (**A**) The volcano plot shows changes in splicing pattern in *ecd^1^* homozygous mutant third instar larvae upshifted to 29°C versus control (*w^1118^*) identified by *LeafCutter*. Every dot represents a splicing event. Dotted lines demarcate significantly changed events with delta percent spliced in deltaPSI ≥ 0.1 and adjusted *P*-value ≤ 0.05. (**B**, **C**) Sashimi-plots of selected candidate genes *dre4* (B) and *pex3* (C) from mRNA-seq data show alterations of splicing patterns in *ecd^1^* homozygous mutant larvae compared to control (*w^1118^*). The representative images of semiQ-PCR gels and quantifications confirm missplicing events in *dre4* (B) and *pex3* (C) in *ecd^1^* homozygous mutant wing discs relative to control dissected from third instar larvae that were kept at 18°C or upshifted to non-permissive temperature (29°C). Note that alteration to *pex3* pre-mRNA splicing is already apparent in *ecd^1^* samples at 18°C. Levels of *rp49* transcripts were used for normalization. Data represent means ± SD, *n* = 5. Two-way ANOVA with Tukey's multiple comparison test was used to determine significance, *P < 0.05, **P < 0.01, ****P < 0.0001, n.s. = non-significant. (**D**) Proposed model for the role of Ecd in the cytoplasmic part of U5 snRNP biogenesis. U5 snRNP maturation is a step-wise process that starts in cytoplasm with SMN-guided assembly of the heptameric Sm protein ring around the conserved Sm binding site on the *U5 snRNA*. The generated core U5 snRNP particle then serves as a platform for association of further U5 snRNP-specific proteins. Ecd functions as a chaperon that, through interaction with SmD3, brings Prp8. The effective U5 snRNP biogenesis relies on binding cooperativity of Ecd and Prp8 and interactions with *U5 snRNA*. In the absence of Ecd, the core U5 snRNP particle forms properly, but Prp8 protein remains unshielded and destabilized, which interferes with U5 snRNP maturation, ultimately leading to spliceosome scarcity, transcriptome-wide splicing errors and cell death. See also Supplementary Figure S7 and Supplementary Dataset S4.

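In *ecd1* larvae an exon of *dre4* was skipped more often, and the 5' splice site of the intron of *Pex3* moved. *dre4* (FBgn0002183) lies on the minus strand of 3L from 1871574 to 1876312. *ecd* itself lies nearby on 3L, from 2263581 to 2265857, so a strain difference linked to *ecd* stays open for *dre4* in these larvae. The paper also assayed *dre4* and *Pex3* by RT-PCR in wing discs at the permissive and the raised temperature. Its legend remarks on a change already at the permissive temperature for *Pex3*, and makes no such remark for *dre4*. The junction from 1871918 to 1872581, which skips the exon of 117 bp from 1872354 to 1872470, had a deltaPSI of 0.246 in the authors' deposited table (adjusted p of the cluster 2.70e-05). Both junctions that join this exon to its neighbours were used less, 1871918 to 1872353 at −0.137 and 1872471 to 1872581 at −0.110 in the authors' deposited table. The paper's reported shares of these last junctions were 0.340 and 0.274 in *w1118* and 0.204 and 0.164 in *ecd1*.
*Pex3* (FBgn0036484) lies on the plus strand of 3L from 15144355 to 15146379. The 3 junctions of its cluster share the 3' splice site and differ in the 5' splice site. The junction from 15144536 to 15144668 had a deltaPSI of −0.833 in the authors' deposited table, and the paper's reported share fell from 0.986 in *w1118* to 0.153 in *ecd1*. The junction from 15144550 to 15144668 was at 0.657 and that from 15144528 to 15144668, which equals no annotated intron, at 0.176 in the authors' deposited table (adjusted p of the cluster 3.23e-10). Retained introns have no junction, so these values do not measure intron retention. In wing discs, the paper's legend reports altered *Pex3* splicing in *ecd1* at the permissive temperature too. Another of its legends notes that Prp8 protein in *ecd1* wing discs was already lower at that temperature. Larvae kept at that temperature throughout were not sequenced, and splice site sequences were not compared between the strains. A sequence difference between the strains thus cannot be told apart here from an effect of *ecd* loss on *Pex3*. The level of *Pex3* went from 3427 ± 164 to 5340 ± 238 normalized counts (SD, n = 3 samples each), a log2 fold change of 0.64 (SE 0.09, adjusted p = 0.00479 from limma).

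**Figure D3:**
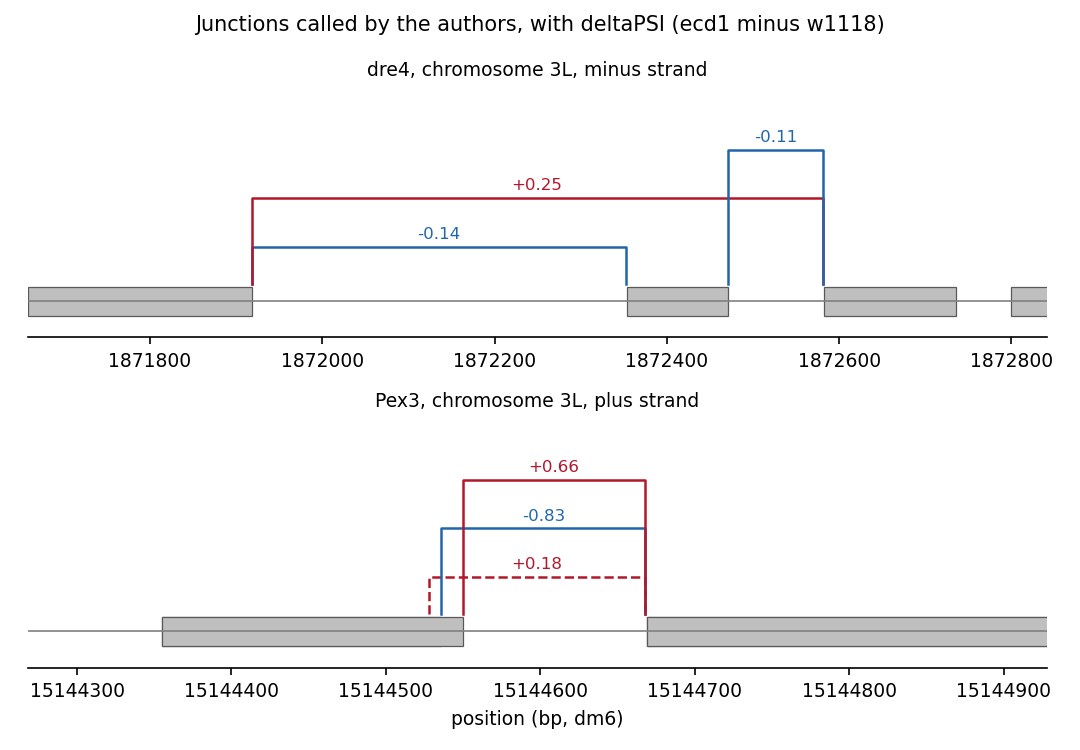
Junctions of *dre4* and *Pex3* in the authors' deposited table along the position on chromosome 3L in bp of dm6; grey boxes are annotated exons, red lines are junctions with a higher and blue lines with a lower share in *ecd1*, the broken line equals no annotated intron, and the numbers are deltaPSI. The exon of *dre4* between 1872354 and 1872470 is skipped by the junction with a deltaPSI of 0.246, and the junctions of *Pex3* part at their left ends.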

## DISCUSSION

The dynamic regulation of gene expression during the development and adult life of multicellular organisms requires highly effective and accurate splicing machinery. To produce functional spliceosomes, individual snRNPs undergo a stepwise assembly process that is tightly controlled in time and space. In this study, we combined functional genetics, proteomic and genomic approaches to define an evolutionarily conserved protein Ecd as a crucial mediator of the U5 snRNPs assembly that guards the delivery of the core splicing factor Prp8 to the Sm protein ring of forming snRNP particles (Figure 8D). In contrast, the *ecd* loss impairs Prp8 stability and U5 snRNP biogenesis, causing genome-wide alterations in gene expression and splicing.

Ecd was originally described through isolation of the conditional *ecd^1^* mutant allele in *Drosophila* (32,59). While the molting defects and developmental arrest of *ecd^1^*homozygous mutant larvae had been attributed to the systemic deficiency of the major steroid hormone ecdysone, functional experiments using genetic mosaics firmly established the cell-autonomous requirement of Ecd for cell survival (22,27 and this study). The cell-intrinsic role of Ecd has been further underscored by a number of recent studies in fly and mammalian cells reporting Ecd interactions with proteins of the splicing machinery, components of the U5 snRNP in particular, and the HSP90-R2TP/PFDL co-chaperone implicated in RNP assembly (19,22,24,26). Consistent with the proposed role of Ecd in pre-mRNA splicing, we now demonstrate that, like Prp8 (60), Ecd function remains vital beyond animal development to maintain tissue function and homeostasis during adulthood.

Our experiments in *Drosophila* S2 cells and larval tissues *in vivo* revealed the reduction of overall Prp8 protein levels as a common molecular feature of *ecd* loss, indicating that through binding to Ecd Prp8 might be stabilized and protected from undesired interactions. Interestingly, programmed downregulation of selected snRNP proteins to avoid their aggregation and proteotoxicity has been reported (19,61–63). For example, knockdown of PRMT5 complex subunits that facilitate the assembly of a toroidal Sm protein ring on the *U snRNAs* resulted in a transient backlog of Sm proteins and their subsequent lysosomal degradation in HeLa cells (61).

The function of Prp8 caretaker has been recently assigned to the Hsp90-R2TP/PFDL co-chaperone complex (19,25,26). As chemical inhibition of Hsp90 resulted in reduced Prp8 protein levels in mammalian cultured cells it has been proposed that R2TP binding stabilizes unassembled forms of Prp8 on their way towards newly forming U5 snRNP in the cytoplasm (19). Intriguingly, Ecd along with other proteins, including ZNHIT2 and TSSC4, were identified as putative interactors of the R2TP complex and Prp8 in HeLa cells (19,64) with ZNHIT2 being highlighted as the bridging factor between R2TP complex and Prp8 (23). Here we demonstrate that the interactions of Ecd with the R2TP complex are conserved in *Drosophila*. Like in mammalian cells, binding of *Drosophila* Ecd to PIH1D1 relies, at least in part, on the DSDD/DEDD motifs, while interaction with Pontin/RUVBL1 is not affected by the substitution of Ser/Glu with Ala. The genetic rescue experiments, however, provide functional evidence that the Ecd•R2TP assembly, is not essential *in vivo*. Although compromised in R2TP binding, the Ecd^TripleA^ mutant protein fully restored the viability and growth of *ecd* deficient imaginal disc cells. In contrast, the truncated Ecd^Δ34^ protein, which interactions with Pontin, PIH1D1, and Prp8 were not affected (22 and this study), failed to rescue. The fact that the Ecd^Δ34^ mutant protein retained the capacity to bind to and likely protect Prp8 from degradation strongly indicated that the Prp8 instability observed in *ecd* deficient cells (*ecd^1^*, *ecd^RNAi^*) represents a phenotypic hallmark but is not per se causative to the loss of cell viability. Intriguingly, our unbiased proteomic approach identified SmD3 as a novel binding partner of Ecd and demonstrated a pivotal role of the C-terminal part of the Ecd protein to mediate this interaction. Based on these findings, we, therefore, propose that the primary role of Ecd is to act as an adaptor between Prp8 sub-assemblies and SmD3 within the core U5 snRNP particle rather than between Prp8 and the R2TP complex. We further suggest that Ecd aids Prp8 stabilization, and their cooperative binding promotes efficient interaction with SmD3, while their selective affinity to *U5 snRNA* confers specificity to U5 snRNP assembly. Importantly, our data are not in conflict with the described role of R2TP/PRFD and its cofactors TSSC4 and ZNHIT2 in tethering and shielding Prp8 (19,23). Noteworthy, *Drosophila* TSSC4 ortholog, encoded by *Drosophila* CG6674, was present within the Ecd interactome. Yet, TSSC4 binding to Ecd^wt^ and the mutant Ecd^Δ34^ protein did not differ. It is tempting to speculate that Ecd and R2TP might cooperate to stabilize Prp8 in conditions or tissues, which demand higher production of U5 snRNPs. Such multivalent interactions between Prp8-associated proteins and the R2TP complex may provide robustness while securing a minimum stabilization of Prp8 in absence of either of the adaptors.

Consistent with its role in guiding Prp8 to the forming U5 snRNP, the interaction between SmD3 and Prp8 markedly weakened in cells lacking Ecd. In addition, the amount of all other U5 snRNP-specific proteins, including Brr2, Snu114, Holn1, snRNP40 and DDX23 precipitated by SmD3, were lower. These results support the notion that Ecd promotes U5 snRNP assembly while its loss leads to ‘dead-end’ U5 snRNP intermediates that cannot complete maturation. Given the multidomain structure of Prp8 and the fact that it forms the most extensive contacts with the *U5 snRNA* (65), it is tempting to speculate that Prp8 serves as a central hub, which binding to the core U5 RNPs precedes the cytoplasmic and nuclear loading of other U5-specific proteins (66). Alternatively, U5 proteins might be mutually dependent on each other, and their stable integration could be organized in a concerted fashion (62). Whether Prp8 acts as a seed that promotes binding of other U5-specific proteins is an interesting question that awaits further investigation. Interestingly, apart from the enrichment of proteins linked to the splicing machinery, SmD3 interactome revealed an overrepresentation of factors associated with ribosome biogenesis, translation, and pole cell development. These data are in accord with a report on the existence of non-canonical SmD3-containing complexes present in polar granules within the pole plasm of *Drosophila* oocytes where SmD3 guides proper localization of *oskar* mRNA likely independent of its role in splicing (67). Crosstalk between Sm proteins and ribosomes have been reported in bacteria, fly, as well as mammalian cells (68–70).

Finally, the cell deprivation of mature U5 snRNPs was associated with a broad change in gene expression and splicing profiles in *ecd* deficient larvae. Based on the enrichment of particular GO categories among differentially expressed genes, we propose that the aberrant gene expression arises as a consequence of spliceosome scarcity, which impacts transcription and pre-mRNA processing, but also reflects the adaptive stress response mounted by the different cells lacking Ecd. The upregulation and overrepresentation of genes associated with response to DNA damage and repair including *mre11* and *Ku80*, the fly ortholog of human *XRCC5*, as well as missplicing of *dre4*, a component of a conserved histone chaperone FACT complex which facilitates transcription by promoting nucleosome disassembly and assembly (71) are particularly noteworthy given the growing interest in mechanisms that link aberrant pre-mRNA processing and genome instability, including the formation of highly mutagenic DNA:RNA hybrids called R-Loops and DNA replicative stress (72–76). 

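The genes named here rose by 1.5 to 2.6 times in their mean normalized counts. *mre11* (2L, 11282090 to 11284335), which encodes a nuclease that processes broken DNA ends, went from 1127 ± 145 normalized counts in *w1118* to 2287 ± 441 in *ecd1* larvae (SD, n = 3 samples each), a log2 fold change of 1.01 (SE 0.17, adjusted p = 0.00713 from limma). *Ku80* (2L, 15768630 to 15771159), a subunit gene of the complex that binds broken ends for nonhomologous end joining, went from 835 ± 104 to 2177 ± 613, a log2 fold change of 1.35 (SE 0.21, adjusted p = 0.00604 from limma). *hid*, a cell death gene and target of p53, went from 336 ± 72.3 to 674 ± 148, a log2 fold change of 1.00 (SE 0.23, adjusted p = 0.0161 from limma). The level of *dre4* went from 6576 ± 805 to 9849 ± 906, a log2 fold change of 0.59 (SE 0.12, adjusted p = 0.0118 from limma). For *hid* the adjusted p was 0.0517 without *w1118* replicate 2, 0.0557 without *w1118* replicate 3 and 0.0618 without *ecd1* replicate 2, and for *dre4* it was 0.0501 without *ecd1* replicate 2.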

Whether specific transcripts are sensitive to *ecd* loss, what makes them vulnerable to missplicing, and the alleged role of Ecd in maintaining genome integrity are intriguing questions that remain to be addressed in the future.

## DATA AVAILABILITY

The raw and processed next generation sequencing and mass spectrometry proteomic data are available in the following databases:

RNA-Seq data: Gene Expression Omnibus (GEO) database (RRID:SCR_007303) GSE149056 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE149056). A link to a UCSC Genome browser session: https://genome-euro.ucsc.edu/s/dstankov/erkelenz_transcriptome_ecd1

Mass spectrometry proteomic data: ProteomeXchange (PXD) PXD019838 for Ecd protein interactome in *Drosophila* S2 cells, and PXD019761 for SmD3 protein interactome in wing imaginal discs.

## Supplementary Material

gkaa1274_Supplemental_Files

# Supplementary material for: Ecd promotes U5 snRNP maturation and Prp8 stability
**Source:** Nucleic Acids Res. 2021 Jan 14;49(3):1688–707. doi: 10.1093/nar/gkaa1274
**Supplement:** gkaa1274_Supplemental_Files

A

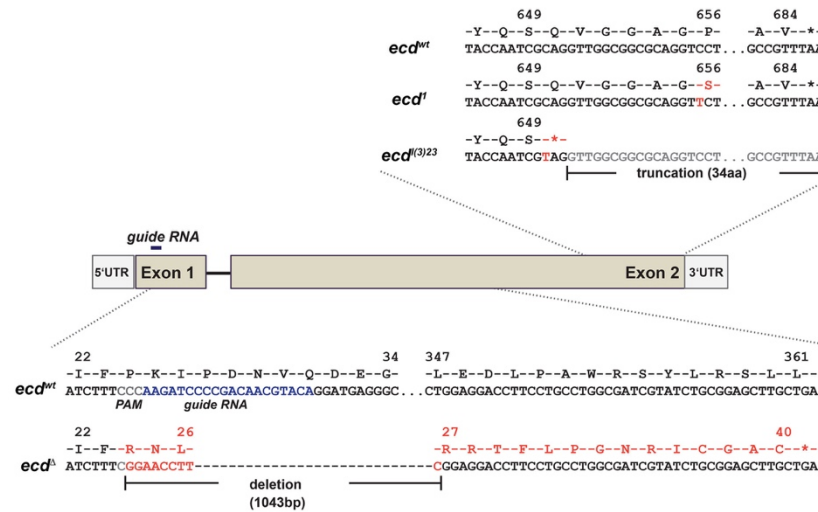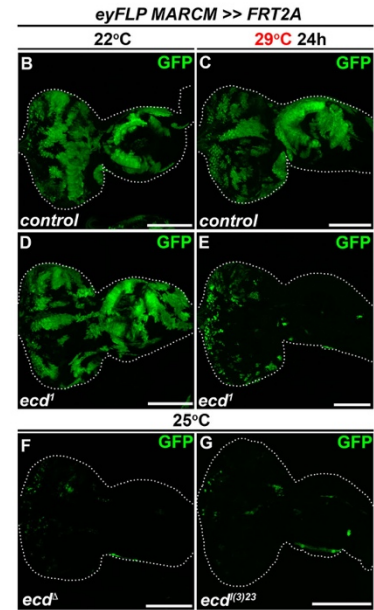

Supplementary Figure S1. Loss of *ecd* causes cell lethality.

(A) Schematic representation of the *ecd* genomic locus, mutant *ecd*^l, *ecd*^Δ and *ecd*^{l(3/23)} alleles and respective wild-type and mutant versions of the Ecd protein. Numbers above letters indicate amino acid (aa) positions while black and red asterisks mark endogenous and premature stop codons, respectively. In contrast to a wild-type allele (*ecd*^{wt}) encoding 684 aa long Ecd protein, the *ecd*^{l(3/23)} allele contains a premature stop codon due to a C to T transition, generating a truncated Ecd^{Δ34} protein that lacks the last 34 aa at the C-terminus (light grey). Mutation of conserved proline 656 to serine (P565S) generates a conditional, temperature sensitive *ecd*^l allele. In the *ecd*^Δ allele, a frameshifting indel introduced by CRISPR-Cas9 creates a peptide comprising 40 amino acids of which only twenty-three are shared with a wild-type Ecd protein. *ecd*^Δ likely represents a complete loss-of-function allele. The guide RNA targeting the exon 1 is highlighted in blue, the protospacer adjacent motif (PAM) sequence is shown in dark grey, nucleotide insertions are shown in light grey, black hyphen represent deleted nucleotides. Note that the second gRNA expressed from the *pCFD5-gRNA-Ecd* construct targeting the 3' end of exon 2 did not cleave and was omitted from the schematic.

(B-G) Representative confocal images of third instar EADs where homozygous GFP-labelled clones of the indicated genotypes were generated using the eyFLP MARCM technique. In contrast to control clones which grow and survive at permissive (B) as well as restrictive temperature (C), majority of homozygous *ecd*^l clones are eliminated from EADs when larvae were upshifted to 29°C for 24 h (D, E). Only rare and extremely small *ecd*^Δ (F) and *ecd*^{l(3/23)} (G) homozygous mutant clones could be recovered in EADs of larvae grown at 25°C. Micrographs show projections of multiple confocal sections of mosaic EADs dissected from third instar larvae 7 days AEL. EAD outlines were generated based on DAPI staining. Scale bars: 100 μm.

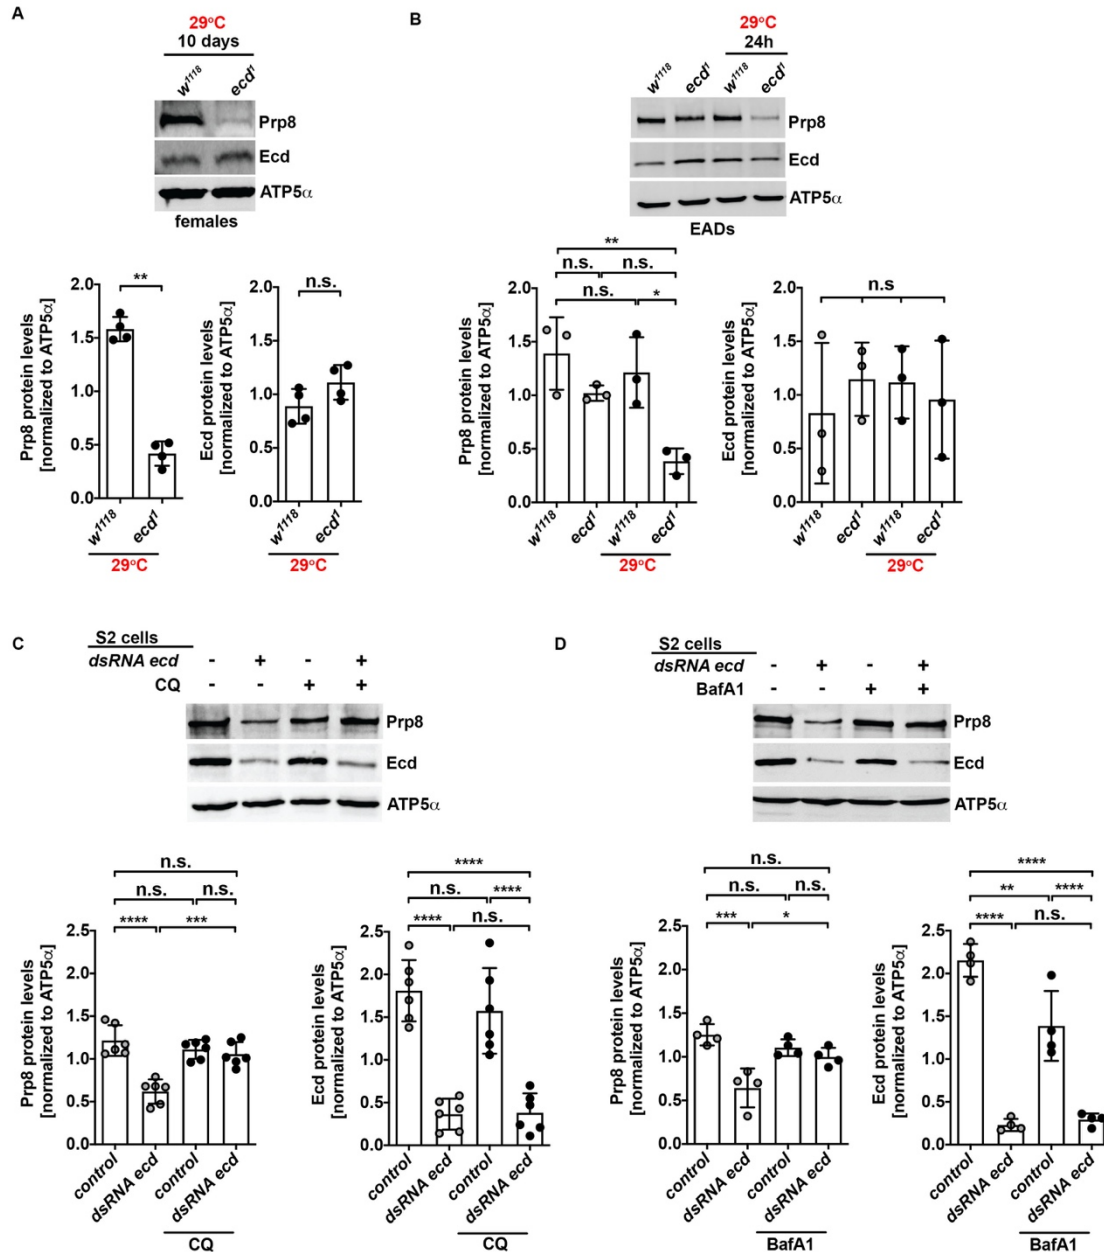

Supplementary Figure S2. *Ecd* deficiency reduces Prp8 protein levels in imaginal disc cells.

(A) Representative western blot and quantification show reduced Prp8 levels in adult female flies kept at 29°C for 10 days relative to controls (*w¹¹¹⁸*). Mitochondrial ATP synthase subunit 5 (ATP5 α) served as a loading control. Data represent means $\pm$ SD, $n = 4$. Paired two-tailed Student's *t*-test was used to determine significance, $**P < 0.01$, n.s. = non-significant.

(B) Representative western blot and quantification show reduced Prp8 but not Ecd protein levels in EADs dissected from homozygous mutant *ecd¹* larvae kept at 29°C for 24 hours relative to controls (*w¹¹¹⁸*). Mitochondrial ATP synthase subunit 5 (ATP5 α) was used as a loading control. Data represent means $\pm$ SD, $n = 3$. Two-way ANOVA with Tukey's multiple comparisons test was used to determine significance, $*P < 0.05$, $**P < 0.01$ and n.s. = non-significant.

(C-D) Prp8 levels are partially restored in *ecd*-depleted *Drosophila* S2 cells (dsRNA *ecd*) after blocking of the autophagy-lysosomal pathway with Chloroquine (CQ: 100 μ M, 24 hours) or Bafilomycin A1 (BafA1: 400 nM, 24 hours). Control cells were treated with dsRNA against *lacZ*. Note that neither CQ nor BafA1 further stabilizes Prp8 or Ecd in control cells. Mitochondrial ATP synthase subunit 5 (ATP5 α) served as a loading control. Data represent means $\pm$ SD, CQ: $n = 6$, BFA1: $n = 4$. Statistical significance was determined by ordinary one-way ANOVA with Tukey's multiple comparisons test, $*P < 0.05$, $**P < 0.01$, $***P < 0.001$, $****P < 0.0001$, n.s. = non-significant.

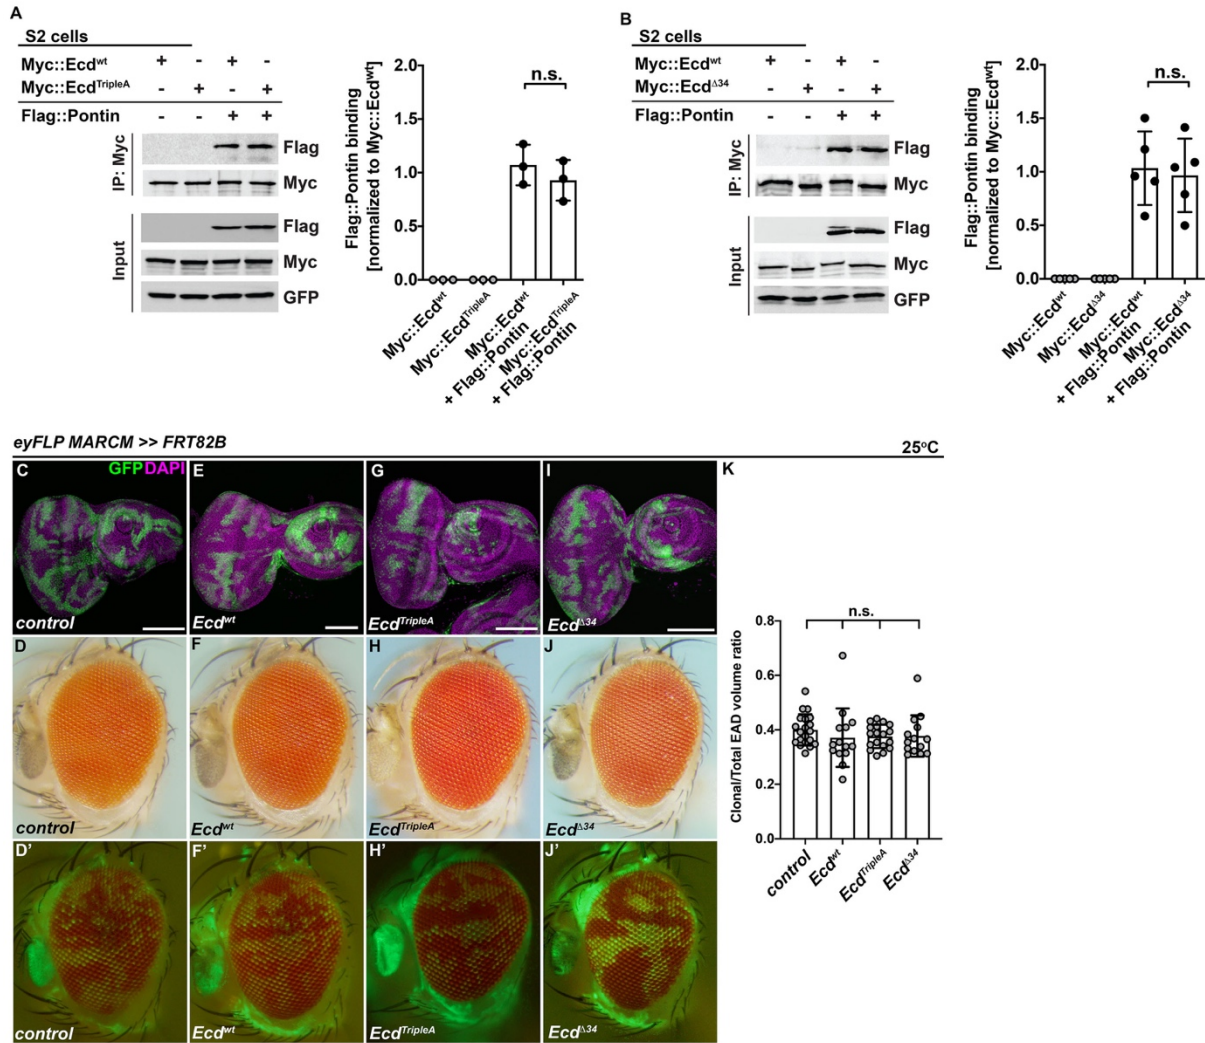

Supplementary Figure S3. Ecd^{TripleA} and Ecd^{Δ34} mutant proteins retain capacity to interact with Pontin and their clonal overexpression induces no visible phenotypes.

(A-B) Representative western blot and quantification show that Myc-tagged wild-type Ecd, Ecd^{TripleA} (A) and truncated Ecd^{Δ34} (B) proteins co-precipitate Flag::Pontin from *Drosophila* S2 cell lysates with the same efficiency. Myc-tagged proteins served as a bait. GFP was used as a transfection and loading control. Data represent means $\pm$ SD, $n = 3$. Unpaired two-tailed Student's *t*-test was used to determine significance, n.s. = non-significant.

(C-J) Representative confocal micrographs of mosaic third instar EADs and brightfield/fluorescent images of adult eyes where homozygous GFP-labelled clones of the indicated genotypes were generated using the eyFLP MARCM technique. Similar to GFP-labeled control EAD clones (C, D), clonal overexpression of Ecd^{wt} (E, F), Ecd^{TripleA} (G, H) or Ecd^{Δ34} (I, J) did not affect clone size, clone number or adult eye development. Micrographs are projections of multiple confocal sections, showing EADs 7 days AEL. Nuclei were counterstained with DAPI. Scale bars: 100 μ m (C, E, G, I).

(K) Quantification of clonal to total EAD volume ratios from confocal micrographs of mosaic EADs of the indicated genotypes. Data represent means $\pm$ SD, $n = 14-20$. Ordinary one-way ANOVA with Tukey's multiple comparisons test was used to determine significance, n.s. = non-significant.

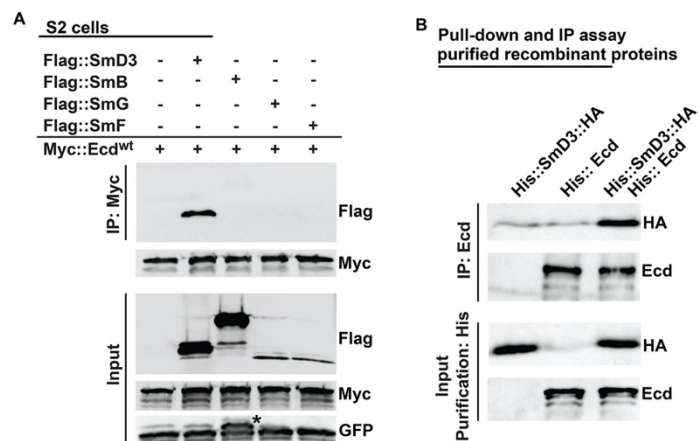

Supplementary Figure S4. Ecd directly binds Smd3, but not SmB, SmG or SmF.

(A) Co-IP assays in *Drosophila* S2 cells using the anti-Myc magnetic beads reveal a strong binding of Flag::Smd3 to Myc::Ecd^{wt} protein, compared to a weak or no interaction with Flag-tagged SmB, SmG or SmF protein. Myc::Ecd^{wt} protein served as a bait. GFP was used as a transfection and loading control. Asterisk indicates remaining signal for Flag::SmB protein detected with an anti-Flag antibody after membrane was re-probed with an anti-GFP antibody. Representative example of three independent experiments.

(B) Co-IP experiments carried out with the recombinant His-tagged Smd3::HA and Ecd proteins, which were affinity purified from bacteria, demonstrate direct binding between Ecd and Smd3. Proteins were pulled down with the Ecd antibody-coated magnetic beads. Representative example of three independent experiments.

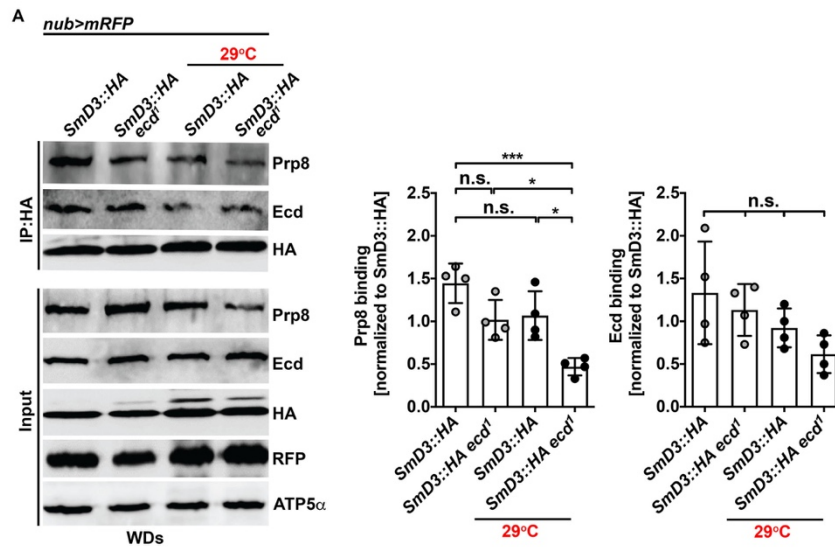

Supplementary Figure S5. Prp8 binding to SmD3 requires Ecd.

(A) Representative western blot and quantification of independent IP assays demonstrate reduced binding of endogenous Prp8 to the transgenic SmD3::HA protein in wing imaginal disc lysates of homozygous *ecd*¹ larvae relative to control (*w*¹¹¹⁸) grown at restrictive (29°C) but not permissive temperature (18°C). Proteins were pulled down by the HA antibody-coated magnetic beads. Data represent means $\pm$ SD, $n = 4$. Statistical significance was determined by two-way ANOVA with Tukey's multiple comparisons test, * $P < 0.05$, *** $P < 0.001$, n.s. = non-significant.

(A) Representative western blot and quantification of independent co-IPs show that overexpression of wild-type Prp8 potentiates binding of endogenous Ecd to a transgenic SmD3::HA protein in *nub>mRFP, SmD3::HA, Prp8^{wt}* wing imaginal discs compared to *nub>mRFP, SmD3::HA* samples. Note a partial recovery of *Prp8^{wt}* and SmD3::HA interaction following Prp8 overexpression in *ecd* deficient imaginal tissue. Proteins were pulled down using the HA antibody-coated magnetic beads. Data represent means $\pm$ SD, $n = 4$. Ordinary one-way ANOVA with Tukey's multiple comparisons test was used to determine significance, $*P < 0.05$, $***P < 0.001$, $****P < 0.0001$, n.s. = non-significant.

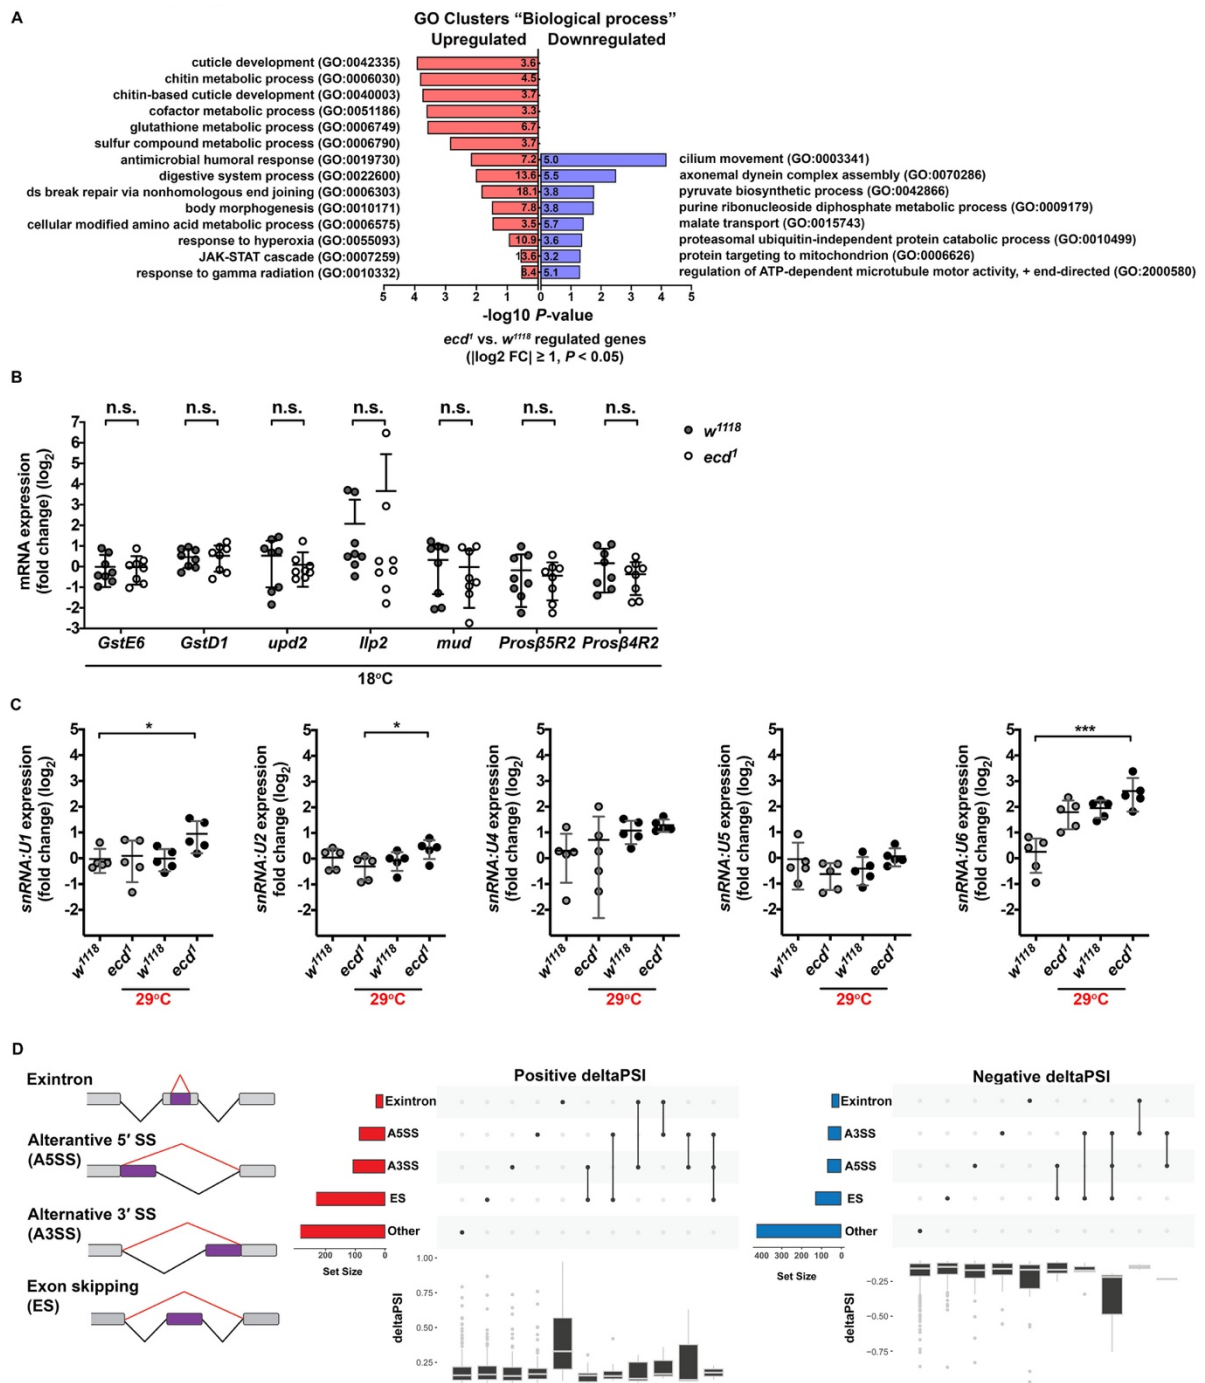

Supplementary Figure S7. *Ecd* loss induces genome-wide alteration of gene expression and splicing.

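The numbers of genes behind the GO terms of this chart differ from those in the list of regulated genes, and a log2 threshold of 2 does not account for them. In the authors' deposited table, 394 genes that rose and 1400 that fell were tested against a background of 10698 genes, while the authors' deposited list of regulated genes holds 214 genes that rose and 826 that fell with an absolute log2 fold change of at least 2, and 771 and 2181 with at least 1. The title of the authors' deposited table names a threshold of 2, whereas the paper's legend of this chart gives an absolute log2 fold change of at least 1. More genes were tested than pass a log2 threshold of 2. Why fewer were tested than the 771 and 2181 with at least 1 was not examined here. Of 81 genes named under the terms of the rising genes and found in the authors' deposited list, 50 had an absolute log2 fold change below 2, and so did 71 of 109 under the terms of the falling genes. Of the 26 terms that the authors' deposited table lists for genes that rose, 6 had a q above 0.05, and so had 26 of the 57 terms for genes that fell.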

(A) The bar chart shows enriched functional GO clusters (Fold enrichment ≥ 3 , $P < 0.05$, depicted within the bars, see also Supplementary Dataset S3) among genes that are up (red) and downregulated (blue) ($|\log_2 FC| \geq 1$, $P < 0.05$) in homozygous mutant *ecd¹* larvae relative to control (*w¹¹¹⁸*).

(B) None of the genes differentially expressed in homozygous mutant *ecd¹* larvae at 29°C relative to control (*w¹¹¹⁸*) (see Figure 7A, 7B and Supplementary Dataset S3) is affected at permissive temperature as determined

by RT-qPCR. Levels of *rp49* transcript were used for normalization. Data represent means $\pm$ SD, $n = 8$. Unpaired two-tailed Student's *t*-test with Welch's correction was used to determine significance, n.s. = non-significant.

(C) Levels of *U1*, *U2*, *U4*, *U4* and *U6* *snRNAs* remain largely unchanged in wing imaginal discs (WDs) dissected from control (*w¹¹¹⁸*) and *ecd¹* homozygous mutant larvae grown at permissive or restrictive temperature. RT-qPCR data are means $\pm$ SD normalized to *rp49* transcript, $n = 5$. Statistical significance was determined using two-way ANOVA with Tukey's multiple comparisons test, $*P < 0.05$, $***P < 0.001$, all other comparisons are non-significant.

(D) Classification of global alternative splicing (AS) changes in *ecd¹* homozygous mutant third instar larva upshifted to a restrictive temperature for two days, including Exintron, Alternative 5' (A5SS) and 3' (A3SS) splice site usage, Exon skipping (ES) and other. Altered spliced junction usage (delta percent spliced in, deltaPSI) for each class is shown as boxplots below. See also Supplementary Dataset S4.

Supplementary Table S1. List of *Drosophila* lines

Name	Genotype	Source	Identifier
<i>w</i> ¹¹¹⁸	<i>w</i> ¹¹¹⁸	Bloomington <i>Drosophila</i> Stock Center	RRID: BDSC_3605
<i>ecd</i> ¹	<i>w</i> ; <i>ecd</i> ¹ /TM6B	Garen et al., 1977	
<i>ecd</i> ^Δ	<i>w</i> ; <i>ecd</i> ^Δ /TM6B	this study	
<i>ecd</i> ^{RNAi}	<i>w</i> ; <i>UAS-ecd</i> ^{RNAi}	Claudius et al., 2014	
<i>prp8</i> ^{RNAi}	<i>w</i> ; <i>UAS-prp8</i> ^{RNAi}	Vienna <i>Drosophila</i> Research Center (ID 18565)	
<i>Prp8</i> ^{wt}	<i>w</i> ; <i>UAS-Prp8</i> ^{wt}	Stankovic et al., 2020	
<i>Ecd</i> ^{wt}	<i>w</i> ; <i>pUAST-attB-Ecd</i> ^{wt} <i>attP40</i>	this study, self-injected	
<i>Ecd</i> ^{Δ34}	<i>w</i> ; <i>pUAST-Myc::Ecd</i> ^{Δ34}	this study, self-injected	
<i>Ecd</i> ^{TripleA}	<i>w</i> ; <i>pUAST-attB-Myc::Ecd</i> ^{TripleA} <i>attP40</i>	this study, University of Cambridge Department of Genetics, Fly Facility	
<i>SmD3::HA</i>	<i>w</i> ; <i>UAS-SmD3::3xHA</i>	FlyORF Zurich (F003987)	
<i>SmD3::HA, ecd</i> ^{RNAi}	<i>w</i> ; <i>UAS-SmD3::3xHA, UAS-ecd</i> ^{RNAi}	this study	
<i>SmD3::HA, Prp8</i> ^{wt}	<i>w</i> ; <i>UAS-SmD3::3xHA, pUAST-attB-Prp8</i> ^{wt} <i>attP2</i>	this study	
<i>SmD3::HA, ecd</i> ^{RNAi} , <i>Prp8</i> ^{wt}	<i>w</i> ; <i>UAS-SmD3::3xHA, UAS-ecd</i> ^{RNAi} , <i>pUAST-attB-Prp8</i> ^{wt} <i>attP2</i>	this study	
<i>nub>mRFP</i>	<i>w</i> ; <i>nubbin-Gal4, UAS-myr-mRFP/ CyO</i>	this study generated from RRID:BDSC_63148 by outcrossing the P{w ⁺ mC=UAS-GFP.dsRNA.R}142/TM6B, Tb ¹	
<i>nub>mRFP, ecd</i> ¹	<i>w</i> ; <i>nubbin-Gal4, UAS-myr-mRFP/ CyO; ecd</i> ¹ /TM6B	this study	
<i>nub</i> ^{TS} > <i>mRFP</i>	<i>w</i> ; <i>nubbin-Gal4, UAS-myr-mRFP/ CyO; tub-Gal80</i> ^{TS} /TM6B	this study	
<i>nub>mRFP; SmD3::HA, Gal80</i> ^{TS}	<i>w</i> ; <i>nubbin-Gal4, UAS-myr-mRFP/ CyO; UAS-SmD3::3xHA, tub-Gal80</i> ^{TS} /TM6B	this study	
<i>ey MARCM >> FRT2A Green</i>	<i>eyFLP; act>y⁺>Gal4, UAS-GFP/ T(2;3)B3, CyO:TM6 Tb¹; P{w=FRT(w)}2A, tub-Gal80</i>	this study	
<i>FRT2A</i>	<i>w</i> ; P{w=FRT(w)}2A	Bloomington <i>Drosophila</i> Stock Center	RRID:BDSC_1997
<i>ecd</i> ^Δ <i>FRT2A</i>	<i>w</i> ; <i>ecd</i> ^Δ , P{w=FRT(w)}2A/ TM6B	this study	
<i>Ecd</i> ^{wt} , <i>ecd</i> ^Δ <i>FRT2A</i>	<i>w</i> ; <i>pUAST-attB- Ecd</i> ^{wt} <i>attP40, ecd</i> ^Δ , P{w=FRT(w)}2A/ TM6B	this study	
<i>Ecd</i> ^{Δ34} , <i>ecd</i> ^Δ <i>FRT2A</i>	<i>w</i> ; <i>UAS-Myc::Ecd</i> ^{Δ34} ; <i>ecd</i> ^Δ , P{w=FRT(w)}2A/ TM6B	this study	
<i>Ecd</i> ^{TripleA} , <i>ecd</i> ^Δ <i>FRT2A</i>	<i>w</i> ; <i>pUAST-attB-Myc::Ecd</i> ^{TripleA} <i>attP40; ecd</i> ^Δ , P{w=FRT(w)}2A/ TM6B	this study	
<i>ey MARCM >> FRT82B Green</i>	<i>eyFLP; act>y⁺>Gal4, UAS-GFP; P{ry⁺t7.2=neoFRT}82B tub-Gal80</i>	Pagliarini and Xu, 2003	
<i>FRT82B</i>	P{ry ⁺ t7.2=neoFRT}82B ry ⁶⁰⁵	Bloomington <i>Drosophila</i> Stock Center	RRID:BDSC_2035

<i>Ecd^{wt}; FRT82B</i>	<i>w; pUAST-attB- Ecd^{wt} attP40; P{ry^{+t7.2}=neoFRT}82B</i>	this study	
<i>Ecd^{Δ34}; FRT82B</i>	<i>w; UAS-Myc::Ecd^{Δ34}; P{ry^{+t7.2}=neoFRT}82B</i>	this study	
<i>Ecd^{TripleA}; FRT82B</i>	<i>w; pUAST-attB-Myc::Ecd^{TripleA} attP40; P{ry^{+t7.2}=neoFRT}82B</i>	this study	
<i>nos-cas9, Lig4¹⁶⁹</i>	<i>y,w, P(nos-cas9), Lig4¹⁶⁹/ FM7i, P{w^{+mC}=ActGFP}JMR3</i>	this study generated from <i>y1 P(nos-cas9, w+) M(3xP3-RFP.attP)ZH-2A w*</i> (VDRC 300001) by removing <i>M(3xP3-RFP.attP)</i> via Cre-mediated recombination and introducing <i>Lig4¹⁶⁹</i> from <i>w, Lig4¹⁶⁹</i> stock (RRID:BDSC_28877)	
<i>esg^{TS>}</i>	<i>w; escargot-Gal4, UAS-GFP, tub-Gal80^{TS}</i>	Biteau et al. 2008	
<i>pCFD5-gRNA-Ecd</i>	<i>v; pCFD5-gRNA-Ecd attP40/ CyO</i>	this study	
<i>y, w, nos-phiC31; attP40</i>	<i>y¹ w* P{y[+t7.7]=nos-phiC31\int.NLS}X; P{y[+t7.7]=CaryP}attP40</i>	Bloomington <i>Drosophila</i> Stock Center	RRID:BDSC_79604
<i>y, v, nos-int; attP40</i>	<i>y¹ v¹ P{y[+t7.7]=nos-phiC31int.NLS}X; P{y[+t7.7]=CaryP}attP40</i>	Bloomington <i>Drosophila</i> Stock Center	RRID:BDSC_25709

Supplementary Table S2. List of oligonucleotides and plasmids

Primers used for RT-PCR

Name	Sequence (5'-3')	Purpose
<i>prp8 For</i>	TGGTACAAGGAGCATTGTCCACCT	qPCR
<i>prp8 Rev</i>	AGCCTCAACCCAATCCAGAGTTGT	qPCR
<i>ecd For</i>	ACCCAAGAAGCTCTACAAGCCGAA	qPCR
<i>ecd Rev</i>	ACCTTTGCTGTCAGTCCTGTGGAA	qPCR
<i>rp49 For</i>	TGTTGTCGATACCCTTGGGCTT	qPCR
<i>rp49 Rev</i>	TGTTGTCGATACCCTTGGGCTT	qPCR
<i>U5 snRNA For</i>	CTCTGGTTTCTCTCAATTGTC	qPCR
<i>U5 snRNA Rev</i>	TAGACTCATTAGAGTGTTCCCTC	qPCR

<i>U2 snRNA For</i>	CGCTTCTCGGCCTTATGGC	qPCR
<i>U2 snRNA Rev</i>	CTGCAATACCGGGCCAACC	qPCR
<i>U1 snRNA For</i>	GAGGCTTGGCCATTGCACC	qPCR
<i>U1 snRNA Rev</i>	AACGCCATTCCCGGCTACC	qPCR
<i>U6 snRNA For</i>	TCTTGCTTCGGCAGAACATATA	qPCR
<i>U6 snRNA Rev</i>	AAATGTGGAACGCTTCACGATT	qPCR
<i>U4 snRNA For</i>	CGCAGTGGCAATACCGTAAC	qPCR
<i>U4 snRNA Rev</i>	GGCTTCCAAAAATTGCCGTAGTGG	qPCR
<i>GstE6 For</i>	CCAAGGAGCGATACGATGCCA	qPCR
<i>GstE6 Rev</i>	CCACGAAGGCCTCAAGGGAG	qPCR
<i>upd2 For</i>	GAGCCTCAGCGATAGCAGCG	qPCR
<i>upd2 Rev</i>	ACGAAGGTCTGCATGTGGCGG	qPCR
<i>mud For</i>	CCTTGGAGCAGTCGGATCTGGAC	qPCR
<i>mud Rev</i>	GGCAGATCGACTTCCTTGTCATCCTG	qPCR
<i>Ilp8 For</i>	GCACAACAAGCATCACTACATCA	qPCR
<i>Ilp8 Rev</i>	GTTGTAGGACCTGCTCGAGTG	qPCR
<i>GstD1 For</i>	GTCGAGCTGAACAAGAAGCTG	qPCR
<i>GstD1 Rev</i>	CTCTGGTACAGCGTTCCCAT	qPCR
<i>Pros65R2 For</i>	GTGGATTCCAGAGCCACGTCGGG	qPCR
<i>Pros65R2 Rev</i>	GCAGTCGGCACTCCCTGGTC	qPCR
<i>Pros64R2 For</i>	GATCAAGGGACCAGACTTTGTGATGC	qPCR
<i>Pros64R2 Rev</i>	GCCATCATATTGAAGTCTGATAGTCGGTGG	qPCR
<i>dre4 exon 7 For</i>	CCACGCAACGGCAAATTCGATTC	qPCR - splicing
<i>dre4 exon 9 Rev</i>	CCCGGCTGTTGTACTIONGTCC	qPCR - splicing

<i>pex3</i> exon 1 For	TCCAAAGGCCAGCAATCGACC	qPCR - splicing
<i>pex3</i> exon 2 Rev	CACTTTTCCCGCTCCACCG	qPCR - splicing

Primers used for cloning

Name	Sequence (5'-3')	Purpose
<i>Myc::Ecd</i> ^[E496A, E566A, E621A] For	ATTGGGAATTCGGCCTGTCTAGAGAAGCTC<br>CGCCACC	cloning into pUAST attB with EcoRI
<i>Myc::Ecd</i> ^[E496A, E566A, E621A] Rev	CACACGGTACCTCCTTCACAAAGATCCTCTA<br>GCTTACG	cloning into pUAST attB with KpnI
<i>Ecd</i> ^{Δ34} For	AAAGTCGACATGAGCAAGATTCCAGGCAGC<br>A	cloning into pENTR4 with Sall
<i>Ecd</i> ^{Δ34} Rev	AAAGCGGCCGCTTAGTAGCTATCCATCATG<br>TTGC	cloning into pENTR4 with NotI
<i>Ecd</i> For	AAAGTCGACATGAGCAAGATTCCAGGCAGC<br>A	cloning into pUAST attB with Sall
<i>Ecd</i> Rev	AAGCGGCCGCTTAAACGGCCGACTCAGATA<br>TAT	cloning into pUAST attB with NotI
<i>PIH1D1</i> For	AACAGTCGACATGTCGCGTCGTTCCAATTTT<br>ATTGAG	cloning into pENTR4 with Sall
<i>PIH1D1</i> Rev	AACAGCGGCCGCGAATTCTTAGTTACTGAA<br>CACTGGAATGCGAACATG	cloning into pENTR4 with NotI
<i>Pontin</i> For	AACAGTCGACATGAAGATCGAGGAAGTCAA<br>GAGCACC	cloning into pENTR4 with Sall
<i>Pontin</i> Rev	AACAGCGGCCGCGAATTCTTACAACATAAA<br>CTTATTGTTCTTTTCGGACAAATGCTTC	cloning into pENTR4 with NotI
<i>SmD3</i> For	CAACAGTCGACATGTCTATCGGAGTGCCCA<br>TTAAAGTTCTGCACGAG	cloning into pENTR4 with Sall
<i>SmD3</i> Rev	AACAGCGGCCGCGACTACAGGCCGCGCGT<br>CCTCG	cloning into pENTR4 with NotI
<i>SmB</i> For	CAACGTCGACATGACGATCGGCAAGAACAA<br>CAAAATG	cloning into pENTR4 with Sall
<i>SmB</i> Rev	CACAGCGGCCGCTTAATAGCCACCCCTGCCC<br>G	cloning into pENTR4 with NotI
<i>SmG</i> For	CAACGTCGACATGTCTGAAGGCCCATCCCC	cloning into pENTR4 with Sall
<i>SmG</i> Rev	CACAGCGGCCGCTAGACCCTGTCCAGGGC<br>C	cloning into pENTR4 with NotI
<i>SmF</i> For	CAAAGGATCCGGATGTCGGCTGGTATGCCC<br>ATT	cloning into pENTR4 with BamHI
<i>SmF</i> Rev	CACAGCGGCCGCTAGTCGCGCATTTGCCC<br>C	cloning into pENTR4 with NotI
<i>SmD3::1xHA</i> For	TTCTGCGCGCACAGGCTCGTGGCAGAGGAA<br>GAGG	cloning into pENTR4-SmD3 with BssHII
<i>SmD3::1xHA</i> Rev	TAGTCGCGGCCGCTTACGCATAGTCAGGAA<br>CATCGTATGGGTAGCCCAGGCCGCGCG	cloning into pENTR4-SmD3 with NotI

<i>pCFD5_gEcd Fwd</i>	GCGGCCCGGGTTCGATTCCCGGCCGATGCA<br>TGTACGTTGTCGGGGATCTTGTTTAGAGCT<br>AGAAATAGCAAG	tRNA seq,<br>gRNA core<br>pCFD5 cloning
<i>pCFD5_gEcd Rev</i>	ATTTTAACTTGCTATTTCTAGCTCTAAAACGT<br>AATCCCGCTTAAACGGCCTGCACCAGCCGG<br>GAATCGAACCC	tRNA seq,<br>gRNA core<br>pCFD5 cloning
<i>dEcd 3-UTR CRISPR screen Rev</i>	GGAGCTGGCTACCACAACAACCAGGA	screening CRISPR-Cas9<br>deletion
<i>dEcd 5-UTR CRISPR screen For</i>	ACTAGCTGGAGTGTCAAGTGA	screening CRISPR-Cas9<br>deletion

Primers used for *in vitro* transcription

Name	Sequence (5'-3')
<i>LacZ For</i>	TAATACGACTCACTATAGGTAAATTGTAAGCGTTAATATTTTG
<i>LacZ Rev</i>	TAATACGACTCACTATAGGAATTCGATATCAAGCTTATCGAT
<i>ecd 3'UTR For</i>	TAATACGACTCACTATAGGGGCGGGATTAC AGGAATTAGT ATAGTC
<i>ecd 3'UTR Rev</i>	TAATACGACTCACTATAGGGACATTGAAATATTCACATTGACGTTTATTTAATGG

Plasmids

Name	Purpose
<i>pENTR4 Ecd^{wt}</i>	Gateway entry vector, cloning
<i>pENTR4 Ecd^{Δ34}</i>	Gateway entry vector, cloning
<i>pENTR4 Ecd^[S496A,E566A,E621A]</i>	Gateway entry vector, cloning
<i>pENTR4 PIH1D1</i>	Gateway entry vector, cloning
<i>pENTR4 Pontin</i>	Gateway entry vector, cloning
<i>pENTR4 SmD3</i>	Gateway entry vector, cloning
<i>pENTR4 SmB</i>	Gateway entry vector, cloning
<i>pENTR4 SmG</i>	Gateway entry vector, cloning
<i>pENTR4 SmF</i>	Gateway entry vector, cloning
<i>pENTR4 SmD3::1xHA</i>	Gateway entry vector, cloning
<i>pTMW Ecd^{wt}</i>	S2 cell expression, Co-IP

<i>pTMW Ecd^{A34}</i>	S2 cell expression, Co-IP, <i>Drosophila</i> transgenesis
<i>pTMW Ecd^[S496A, E566A, E621A]</i>	S2 cell expression, Co-IP
<i>pTFW PIH1D1</i>	S2 cell expression, Co-IP
<i>pTFW Pontin</i>	S2 cell expression, Co-IP
<i>pTFW SmD3</i>	S2 cell expression, Co-IP
<i>pTFW SmB</i>	S2 cell expression, Co-IP
<i>pTFW SmG</i>	S2 cell expression, Co-IP
<i>pTFW SmF</i>	S2 cell expression, Co-IP
<i>pDEST17-SmD3::1xHA</i>	<i>E.coli BL21</i> expression, Co-IP
<i>pET28b Ecd</i>	<i>E.coli BL21</i> expression, Co-IP
<i>pUAST attB Myc::Ecd^{wt}</i>	<i>Drosophila</i> transgenesis
<i>pUAST attB Myc::Ecd^[E496A, E566A, E621A]</i>	<i>Drosophila</i> transgenesis

How the deposited data were processed for this re-analysis (not part of the article)

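Total RNA of whole *w1118* and *ecd1* larvae, reared at 18°C for 10 days and kept at 29°C for 2 days, was sequenced in 3 biological replicates per genotype with 8 larvae per sample. The authors aligned the read pairs with TopHat2 2.0.10 to dm6, counted them per gene with featureCounts 1.6.4 and normalized them with DESeq2, whose version is not given in the sources used here, nor is the setting for strand or for reads shared by similar genes. The table of normalized counts that the authors deposited holds a signal per gene and sample, which is a count divided by 1 size factor per sample. The authors also deposited log2 fold changes with their standard errors, Wald scores and p-values from DESeq2, a table of regulated genes, and GO terms with their fold enrichment, p-values and q-values from GOrilla. The deltaPSI that the authors deposited is a score between −1 and 1 from LeafCutter 0.2.8 with 1 adjusted p-value per cluster of introns. The deposited report of the sequencing gives the fraction of reads on 1 strand, the insert size and the number of reads per sample. These tables were used as the authors' values and no column of per-sample values was left unassigned.

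The value of 1 read was found in each sample from the steps between low values. With it, 100% of the values above 0 were whole within 0.05 of a read. The size factors came to 0.840, 0.848 and 1.22 in *w1118* replicates 1 to 3 and 1.06, 1.31 and 0.841 in *ecd1* replicates 1 to 3. The recovered reads came to 74581798 to 107943245 in *w1118* and 78438192 to 118102006 in *ecd1*, and the 10 most abundant genes held 9.47% to 17.3% of the reads of a sample. The identifiers of 17527 of the 17606 genes were found in the annotation of Ensembl release 115 on the same build, which also gave positions, exons and introns.

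The main test was limma 3.58.1 with a trend in R 4.3.3, on log2(normalized count + 1) of the 3 *ecd1* minus the 3 *w1118* samples, with genotype as the only term. It covered 12930 genes with a mean normalized count of at least 10 over the 6 samples, and p-values were adjusted by Benjamini-Hochberg. Because the deposited values are not raw counts, edgeR 4.0.16 and DESeq2 1.42.0 were run only as alternatives on the recovered reads, where they called 4494 and 5482 genes at an adjusted p below 0.05. Genes were counted at an adjusted p below 0.05 alone and with an absolute log2 fold change of at least 1, the threshold of the study. In 40 gene lists, members were counted as risen or fallen by the adjusted p over all genes tested and again adjusted over the list alone. Lists with at least 3 measured members, 39 of them, were compared with all other genes by camera with a preset correlation of 0.01 and again with an estimated correlation, under which none of the 14 calls held.

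The lists, the tests, the alternatives and the rule for named genes were fixed before the data were examined, apart from the alternatives named as added below and the tests of *roX1*, scaling and early germline genes for the testis lists and of other divisions of the samples, which were chosen after those results were seen. The rule named the 10 highest and 10 lowest log2 fold changes among genes that passed both thresholds with a mean normalized count of at least 100 and no overlap between the genotypes, the genes that the paper names for the transcriptome, up to 4 members of each list with the largest change among those that passed with a mean of at least 50, every member of the lists of Y-linked genes, male dosage compensation RNAs and eye pigment markers, and the 5 junctions with the highest and the 5 with the lowest deltaPSI besides those of *dre4* and *Pex3*. The first lines of the tables of regulated genes and of splicing in the paper's supplement, and its heatmap, had been seen when the rule was written. Genes named beyond this rule were chosen after their values were seen: *Prosalpha1*, *Npc1b*, *Sgs3*, *Lsp1alpha*, *Eig71Ee*, *snRNA:U4:39B* and the members of lists named for a changed junction.

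The replicate numbers were checked as pairs. The deviations of samples from their genotype's mean correlated by 0.209, 0.232 and 0.225 between samples with the same number, and by −0.274 to 0.0541 between samples with different numbers, and each sample correlated best with its own number. Neither the paper nor the sample labels say what the numbers stand for, so the pairing comes from these values, and the fit with the replicate number as a block is an alternative.

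Junctions were taken from the authors' table at an absolute deltaPSI above 0.1 and an adjusted p below 0.05. They were matched to the annotation as intron coordinates, which 1241 of 1389 equalled. The design named classes that match both annotations, as the paper's do, but the assembled transcriptome was not at hand, so classes were given by the dm6 annotation alone. A first definition of alternative 5' and 3' splice sites, by shared splice sites, was replaced after its outcome had been seen, because it gave the paper's class for only 88 and 103 of the 151 junctions at hand, against 151 and 150 for the definition by exons. Classes were compared between directions by Fisher's exact test and by exchanging the genotypes gene by gene, and lengths and intron numbers by permutation tests with 100000 exchanges. These steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

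The tests were run on simulated data first. In 3 simulated *w1118* and 3 simulated *ecd1* libraries of 12930 genes, 200 genes were changed 2-fold or 4-fold and a further set of 30 was shifted. There limma recovered 37% of the genes changed 2-fold and 89% of those changed 4-fold, and 8 of its 144 calls were false. edgeR recovered 36% and 89% with 4.29% false calls, and DESeq2 63% and 93% with 23.8%. In the real samples limma called 4538 genes at an adjusted p below 0.05. The Benjamini-Hochberg threshold depends on how many genes change, so these shares need not hold for the real samples. Camera gave p = 7.84e-37 for a shifted set and 0.740 for an unshifted set, and Fisher's exact test gave 5.75e-14 for a set with added members and 1 for a random set among 8000 simulated genes.

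The alternatives changed the pseudocount to 0.5 or 8, removed the filter on low values or raised it to 50, scaled by TMM or by genes outside the testis lists and outside the 5% most changed genes, used edgeR, DESeq2, the replicate block or limma without a trend, and left out each sample in turn. For junctions they raised the threshold of deltaPSI to 0.2 or lowered that of the adjusted p to 0.01. Added after the data were seen were the background of genes with introns that share a splice site, the exchange gene by gene, unannotated junctions as a class, protein-coding genes alone for intron number, genes changed at least 8-fold for chromosomes, and the definition by shared splice sites. Splice site sequences were not compared, since no genome sequence was used here. The RT-qPCR, protein and imaginal disc experiments of the paper were not analysed here.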

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

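All tests weighed for the testis lists and both counts of sample splits were chosen after the result was seen, whereas the predictions for chromosomes and introns were written before those tests were run; the threshold of 8-fold and the weighted mean over bins of exon length were added after the data were seen. The genes and lists below stand here because the paper does not discuss them and they passed the test against the *w1118* samples.

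Markers of the male germ line fell together in *ecd1* larvae: of 33 spermatocyte and spermatid genes 32 fell, of 7 Y-linked genes 6 fell (7 when adjusted over the list alone; camera adjusted p = 0.00115, and 0.635 with an estimated correlation; a mean of at least 50 leaves only *ARY*, which fell, and *FDY*), led by *kl-2* (−4.73) and *CCY* (−4.08), both with a mean below 50, and of 11 testis meiotic arrest regulators 6 fell (7 when adjusted over the list alone; camera adjusted p = 0.00891, and adjusted p = 0.654 with an estimated correlation), which were 3 without *w1118* replicate 2 or 3 or *ecd1* replicate 1 and 2 without *ecd1* replicate 2. Fewer male larvae as the whole cause would lower *roX1*, an RNA of male cells, as much as the spermatocyte genes, but *roX1* (log2 fold change −0.50, SE 0.33) lay 1.75 above their median, which argues against it as the whole cause; *roX1* fell without *w1118* replicate 1 (−0.88, adjusted p = 0.0168, against a median of −2.23 there) and *roX2* (−1.61, SE 0.36) lay 0.63 above the median, within 2 of its standard errors (0.72), so a smaller share of males stays open for part of the fall. With factors from genes outside these lists and outside the 5% most changed genes, the median was −2.27. These factors rest on 12184 genes and shifted the median of all genes by −0.026, so the outcome could hardly differ. This comparison shows a fall relative to most other genes and does not test the scaling itself. Fewer late germ cells relative to early ones remain a candidate explanation, since the median of 13 early germline genes lay 1.88 above that of the spermatocyte genes. A permutation test across genes gave p = 1e-05, the smallest it can give, but genes of a list are not independent replicates. This p does not measure the spread between samples, and early germline genes are also active in ovaries. The sex of the larvae is not given in the sources used here, and a difference in stage between the genotypes was not tested for these lists. *FDY*, the Y-linked gene that did not pass (−1.06, adjusted p = 0.0752), passed with the replicate block (0.0222), with DESeq2, and without *w1118* replicate 1 or *ecd1* replicate 3, and *Pp1-Y2* lost its call in 5 of the 6 fits that leave out a sample (adjusted p up to 0.104 without *ecd1* replicate 2).

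Some genes changed so much that a difference between the strains other than *ecd* has to be weighed. *lncRNA:CR40469* rose by 8.74 and *CG32581* by 8.02 on the log2 scale, *Cyp12d1-d* (−7.86), *CG13560* (−7.52) and *mthl8* (−6.96) fell, and *w*, an eye colour gene for which the paper's supplement lists a mutation in the *ecd1* stock as well, rose by 4.33 (from 93.2 ± 19.0 to 1877 ± 209 normalized counts); the call of *CG13560* ended with edgeR (adjusted p = 0.0820), without *w1118* replicate 2 or 3 (0.0541 and 0.0554) and without *ecd1* replicate 1 or 2 (0.0514 and 0.0739). A strain difference confined to chromosome 3 would gather genes changed at least 8-fold there. Their odds ratio there was 0.966 (95% confidence interval 0.749 to 1.24), which argues against such a difference as the source of most of these genes. A difference behind a few of them would not show in this ratio. A strain difference on all chromosomes would give no excess of these genes on chromosome 3, so this comparison cannot decide on it. For the 5 Mb around *ecd* the odds ratio was 0.983 (0.550 to 1.64) for these genes and 1.46 (0.647 to 2.91) for genes with a junction above an absolute deltaPSI of 0.3, intervals too wide to exclude or show a difference there. On the X chromosome, where *w*, *lncRNA:CR40469* and *CG32581* lie, genes changed at least 8-fold were less frequent than elsewhere (odds ratio 0.464, 0.284 to 0.720, adjusted p = 0.00175 by Fisher's exact test). On 2L, 2R and 4 they did not pass (1.23, 1.36 and 0), and on the Y they were more frequent (11.1, adjusted p = 0.0178). A strain difference at single genes or spread over the genome stays open.

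Genes without introns fell more than genes with introns. The median log2 fold change was 0.03 over 10826 genes with introns and −0.28 over 2060 intronless genes, a difference of 0.31 (permutation test across genes, which are not independent replicates, p = 1e-05, the smallest it can give), and the share that fell at least 2-fold went from 29.5% without introns to 4.71% with 6 or more, while the share that rose at least 2-fold went from 10.2% to 2.51%, although among protein-coding genes alone the rising share was 5.97% without introns, 5.76% with 1 and 2.44% with 6 or more, at a difference in medians of 0.45. A shortage of spliceosomes that lowers genes with introns predicts the opposite sign, so the value of 0.309 argues against it as the cause of this difference. Transcript length with the shorter inserts of the *ecd1* libraries is argued against as the whole cause, since the difference kept its sign in all 5 bins of exon length, with a mean of 0.263 (95% bootstrap interval 0.196 to 0.352); it was smallest, at 0.117, in the shortest bin, which holds 952 of the 2060 intronless genes, and weighted by these genes the mean was 0.241 (0.147 to 0.348), so length stays open for part of it. Testis activity stays open as well: without the testis lists it was 0.296, but these hold only 22 intronless genes and 79 with introns, and leaving out that many could not bring it below 0.289. Which property of intronless genes goes with the fall stays open.

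Of 29 serine proteases of digestion, 12 fell in *ecd1* larvae.

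The 6 samples can be divided into groups of 3 in 10 ways, too few for a share under 0.05. All divisions but the real one mix the genotypes. The difference between genotypes then enters the spread within groups and stays in part between them, so their counts are not free of genotype. The real division called 4538 genes and the highest of the others 0; it called 14 gene lists and the highest of the others 20, and 7 of the 10 divisions called as many lists as the real one, which was 1 of 10 for genes. Among the 4 divisions that part all 3 pairs of same-numbered samples, the other 3 called 0 genes and 15 to 20 lists.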

How the results depend on the processing

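The test by shared splice sites, protein-coding genes alone, the exchange gene by gene and genes changed at least 8-fold were chosen after the data were seen. Of 153 named genes, 144 passed, 87 of them in every alternative, and none reversed. The 2556 differentially expressed genes came to 2918 with no filter on low values, 1886 with a mean of at least 50, 2569 with edgeR and 2786 with DESeq2, whose calls in simulated data were false in 23.8%. That share comes from a simulation with far fewer changed genes and need not hold here. Leaving out 1 sample gave 1665 to 2564 genes, 364 to 636 of them higher, and 2366 to 5178 past the adjusted p, 891 to 2437 higher and 1475 to 2741 lower. All list members together came to 187 to 404 calls, double-strand break genes that rose to 3 to 12 and testis proteasome paralogs that fell to 8 to 14. None of the 14 gene list tests held with an estimated correlation, which called 0. Scaling shifted the median of all genes by 0.037 with TMM and by −0.026 with genes outside the testis lists.

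With the replicate block, 2716 genes were differentially expressed and 4717 passed the adjusted p. It added the list tests of JAK-STAT ligands and targets and of ecdysone biosynthesis, and among named genes added *FDY* and ended the calls of *Fst* (adjusted p = 0.0532), *LysS* (0.0511), *Prp8* (0.0693), *para* (0.0549) and *snRNP-U1-70K* (0.0579); it also called *Npc1b* (0.0234). It moved these counts by over 1.5 times: JNK and Xrp1 stress genes that rose to 8, maltases, amylases and lysozymes that rose to 5, ribosomal proteins that rose to 12, ecdysone response genes to 3 risen and 3 fallen, larval serum and fat body proteins to 0 risen and 3 fallen, ecdysone biosynthesis genes that rose to 1, and fallen genes of imaginal disc patterning to 4, of cell cycle and replication to 7, of early germline to 2 and of the double-strand break list to 1. It changed no other call of a gene named by the rule or of a list test, and moved no other list count by over 1.5 times.

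Splicing classes moved with the definition: by shared splice sites the odds ratio of alternative 5' splice sites was 1.51 and passed, and that of the remaining junctions was 0.622 and did not. Above an absolute deltaPSI of 0.2, alternative 3' splice sites (1.34) and unannotated junctions (1.64) did not pass Fisher's exact test; with the exchange gene by gene unannotated junctions passed (adjusted p = 0.0330) and the remaining junctions did not (0.0760). The odds ratio of misspliced genes among those that rose did not pass above 0.2 (0.696), at a mean of at least 500 (0.708) and with introns that share a splice site (0.714). Among chromosomes, the excess of 2L (1.23) and the deficit of chromosome 4 (0) did not pass for genes changed at least 8-fold, nor did the excess of changed junctions on chromosome 4 above 0.3 (2.24). Fewer genes or junctions enter these last fits, and for the others the cause was not tested. Classes matched in both annotations could not be rebuilt, because only 151 of the 1389 rows of the paper's classes were at hand, and splice site sequences were not run. At this depth limma found 37% of simulated 2-fold changes, in a simulation with far fewer changed genes than were called here. The share found in the real samples may differ, but a gene that did not pass may still have changed by 2-fold.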

Differences from the paper's values

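For the classes of junctions, the numbers in Fig. S7D were read by eye, and the paper kept only junctions whose class matched in both annotations, whereas the classes here rest on dm6 alone. Among junctions with a higher share in *ecd1*, the paper shows about 110 alternative 3' splice sites, about 30 exitrons and about 280 others, against 166, 49 and 167 here. Among junctions with a lower share, it shows about 130 of exon skipping, about 70 alternative 5' splice sites and about 70 alternative 3' splice sites, against 243, 112 and 116 here. Of the alternatives set before the data were examined, an adjusted p below 0.01 brings all of these within 1.5 times of the paper's except the others with a higher share (123), but parts the others with a lower share (220 against about 420 in Fig. S7D), with 123, 41, 178, 82 and 86 for the remaining classes. An absolute deltaPSI above 0.2 does so for the exitrons (22) and not for the rest (51, 58, 63, 39 and 35). In Fig. S7D the others are the largest class, with about 280 and about 420 junctions, while here exon skipping, with 581 junctions, outnumbers the 448 others, and does so above 0.2 (178 and 139) and at an adjusted p below 0.01 (424 and 343) too.

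The paper's 2952, 771 and 2181 differentially expressed genes and the 2556, 659 and 1897 found here differ by less than 1.5 times. Of the alternatives set before the data were examined, no filter on low values comes nearest, with 2918, 783 and 2135 genes, and a mean of at least 50 is the only setting with all samples that differs by more, with 1886, 473 and 1413 genes.

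The paper calls genes that were not called here. Of 235 list members in the authors' deposited list of regulated genes, 21 did not pass limma's test, and DESeq2 on the recovered reads calls 20 of the 21, the replicate block 11, TMM scaling 4, edgeR 2, and a pseudocount of 8 or no filter on low values 1 each. Among them are *Prosalpha1*, at a log2 fold change of −1.13 with an adjusted p of 0.0286 in the authors' deposited table and −1.44 with 0.0815 here, which DESeq2 on the recovered reads calls (0.0264), and *Npc1b*, at 1.04 with 0.0159 in the authors' deposited table and 1.26 with 0.0513 here, which DESeq2 (0.0142), TMM scaling (0.0380), the replicate block (0.0234) and the fit without *w1118* replicate 3 (0.0239) call.

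The paper presents proteasomal catabolism, pyruvate and malate metabolism and mitochondrial transport as functions of genes that fell. Over the lists here, 13 of 14 testis proteasome paralogs and 16 of 16 testis paralogs of glycolysis and mitochondrial transport fell, while of the ubiquitous genes none of 32 proteasome subunits and none of 18 enzymes of glycolysis and malate metabolism passed as fallen; of 13 ubiquitous genes of mitochondrial import 2 fell, *Tim13* (−1.69) and *Tim17b1* (−1.43), and 7 rose.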

Other observations

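The larvae of the 2 genotypes may not have been at the same stage. Of 9 salivary glue genes none passed (none when adjusted over the list alone; camera adjusted p = 0.287), with a median log2 fold change of −2.88 that became 0.66 without *w1118* replicate 1, where 4 fell, and −4.94 and −4.82 without *w1118* replicate 2 and 3; 1 fell with edgeR. *Eig71Ee*, the only measured *Eig71E* gene, did not pass (−3.34, adjusted p = 0.417 from limma). Its log2 fold change was 0.56 without *w1118* replicate 1, and −5.25 and −5.34 without *w1118* replicate 2 and 3. Of 9 larval serum and fat body proteins, 1 rose and 1 fell (1 and 1 when adjusted over the list alone; camera adjusted p = 0.333), with 3 fallen with the replicate block and without *ecd1* replicate 1, 2 risen with DESeq2, and none risen with the replicate block, without *w1118* replicate 2 or 3 or without *ecd1* replicate 2 or 3. *Lsp1alpha* had 2123560, 816311 and 804431 normalized counts in *w1118* replicates 1 to 3 and 610164, 2429 and 82842 in *ecd1* replicates 1 to 3. Of 13 ecdysone biosynthesis genes, 5 fell, none rose and 8 did not pass (5 fell and 1 rose when adjusted over the list alone; camera adjusted p = 0.0594, and 0.0458 with the replicate block, 0.0280 without *w1118* replicate 2 and 0.0355 without *w1118* replicate 3), with 2 fallen without *ecd1* replicate 2 and 1 risen with TMM scaling, DESeq2, the replicate block and without *w1118* replicate 3. *spok*, which encodes an enzyme of ecdysone synthesis in the prothoracic gland, went from 1439 ± 828 to 265 ± 103 normalized counts (SD, n = 3 samples each; −2.36, SE 0.43, adjusted p = 0.00827 from limma). Of 19 ecdysone response genes, 1 fell and 18 did not pass (none when adjusted over the list alone; camera adjusted p = 0.686), with 3 risen and 3 fallen with the replicate block, 2 and 5 with DESeq2, 2 risen without *w1118* replicate 1, 1 risen and none fallen without *ecd1* replicate 1, none fallen without *w1118* replicate 3 or *ecd1* replicate 2, and 2 fallen without *ecd1* replicate 3. Of 12 insulin-like peptides and partners, 2 rose and 1 fell (2 and 1 when adjusted over the list alone; camera adjusted p = 0.411), and 1 rose without *ecd1* replicate 2 or 3.

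*ecd* itself did not pass (log2 fold change 0.38, SE 0.14, adjusted p = 0.0769 from limma) and passed without *w1118* replicate 1 (0.0106). *Prp8*, which encodes the core protein of U5 snRNP, rose by 0.42 (SE 0.12, adjusted p = 0.0311 from limma), a call that ended with the replicate block (0.0693), without a trend (0.0595) and without *w1118* replicate 2 (0.0960), *w1118* replicate 3 (0.0911), *ecd1* replicate 2 (0.113) or *ecd1* replicate 3 (0.0889). Of 16 genes of U5 snRNP, Ecd and R2TP, 4 rose and 1 fell (4 and 1 when adjusted over the list alone; camera adjusted p = 0.119), with 8 risen without *w1118* replicate 1 and 2 without *w1118* replicate 2 or 3 or *ecd1* replicate 2. Of 12 genes of the Sm ring and SMN complex, 2 rose and 1 fell (4 and 1 when adjusted over the list alone; camera adjusted p = 0.147), with 6 risen without *w1118* replicate 1, 4 with DESeq2 and 1 without *w1118* replicate 3 or *ecd1* replicate 1 or 2, and none fallen without *w1118* replicate 2 or 3, without *ecd1* replicate 1 or 2, with no filter on low values or at a mean of at least 50. Of 15 genes of U1 and U2 snRNP and U2AF, 3 rose (2 when adjusted over the list alone; camera adjusted p = 0.0956, and 0.0273 without *w1118* replicate 1, where 6 rose), and 1 rose without *w1118* replicate 2 or 3 or *ecd1* replicate 2 or 3. Of 5 snRNA genes none passed (none when adjusted over the list alone; camera adjusted p = 0.649), 1 fell without *ecd1* replicate 3, 2 rose and 1 fell without the filter on low values, and *snRNA:U4:39B* (1.34, adjusted p = 0.0693 from limma) passed with DESeq2 on the recovered reads (0.0432). Among genes of U5 snRNP, Ecd and R2TP, *CG6841* rose by 0.86 (SE 0.12, adjusted p = 0.00479 from limma) and *CG6674* fell (−0.73, SE 0.14, adjusted p = 0.00883 from limma).

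Of 90 ribosomal proteins, 21 rose and 7 fell (21 and 6 when adjusted over the list alone; camera adjusted p = 0.000299, and adjusted p = 0.635 with an estimated correlation). Those that rose were 44 with DESeq2 on the recovered reads, 12 with the replicate block, 4 without *w1118* replicate 2 or *ecd1* replicate 3, 5 without *w1118* replicate 3 and 1 without *ecd1* replicate 2, and those that fell were 3 without *w1118* replicate 2 and 2 without *w1118* replicate 3 or *ecd1* replicate 1 or 2. Of 14 hemocyte genes, 4 rose and 1 fell (4 and 1 when adjusted over the list alone; camera adjusted p = 0.119, and 0.0398 without *w1118* replicate 1), with 2 risen without *w1118* replicate 2 or 3 or *ecd1* replicate 2 or 3, and none fallen without *w1118* replicate 1 or 3, without any 1 *ecd1* replicate or without a trend. Of 15 body wall muscle genes, 3 rose (1 when adjusted over the list alone; camera adjusted p = 0.0858, and 0.0489 and 0.0433 without *w1118* replicate 2 and 3), with 1 risen without *w1118* replicate 2 or any 1 *ecd1* replicate, and 6 risen and 1 fallen with DESeq2. Of 15 genes of neurons and glia, 3 rose (none when adjusted over the list alone; camera adjusted p = 0.399), with 1 risen without *w1118* replicate 2 or *ecd1* replicate 3, none without *w1118* replicate 3 or *ecd1* replicate 1 or 2, and 1 fallen with DESeq2. Of 19 genes of imaginal disc patterning, 2 fell (none when adjusted over the list alone; camera adjusted p = 0.266), with 4 fallen with the replicate block and DESeq2, 1 with no filter on low values, a mean of at least 50, TMM scaling and without *w1118* replicate 2, and none without a trend, without *w1118* replicate 1 or 3 or without *ecd1* replicate 2 or 3, and with 1 risen with DESeq2 and without *ecd1* replicate 1. Of 22 genes of cell cycle and replication, 1 rose and 4 fell (1 and 3 when adjusted over the list alone; camera adjusted p = 0.266), with 7 fallen with the replicate block, 1 without *ecd1* replicate 2 and 2 without *ecd1* replicate 3, and with 6 risen without *w1118* replicate 1 and none without *w1118* replicate 2 or 3, without *ecd1* replicate 1 or 2 or without a trend.

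Of 13 early germline genes, 1 fell (1 when adjusted over the list alone; camera adjusted p = 0.281, and 0.0430 without *w1118* replicate 1), with 2 fallen with the replicate block and without *w1118* replicate 1 and none without *w1118* replicate 3 or *ecd1* replicate 1 or 2. Of 3 male dosage compensation RNAs, *roX2* fell, *msl-2* rose (0.51, SE 0.15, adjusted p = 0.0424 from limma) and *roX1* did not pass (the same when adjusted over the list alone; camera adjusted p = 0.686); none rose without a trend, with scaling from genes outside the testis lists, without any 1 *w1118* replicate or without *ecd1* replicate 2 or 3, none fell without *ecd1* replicate 2, and 2 fell without *w1118* replicate 1, where *roX1* joined *roX2* (−0.88, adjusted p = 0.0168). Of 7 eye pigment and genotype markers, 2 rose, *w* and *v* (2 when adjusted over the list alone; camera adjusted p = 0.174), but *v* did not pass without a trend (0.0573), without *w1118* replicate 1 or 2 (0.0539 and 0.0701) and without *ecd1* replicate 1 or 3 (0.0892 and 0.101), and without *w1118* replicate 1 another gene of the list rose and 1 fell. Differentially expressed genes were more frequent on 2L (odds ratio 1.21, Fisher's exact test, adjusted p = 0.00384) and the Y chromosome (5.23, adjusted p = 0.00404) and less frequent on X (0.813, adjusted p = 0.00384) and chromosome 4 (0.399, adjusted p = 0.0116), and genes with a changed junction were more frequent on chromosome 4 (2.58, adjusted p = 0.0314).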
